# Single cell atlas of spinal cord injury in mice reveals a pro-regenerative signature in spinocerebellar neurons

**DOI:** 10.1038/s41467-022-33184-1

**Published:** 2022-09-26

**Authors:** Kaya J. E. Matson, Daniel E. Russ, Claudia Kathe, Isabelle Hua, Dragan Maric, Yi Ding, Jonathan Krynitsky, Randall Pursley, Anupama Sathyamurthy, Jordan W. Squair, Boaz P. Levi, Gregoire Courtine, Ariel J. Levine

**Keywords:** Molecular neuroscience, Spinal cord injury

## Abstract

After spinal cord injury, tissue distal to the lesion contains undamaged cells that could support or augment recovery. Targeting these cells requires a clearer understanding of their injury responses and capacity for repair. Here, we use single nucleus RNA sequencing to profile how each cell type in the lumbar spinal cord changes after a thoracic injury in mice. We present an atlas of these dynamic responses across dozens of cell types in the acute, subacute, and chronically injured spinal cord. Using this resource, we find rare spinal neurons that express a signature of regeneration in response to injury, including a major population that represent spinocerebellar projection neurons. We characterize these cells anatomically and observed axonal sparing, outgrowth, and remodeling in the spinal cord and cerebellum. Together, this work provides a key resource for studying cellular responses to injury and uncovers the spontaneous plasticity of spinocerebellar neurons, uncovering a potential candidate for targeted therapy.

## Abstract (web summary)

Matson et al. performed single nucleus sequencing of the “spared” spinal cord tissue distal to an injury in mice. They found that spinocerebellar neurons expressed a pro-regenerative gene signature and showed axon outgrowth after injury.

## Introduction

The brain, spinal cord, and peripheral nervous system are comprised of diverse cell types that operate together as global and local communities to enable normal physiology. Following acute trauma, a complex interplay of cellular responses shapes the outcome. Whether the tissue can restrict the damage, promote structural remodeling and functional compensation, and ultimately achieve recovery depends on a myriad of dynamic molecular changes amongst neurons, astrocytes, microglia, oligodendrocytes, vascular cells, and many other cell types^1,2^.

Spinal cord injury (SCI) is a traumatic event that can cause long-lasting paralysis, pain, autonomic dysregulation, and body-wide physiological changes^3^. While understanding and developing therapeutics that target cellular changes within the lesion epicenter is undoubtedly valuable, there is an emerging focus on molecular and neural engineering approaches to augment plasticity and reorganization in anatomically incomplete injuries, which are the most common in patients^4–6^. Molecular approaches can induce sprouting of descending spared projections^7,8^ or reorganization of the neural circuits below the injury^4,6^. Neural engineering approaches such as epidural electrical stimulation combined with rehabilitation training can promote impressive gains in motor function and autonomic control and provide enhanced quality of life^9–11^, underscoring the importance of understanding intrinsic potential in the tissue below the injury site. Understanding the cellular mechanisms by which reorganization occurs in spinal cord neurons is a crucial step to promote recovery.

What may be the underlying mechanisms of plasticity in the lumbar spinal cord that enable recovery after injury? There are many forms of plasticity, from synaptic remodeling to local axonal sprouting and long-distance axon growth^12,13^. After injury in the peripheral nervous system, damaged axons can successfully regrow and innervate their targets to restore function^14,15^. However, regeneration in the CNS is generally limited, due to both cell-intrinsic and cell-extrinsic factors^16^. Although most CNS neurons are capable of some plasticity, these processes are limited to local changes such as synaptic remodeling. However, there are a few examples of CNS neurons that can regenerate^17^, suggesting that regenerative capacity is a cell type-specific feature. We hypothesized that the many neuronal subpopulations in the lumbar cord—with their diverse molecular identities^18,19^, physical properties, and connectivity^20^, – may differentially contribute to recovery after spinal cord injury^21^, and that specific neuronal subpopulations may display their own strategies for repair.

Here, we sought to uncover the dynamic cell type-specific responses of the lumbar spinal cord following SCI to identify the cell type-specific molecular and cellular mechanisms that promote or restrict recovery. First, we performed severe thoracic contusion spinal cord injuries in mice and tracked the progression of injury responses from acute to chronic time points. To profile the diverse cell types within the lumbar spinal cord following thoracic injury, we used single nucleus RNA Sequencing (snRNA-seq) and created an atlas of the lumbar cell types after injury (https://seqseek.ninds.nih.gov/spinalcordinjury). This resource reveals both the changes in relative composition of cell types following SCI and the changes in gene expression within each cell type. The size and scope of this dataset allowed identification of rare cellular populations that displayed molecular pathways with the potential to support recovery. Specifically, we identified neuronal populations that expressed regeneration-associated genes (RAGs). These neurons were largely excitatory, and their spatial distribution, as well as gene expression, suggested that they are ascending projection neurons that link the spinal cord and brain. We identified the RAG-expressing neurons to be Shox2-expressing V2d and spinocerebellar neurons. Using viral-labeling strategies, we showed that after thoracic injury spinocerebellar neurons increased axons and collaterals below the injury site, indicating structural remodeling. Together these findings shed light on the limited spontaneous mechanisms of repair in the tissue below the lesion and the latent potential for targeted neuro-regeneration and tissue remodeling therapies.

## Results

### A single-cell atlas of the lumbar cord after spinal cord injury

We profiled the cell types in the lumbar cord after spinal cord injury at translationally relevant time points to create an atlas of cell type-specific responses and uncover biological changes. A severe contusion was delivered to the thoracic (vertebral level T9) spinal cord of mice, resulting in paralysis (Supplementary Fig 1, Supplementary Dataset 1). Locomotor function was tracked over a range of time points that, in mice, corresponded to the acute injury period (1 day post injury (dpi)), the subacute and intermediate stages that are typically targeted with therapeutic interventions (1 week and 3 weeks post injury/wpi), and a chronic time point at which recovery typically plateaus (6 wpi; Supplementary Fig 1). 

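Nuclei of the lumbar spinal cord of 15 mice were profiled by droplet-based single nucleus RNA sequencing, from 3 uninjured mice and from 3 mice at each of 1 dpi, 1 wpi, 3 wpi and 6 wpi after a thoracic contusion. The paper's text was followed for the tissue, although the deposited sample records describe a dissection of the thoracic injury site. The authors aligned the reads with Cell Ranger 2.2.0, removed low-quality clusters and doublet clusters, clustered and annotated the nuclei with Seurat 3, and deposited the raw UMI counts of 20696 genes in 67903 nuclei with an annotation into 39 cell types and 9 classes. Each mouse gave 1 library, named here by its time point and replicate letter (a, b and c). The UMI totals of replicates a, b and c were 4693101, 4433607 and 3523139 in the uninjured cord, 7109964, 7513487 and 4520144 at 1 dpi, 5192254, 8211699 and 3140175 at 1 wpi, 5756937, 9134283 and 4579687 at 3 wpi and 5202860, 5209624 and 4515932 at 6 wpi. The libraries held 3336 to 9015 nuclei, with a median of 570 to 988 UMIs per nucleus. From these counts, the UMIs of all nuclei of a cell class were summed within each mouse, so that the mouse was the unit of replication. The classes summed were neurons, astrocytes, microglia with hematopoietic cells, OPCs with COPs, oligodendrocytes (newly formed, myelinating and mature) and vascular cells (endothelial cells and pericytes). Sums were normalized by TMM and written as CPM, as the mean ± SD of 3 mice unless another number is given. Each time point was compared with the uninjured cord by edgeR's quasi-likelihood test over the genes that passed its filter on low counts, and a gene was called changed at a Benjamini-Hochberg adjusted p below 0.05. The number of nuclei of each cell type was compared by the same test, with the library's total of nuclei as offset. An exact permutation test of 3 mice against 3 cannot give a two-sided p below 0.1, so the calls rest on the variance that edgeR shares between genes or cell types. Gene lists fixed before the data were examined were tested by fry, which asks whether the genes of a list move on balance one way and does not compare them with other genes. Values given with an estimated correlation come from camera, another test, which compares a list with the other genes of the class. The 2 tests answer different questions, so a list can pass 1 and not the other. A gene with no UMI in 1 group is given as a lowest fold, from 3 counts in that group, and a gene with 1 to 3 UMIs with a 95% counting interval of the ratio.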

We then dissected the lumbar spinal cord of three animals from each time point and performed single nucleus isolation and RNA sequencing (Fig. 1a, b)^22^. We clustered the data, integrating by time point, and removed clusters that were low-quality as well as doublet clusters, yielding a final dataset of 67,903 nuclei (see “Methods” for details).

**Fig. 1:**
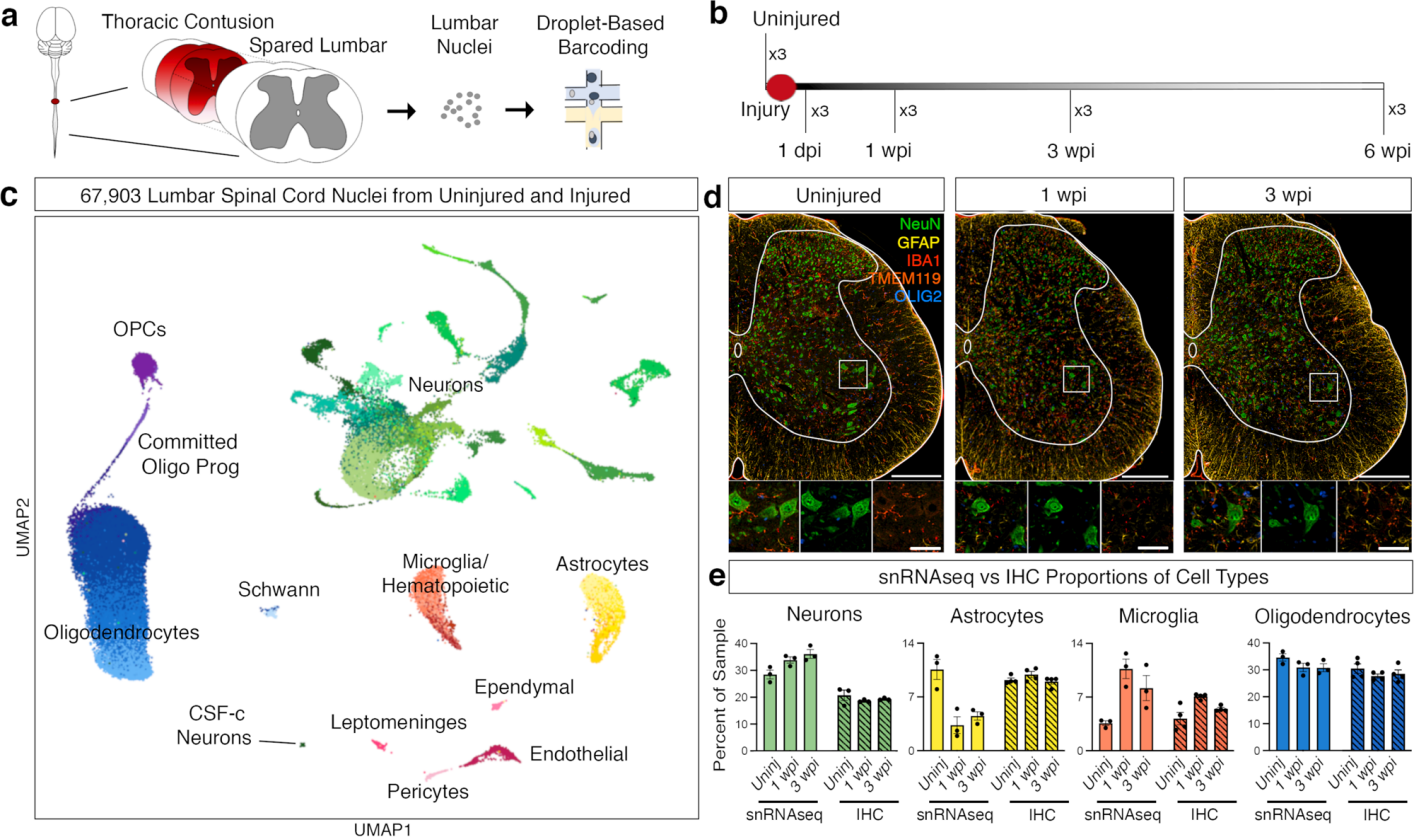
Single nucleus RNA sequencing of the lumbar spinal cord after thoracic contusion. **a** Schematics depicting the experimental design for snRNA-seq, showing the injured thoracic cord and lumbar cord (with dark red representing the lesion) as well as nuclei isolation from the intact lumbar cord followed by droplet-based barcoding for single nucleus RNA sequencing. **b** Top, an overview of experimental design for injury and tissue collection. The lumbar spinal cord of three animals from each time point: uninjured, 1 dpi (day post injury), 1 wpi (week post injury), 3 wpi, and 6 wpi. **c** Uniform manifold approximation and projection (UMAP) visualization of 67,903 nuclei from uninjured and injured lumbar spinal cords, revealing 9 classes and 39 subtypes. Colored by green (neurons), yellow, astrocytes, orange-red (microglia), purple (OPCs), blue (oligodendrocytes), light blue (Schwann), light pink (pericytes), pink (ependymal), magenta (leptomeninges), brick-red (endothelial). **d** Multiplex immunohistochemistry (IHC) of the lumbar spinal cord from uninjured, 1 wpi and 3 wpi. Tissue was stained for NeuN (green), GFAP (yellow), IBA1 (red), TMEM119 (dark orange), and OLIG2 (blue). Scale bars are 200 µm (main) and 50 µm (inset), respectively. **e** Quantification of the proportion of cell types from the snRNA-seq data and immunohistochemistry in tissue. Mean ± SEM; snRNAseq, *N* = 3; immunohistochemistry, *N* = 4. Source data are provided as a Source Data file.

To create an atlas of cell type responses in the lumbar cord after injury, we first clustered the nuclei at a coarse level to highlight large-scale changes. We identified 9 major cell classes: neurons, astrocytes, microglia/hematopoietic cells, oligodendrocyte lineage cells, Schwann cells, endothelial cells, pericytes, ependymal cells, and leptomeninges (Fig. 1c). Each of these major classes was identified using well-established markers^19^ (Supplementary Fig. 2, Supplementary Dataset 2). Neurons expressed *Snhg11, Rbfox1, Rbfox2, Snap25*. Astrocytes expressed *Slc7a10, Agt, Gfap*, and *Vim*. Microglia/hematopoietic cells expressed *C1qa, Ctss, Gpnmb, Lgals3, Itgax, Ms4a4b, Cd3g*, and *Nkg7*. Oligodendrocyte lineage cells including oligodendrocyte precursor cells (OPCs) expressed *Cspg5* and *Tnr*; committed oligodendrocyte progenitor cells (COPs) expressed *Fyn* and *Tcf7l2*, whereas myelinating and mature oligodendrocytes expressed *Plp1, Mag*, and *Mog*. Schwann cells, which were part of the lumbar spinal cord roots that were in the dissected tissue, expressed *Mpz* and *Pmp22*. Vascular cells included endothelial cells, which express *Bsg* and *Cldn5*, and pericytes, which express *Vtn* and *Pdgfrb*. Ependymal cells expressed *Nnat* and *Dnah12*. Leptomeninges expressed *Dcn* and *Col1a1* (Supplementary Fig. 2, Supplementary Dataset 2). 

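Summed over the nuclei of each class, most of these markers were highest in the class they name. Snhg11, a neuronal noncoding RNA, stood at 5497 ± 1120 CPM in neurons (SD, n = 15 mice) and at 1029 ± 444 CPM in the class with the next highest level. Rbfox1, a splicing factor, stood at 2519 ± 338 CPM in neurons. Slc7a10, an amino acid transporter, stood at 1398 ± 305 CPM in astrocytes. C1qa, a subunit of complement C1q, stood at 5117 ± 1100 CPM in microglia. The myelin protein Plp1 stood at 13160 ± 2480 CPM in oligodendrocytes. The peripheral myelin protein Mpz stood at 19540 ± 10400 CPM in Schwann cells. The tight junction protein Cldn5 stood at 3878 ± 972 CPM in endothelial cells and the growth factor receptor Pdgfrb at 1740 ± 473 CPM in pericytes. Dnah12, an axonemal dynein, stood at 1674 ± 592 CPM in ependymal cells and the proteoglycan Dcn at 2867 ± 1420 CPM in leptomeninges. Of the other markers, Agt and Gfap were highest in astrocytes, Ctss, Gpnmb, Lgals3, Itgax, Ms4a4b, Cd3g and Nkg7 in microglia with hematopoietic cells. Cspg5 was highest in OPCs, Fyn and Tcf7l2 in COPs, Mag and Mog in oligodendrocytes, Pmp22 in Schwann cells, Bsg in endothelial cells, Vtn in pericytes, Nnat in ependymal cells and Col1a1 in leptomeninges. Tnr, an extracellular matrix protein, stood at 9034 ± 1410 CPM in COPs and at 3686 ± 678 CPM in OPCs. Snap25, a protein of vesicle release, stood at 826 ± 77.1 CPM in neurons and 783 ± 408 CPM in Schwann cells. Rbfox2 stood at 191 ± 20.3 CPM in neurons and 222 ± 103 CPM in leptomeninges. Vim, an intermediate filament, stood at 82.4 ± 56.4 CPM in astrocytes and 320.0 ± 486 CPM in ependymal cells. The classes were drawn on these same counts, so no test of the markers is given.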

With this approach, we have identified the major cell classes of the uninjured and injured mouse spinal cord.

### Coarse cell types in snRNA-seq and in tissue

We next compared the proportion of the coarse cell types in the snRNA-seq dataset to the proportion of these cell types as detected by immunohistochemistry in tissue sections. In the snRNA-seq data, we calculated the proportion of each cell type within a given sample. 

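In the 3 uninjured mice, oligodendrocytes from newly formed to mature were 49.2% ± 2.88 of the nuclei (SD, n = 3), and OPCs with COPs 3.11% ± 0.689. Neurons were 29.4% ± 2.88, astrocytes 10.6% ± 2.27 and microglia with hematopoietic cells 3.71% ± 0.493. Vascular cells were 1.54% ± 0.0648, leptomeninges 1.22% ± 0.239, Schwann cells 0.668% ± 0.453 and ependymal cells 0.575% ± 0.306. Among the oligodendrocyte lineage, myelinating oligodendrocytes were the largest type at 30.9% ± 1.74 of all nuclei, and OPC, COP, NFOL and MFOL together were 34.6% ± 2.34. These are shares of the nuclei that passed the authors' filters, 3400, 3813 and 3420 nuclei in replicates a, b and c.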

In the uninjured tissue, oligodendrocytes represented the largest proportion of the uninjured spinal cord (34.6 ± 1.4%), followed by neurons (29.4 ± 1.7%), astrocytes (10.5 ± 1.3%), and microglia/hematopoietic cells (3.7 ± 0.3%; mean ± SEM, *N* = 3, Fig. 1e). We found that the overall cellular composition stayed relatively stable after injury, with few exceptions. 

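At 1 wpi, microglia with hematopoietic cells, a class of microglia, macrophages, and natural killer and T cells, rose to 11.2% ± 2.65 of the nuclei (SD, n = 3). This was 3.02 times the uninjured share (log2 ratio 1.59, standard error 0.25, adjusted p = 0.00039 from edgeR). Their share was 3.94% ± 0.128 at 1 dpi, 8.48% ± 3.01 at 3 wpi (adjusted p = 0.00432, edgeR) and 8.15% ± 1.12 at 6 wpi (adjusted p = 0.0065, edgeR). Astrocytes were 10.3% ± 1.08 of the nuclei at 1 dpi and fell to 3.33% ± 1.88 at 1 wpi (log2 ratio -1.67, standard error 0.36, adjusted p = 0.00314 from edgeR). They stood at 4.52% ± 0.931 at 3 wpi (log2 ratio -1.22, standard error 0.36, adjusted p = 0.023 from edgeR) and at 5.95% ± 1.77 at 6 wpi (adjusted p = 0.0879, edgeR). OPCs with COPs, the precursors of oligodendrocytes, rose to 5.15% ± 0.595 at 1 wpi (log2 ratio 0.73, standard error 0.20, adjusted p = 0.0124 from edgeR). Neurons were 35.2% ± 1.99 of the nuclei at 1 wpi (adjusted p = 0.0785, edgeR) and rose to 37.5% ± 3.05 at 3 wpi (log2 ratio 0.35, standard error 0.11, adjusted p = 0.023 from edgeR). Oligodendrocytes, vascular cells, leptomeninges, Schwann cells and ependymal cells passed the test at no time point. In each of these comparisons of microglia and astrocytes that passed, every injured mouse lay on the same side of every uninjured mouse (exact permutation test, two-sided p = 0.1, the smallest possible). The fall of astrocytes at 3 wpi lost its call when 1 library was left out (adjusted p = 0.0605 without uninjured replicate a, 0.0747 without uninjured replicate c, 0.0714 without 3 wpi replicate a and 0.0637 without 3 wpi replicate c) and with non-neuronal nuclei as the denominator (adjusted p = 0.053). The rise of neurons at 3 wpi lost its call with 1 library left out (adjusted p = 0.0589 without uninjured replicate b, 0.108 without uninjured replicate c and 0.104 without 3 wpi replicate c), with TMM over the cell types (adjusted p = 0.281), with the replicate block (adjusted p = 0.0577) and with only the compared libraries in the fit (adjusted p = 0.152). The rise of OPCs with COPs lost its call without 1 wpi replicate c (adjusted p = 0.0516) and with only the compared libraries (adjusted p = 0.0554).

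**Figure D1:**
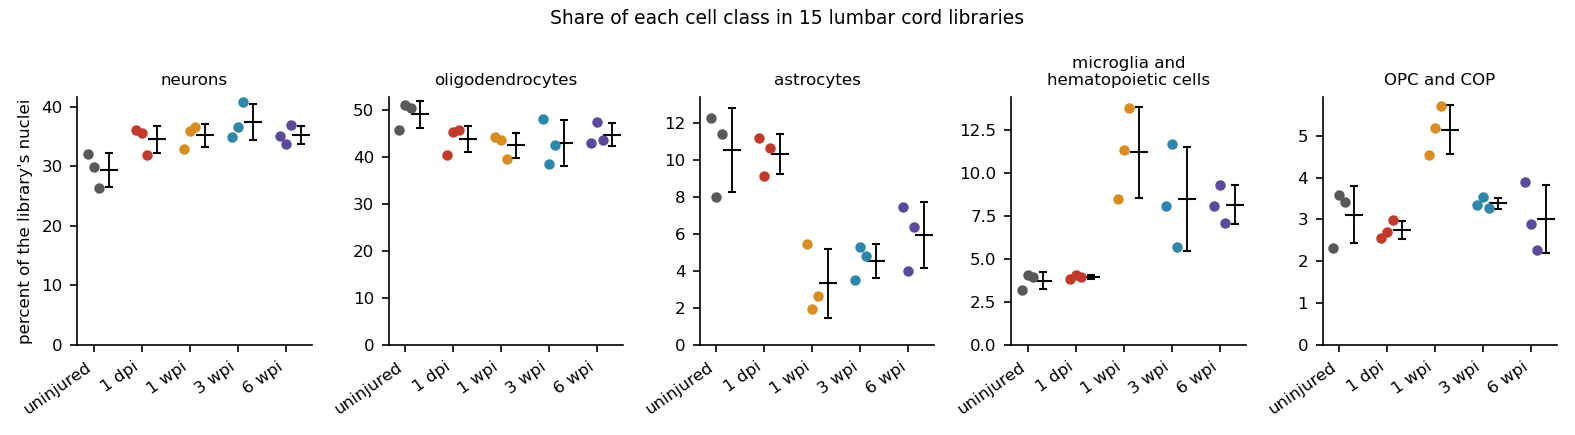
Percent of the nuclei of each library that belonged to 5 cell classes, by time point. Each point is 1 mouse, and bars give the mean and SD of 3 mice. The 3 mice at 1 wpi lie above the uninjured mice for microglia with hematopoietic cells and below them for astrocytes.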

Astrocytes appeared to decrease in proportion at 1 and 3 wpi (*p* = 0.013 and *p* = 0.013) while microglia increased in proportion at 1 wpi (*p* = 0.006) and neurons increased in proportion at 3 wpi (*p* = 0.030).

To determine whether these observations accurately reflect endogenous changes in the lumbar spinal cord, we performed immunohistochemical staining and in situ hybridization experiments in tissue sections from healthy animals, 1 week, and 3 weeks after thoracic contusion injury. We stained for neurons (NeuN), astrocytes (GFAP and SOX9), oligodendrocytes (OLIG2), as well as microglia and macrophages (TMEM119, IBA1, Fig. 1d, e). Quantitative analysis of the multiplexed immunohistochemistry confirmed the snRNA-seq cellular composition. In the uninjured tissue, the proportions of astrocytes, microglia, and oligodendrocytes were not significantly different between the two technical approaches (astrocytes 11.7 ± 0.7%; microglia/hematopoietic 4.7 ± 0.3%; oligodendrocytes 30.5 ± 0.4%; mean ± SEM; *p* > 0.05; Supplementary Dataset 3). However, neurons were represented at a larger fraction in the snRNA-seq dataset compared to in tissue quantification of NeuN-positive cells (neurons 20.8 ± 0.6%, *p* = 0.040). This might reflect a decrease in non-neural cells at 3 wpi or a bias in our snRNA-seq dataset toward neurons, which had higher genes per nucleus.

While astrocytes appeared to decrease at 1 and 3 wpi in the snRNA-seq dataset, this result was not confirmed with immunohistochemistry in tissue (Fig. 1d, e). Rather, we observed no significant change in SOX9-expressing astrocytes over time (Fig. 1e). To further characterize the proportion of astrocytes using combinatorial RNA expression, we performed multiplexed RNA in situ hybridization using *Agt*, *Gja1*, and *Aqp4* markers. In this context, a modest decrease was observed from 11.7% in uninjured lumbar cords to 9.5% 1 wpi (±0.7%, 0.9%, respectively, Supplementary Fig. 3). This suggests that the proportional change in astrocytes that we observed in the single-cell atlas did not reflect endogenous cell type changes, but is likely due to the overall proportional shifts of cell types in the injured spinal cord.

We emphasize the importance of in situ validation for cell proportion changes in single-cell RNA sequencing data to distinguish authentic differences in endogenous cell compositions. While some cell types were significantly different between snRNA-seq and in tissue proportions, the composition of cell types in tissue generally reflected those observed in the sequencing analysis. Overall, single nucleus RNA sequencing provides an unbiased profiling of cell types that reflects in-tissue spinal cord biology.

### Composition and changes within 39 refined cell types

Given the size of this dataset at 67,903 nuclei, we were able to cluster at a higher resolution to identify rare cell types. In this second level of hierarchical clustering, we subclustered neurons, astrocytes, microglia/hematopoietic, and oligodendrocyte lineage/Schwann cells yielding 39 cell types (Fig. 2a–d). Replicates are shown in the uninjured spinal cord by cell type, calculated by the percent within a given sample (Fig. 2e, Supplementary Dataset 3). To assess if the subpopulations increase or decrease after injury, we used scCODA, a Bayesian model for compositional single-cell data analysis (Fig. 2f)^23^. The scCODA framework models cell type counts while considering negative correlative bias via joint modeling of all measured cell type proportions. Here, we highlight findings from the four major cell classes (neurons, astrocytes, hematopoietic, and oligodendrocyte lineage/Schwann cells), including cell markers, composition, and changes after injury.

**Fig. 2:**
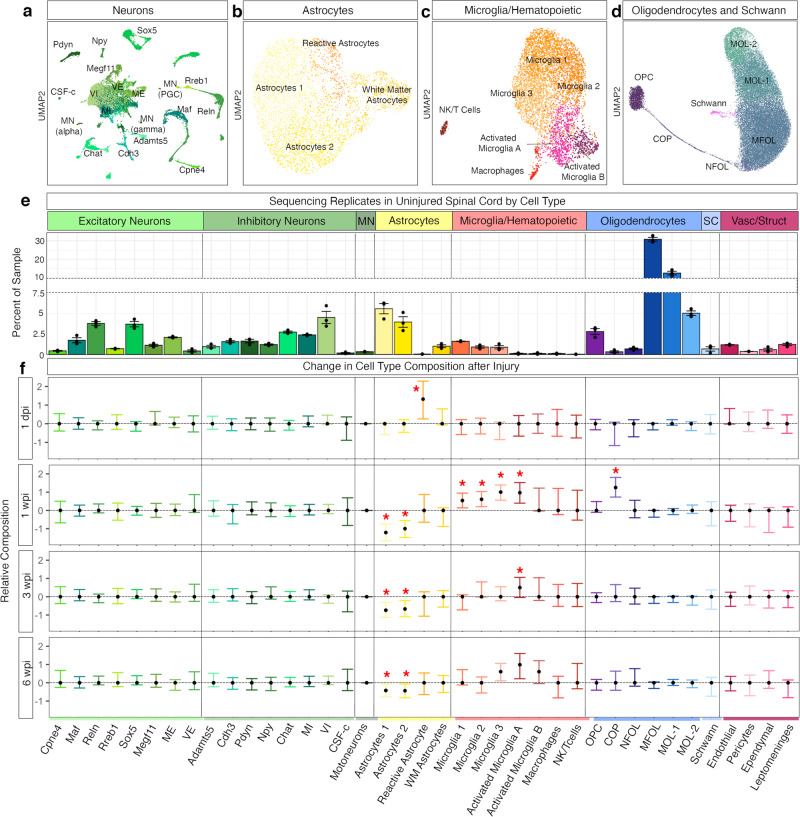
Cell type composition in the uninjured spinal cord and after injury. **a**–**d** UMAPs depicting subclustering of major cell types: **a** neurons, **b** astrocytes, **c** microglia/hematopoietic cells, **d** oligodendrocyte lineage and Schwann cells. **e** A bar plot showing the 39 cell types in the atlas and their relative percent in each sample in the uninjured spinal cord. Individual replicates (*N* = 3) are shown as well as mean ± SEM. **f** The relative composition of the 39 cell types comparing injured samples (1 dpi, 1 wpi, 3 wpi, and 6 wpi) to uninjured, generated using scCODA showing the final parameter output from scCODA (confidence interval shown as 3–97% high-density index around the mean). Cell types with an inclusion probability > 0.85 were deemed significant. Significance depicted with a red asterisk. *N* = 3. For the log FC of individual replicates, see Supplementary Fig. 8. Source data are provided as a Source Data file.

### Neurons

The 23,651 neurons were subclustered and annotated by a previously established atlas of the lumbar spinal cord neuronal subtypes^19^ using label transfer (Seurat, see “Methods”). This yielded 17 neuronal populations, including 8 excitatory, 8 inhibitory, and motoneurons (Fig. 2a, Supplementary Fig. 2, Supplementary Fig. 4). 

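Across 15 mice, Slc17a6, which loads glutamate into synaptic vesicles, was highest in the mid-excitatory neurons at 322 ± 51.6 CPM (SD) and lowest among the 8 excitatory families in the Cpne4 neurons at 154 ± 56.8 CPM. It stood at 12.0 ± 14.7 CPM in the Adamts5 inhibitory neurons and at 122 ± 18.2 CPM in the ventral inhibitory neurons. Slc32a1, the vesicular transporter of GABA and glycine, was highest in the Adamts5 neurons at 392 ± 109 CPM. The GABA-synthesizing enzymes Gad1 and Gad2 were highest in the Cdh3 neurons (232 ± 31.7 CPM) and in the neurons that contact the cerebrospinal fluid (247 ± 189 CPM, n = 5 mice with enough nuclei). In motoneurons (n = 13 mice), the choline transporter Slc5a7 stood at 292 ± 121 CPM, the acetylcholine-synthesizing enzyme Chat at 148 ± 52.4 CPM and the intermediate filament Prph at 341 ± 133 CPM. The next highest levels were 24.5 ± 12.3 CPM for Slc5a7 and 17.8 ± 9.73 CPM for Prph, in the Chat and the Reln neurons. A mouse entered a type's mean with at least 10 nuclei of that type.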

Excitatory neurons were marked by expression of *Slc17a6*, inhibitory neurons by *Gad1*, *Gad2*, and *Slc32a1*, and motoneurons by *Slc5a7*, *Chat*, and *Prph*. The excitatory neuron families as defined by Russ et al.^19^ are Cpne4, Maf, Reln, Rreb1, Sox5, Megf11, ME (mid-excitatory), and VE (ventral excitatory). Inhibitory neuron families, are Adamts5, Cdh3, Pdyn, Npy, Chat, MI (mid-inhibitory), VI (ventral inhibitory), and CSF-c (cerebral spinal fluid-contacting neurons). 

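Of the 17 neuronal types, the ventral excitatory (VE) neurons and the Megf11 neurons changed in share. VE neurons rose from 0.417% ± 0.231 of the nuclei in the uninjured cord to 1.08% ± 0.323 at 1 wpi (n = 3 mice each, log2 ratio 1.37, standard error 0.33, adjusted p = 0.0109 from edgeR). At 3 wpi they were 1.02% ± 0.183 (log2 ratio 1.29, standard error 0.32, adjusted p = 0.0354 from edgeR). Megf11 neurons rose from 1.12% ± 0.224 to 2.06% ± 0.0615 at 1 dpi (log2 ratio 0.88, standard error 0.20, adjusted p = 0.0152 from edgeR). They stood at 1.77% ± 0.0845 at 3 wpi (log2 ratio 0.66, standard error 0.20, adjusted p = 0.0423 from edgeR). The other 15 types passed the test at no time point, motoneurons among them (0.330% ± 0.0204 in the uninjured cord and 0.309% ± 0.0919 at 1 wpi). No neuronal type changed at 6 wpi. The call of VE neurons was lost at 1 wpi (adjusted p = 0.0547 without 1 wpi replicate c) and at 3 wpi (adjusted p = 0.0683 without uninjured replicate b, 0.105 without uninjured replicate c, 0.075 without 3 wpi replicate b and 0.0587 without 3 wpi replicate c) with these libraries left out. The call of Megf11 neurons was lost at 1 dpi (adjusted p = 0.0727 without uninjured replicate c, 0.0537 without 1 dpi replicate a and 0.0514 without 1 dpi replicate b). At 3 wpi it was lost without any 1 of the 6 libraries (adjusted p = 0.0534 without uninjured replicate a, 0.0882 without uninjured replicate b, 0.157 without uninjured replicate c, 0.0622 without 3 wpi replicate a, 0.117 without 3 wpi replicate b and 0.0919 without 3 wpi replicate c). With only the compared conditions in the fit, Megf11 neurons lost the call at 1 dpi (adjusted p = 0.0954) and 3 wpi (adjusted p = 0.0906), and VE neurons at 3 wpi (adjusted p = 0.0825). With the replicate block both lost it at 3 wpi (adjusted p = 0.0636), and with TMM over the cell types Megf11 neurons did (adjusted p = 0.118).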

The proportions of these neuronal subtypes did not significantly change after injury (Fig. 2f, Supplementary Dataset 3).

### Astrocytes

Astrocyte subtypes were identified by subclustering 4525 nuclei from coarse clustering (Fig. 1c, Supplementary Fig. 3). Astrocytes included five subtypes that putatively reflect two homeostatic populations, white matter astrocytes and reactive astrocytes (Fig. 2b, Supplementary Fig. 3). All astrocytes expressed *Gfap*, *Agt*, and *Gja1*. The two homeostatic populations, “astrocytes 1” and “astrocytes 2” expressed *Gpc5* and *Slc7a10*, while putative white matter astrocytes did not. 

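Gpc5, a cell surface proteoglycan, stood at 7227 ± 1030 CPM in astrocytes 1 and 5050 ± 668 CPM in astrocytes 2 (SD, n = 15 mice), and at 334 ± 168 CPM in white matter astrocytes. Slc7a10 stood at 1815 ± 316 and 1414 ± 248 CPM in the homeostatic types and at 157 ± 104 CPM in white matter astrocytes. Both genes were also present in reactive astrocytes, at 5392 ± 1790 CPM and 1327 ± 419 CPM (n = 6 mice with at least 10 of these nuclei). Agt, the precursor of angiotensin, ranged from 1107 ± 430.0 CPM in astrocytes 1 to 2426 ± 712 CPM in white matter astrocytes. The gap junction protein Gja1 ranged from 1496 ± 448 CPM in reactive astrocytes to 2474 ± 517 CPM in astrocytes 2. The types were annotated on these counts, so the levels describe them and no test is given.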

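In white matter astrocytes, Gfap, the intermediate filament of astrocytes, stood at 3447 ± 1100 CPM (SD, n = 15 mice), against 623 ± 448 CPM in astrocytes 1 and 743 ± 580.0 CPM in astrocytes 2. The protease inhibitor A2m stood at 1218 ± 433 CPM there and at 163 ± 105 CPM in astrocytes 2. The hyaluronan receptor Cd44 stood at 558 ± 231 and 18.3 ± 16.7 CPM. Complement C3 stood at 503 ± 228 CPM against 5.18 ± 7.50 CPM, and Vim at 394 ± 247 CPM against 18.4 ± 21.9 CPM. In reactive astrocytes, which were measured in 6 mice, Gfap stood at 1913 ± 438 CPM.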

White matter astrocytes expressed higher levels of *Gfap*, as well as *A2m*, *Cd44*, *C3*, and *Vim*. 

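At 1 dpi, nuclei annotated as reactive astrocytes rose from 0.0381% ± 0.0180 to 2.31% ± 1.94 of all nuclei (SD, n = 3 mice each, log2 ratio 5.84, standard error 1.23, adjusted p = 0.0152 from edgeR). They numbered 199, 5 and 107 nuclei in replicates a, b and c at 1 dpi, or 3.71%, 0.103% and 3.13%, and 2, 1 and 1 in the uninjured replicates. Replicate b thus lay near the uninjured mice. In reactive astrocytes, the G protein regulator Rgs20 stood at 839 ± 339 CPM (n = 6 mice) against 393 ± 172 CPM in the type with the next highest level. Hpgd, which breaks down prostaglandins, stood at 264 ± 173 CPM against 50.5 ± 33.5 CPM. The interferon-induced GTPases Iigp1 and Gbp2 stood at 169 ± 235 and 74.5 ± 72.1 CPM, and the bile acid transporter homolog Slc10a6 at 11.7 ± 19.9 CPM. Lcn2, an iron-binding lipocalin, stood at 323 ± 614 CPM in reactive and 421 ± 747 CPM in white matter astrocytes, and the protease inhibitor Serpina3n at 425 ± 480.0 and 506 ± 423 CPM. Reactive astrocytes were measured in 6 injured mice and the other types in all 15 mice, so these levels are not of like samples and do not rank the types. The call of the rise was lost with 1 library left out (adjusted p = 0.0727 without uninjured replicate c and 0.0537 without 1 dpi replicate a) and with only the compared libraries in the fit (adjusted p = 0.0954).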

Reactive astrocytes significantly increase acutely after injury (from 0.3 ± 0.01% of a sample in the uninjured cord to 2.3 ± 1.2% of a sample 1 dpi, *N* = 3, Fig. 2f), and expressed *Lcn2*, *Rgs20*, *Hpgd*, *Serpina3n*, *Iigp1*, *Gbp2*, and *Slc10a6*^24^. Both coarse and refined clustering of astrocytes indicated a decrease in astrocyte proportions (Figs. 1e and 2f); however, these changes were not confirmed with immunohistochemical detection in tissue as discussed above (Fig. 1d, e, Supplementary Fig. 3b). The apparent decrease in astrocytes after injury in the snRNA-seq dataset may be due to overall proportional increases in cell types in the injured spinal cord or selective vulnerability of astrocytes after injury.

### Microglia and hematopoietic cells

To explore microglia and related hematopoietic cell types in greater depth, we independently clustered the 5080 nuclei and observed three homeostatic and two activated microglia populations, a cluster of macrophages, and a cluster of natural killer and T cells (Fig. 2c, Supplementary Fig. 6). Homeostatic microglial clusters were defined by *Cst3*, *C1qa*, *Ctss*, *Hexb*, *Trem2*, *P2ry12*, and *Tmem119* (Supplementary Fig. 2). The activated microglia populations expressed lower levels of *P2ry12* and *Tmem119* and induced expression of the phagocytic markers *Cd68* and *Lyz2*. In addition, “activated microglia A” expressed *Gpnmb*, *Apoe*, *Lgals3*, *Igf1*, and *Spp1*, while “activated microglia B” expressed genes associated with pro-inflammatory microglia, such as *Ccl2*, *Ccl3*, *Ccl4*, and *Lpl*. 

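The purinergic receptor P2ry12, a marker of resting microglia, stood at 323 ± 86.2 CPM in activated microglia A and 391 ± 125 CPM in activated microglia B (SD, n = 11 mice with at least 10 such nuclei), against 1372 ± 447 CPM in microglia 1 (n = 15). Tmem119, another marker of resting microglia, stood at 71.1 ± 52.5 and 53.5 ± 64.9 CPM in activated microglia A and B and at 583 ± 282 CPM in microglia 2. The lysosomal protein Cd68 was highest in activated microglia A at 956 ± 412 CPM and stood at 752 ± 175 CPM in microglia 2. Lysozyme (Lyz2) stood at 4890 ± 1670 CPM in activated microglia A and 1743 ± 917 CPM in activated microglia B. In activated microglia A, the lysosomal glycoprotein Gpnmb stood at 1355 ± 1360 CPM and the lipid carrier Apoe at 42060 ± 21300 CPM, against 136 ± 128 and 28960 ± 14700 CPM in activated microglia B. Lgals3 stood at 305 ± 186 and 243 ± 208 CPM in A and B. The growth factor Igf1 stood at 383 ± 214 and 448 ± 386 CPM, and Spp1 (osteopontin) at 5525 ± 3400 and 4681 ± 2690 CPM. In activated microglia B, the chemokines Ccl3 and Ccl4 stood at 1203 ± 483 and 2632 ± 1270 CPM, against 50.6 ± 49.1 and 39.8 ± 50.1 CPM in A. The lipase Lpl stood at 1382 ± 596 against 304 ± 144 CPM. The chemokine Ccl2 stood at 221 ± 488 CPM in A and 197 ± 252 CPM in B. The clusters were drawn on these same counts, so the levels describe them.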

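In macrophages, the mannose receptor Mrc1 stood at 458 ± 563 CPM (SD, n = 5 mice with at least 10 such nuclei), Cd74, the invariant chain of MHC class II, at 13950 ± 7070 CPM and the MHC class II gene H2-Ab1 at 6221 ± 3290 CPM. In activated microglia A the same genes stood at 12.0 ± 20.0, 451 ± 306 and 50.3 ± 47.0 CPM. Tmem119 stood at 91.9 ± 140.0 CPM and P2ry12 at 298 ± 527 CPM in macrophages, below the levels of microglia 3 at 248 ± 161 and 979.8 ± 322 CPM. The macrophage levels rest on 3 UMIs of Tmem119 and 8 of P2ry12 over 83 nuclei, so they do not tell low expression from none.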

Macrophages expressed the genes *Mrc1*, *Cd74*, and *H2-Ab1* and did not express the microglia-specific genes *Tmem119* or *P2ry12*. 

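In 3 mice with at least 10 nuclei of natural killer and T cells, the membrane protein Ms4a4b stood at 3923 ± 2830 CPM (SD), the glycoprotein Cd52 at 4099 ± 653 CPM and the phosphatase Ptprc (Cd45) at 1686 ± 234 CPM. Nkg7, a protein of cytotoxic granules, stood at 2743 ± 1490 CPM and Cd3g, a subunit of the T cell receptor complex, at 1283 ± 684 CPM. In macrophages, Ms4a4b stood at 31.7 ± 70.9 CPM, Cd52 at 1280 ± 1150 CPM and Ptprc at 460.1 ± 323 CPM.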

Natural killer and T cells clustered together and expressed the genes *Ms4a4b*, *Cd52*, *Ptprc*, *Nkg7*, and *Cd3g*. 

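At 1 wpi, activated microglia A rose from 0.106% ± 0.0752 to 1.57% ± 1.04 of all nuclei (SD, n = 3 mice each). That was 14.8 times the uninjured share (log2 ratio 3.88, standard error 0.87, adjusted p = 0.0096 from edgeR). Activated microglia B rose from 0.104% ± 0.0904 to 0.703% ± 0.173, or 6.74-fold (log2 ratio 2.72, standard error 0.76, adjusted p = 0.0236 from edgeR). Its log2 ratio was 3.59 without uninjured replicate c. Microglia 1 rose from 1.60% ± 0.0492 to 2.86% ± 0.482 (log2 ratio 0.84, standard error 0.25, adjusted p = 0.0277 from edgeR). Microglia 2 stood at 2.20% ± 0.664 against 0.903% ± 0.232 (adjusted p = 0.164) and microglia 3 at 3.34% ± 1.27 against 0.878% ± 0.363 (adjusted p = 0.12, both edgeR). Macrophages stood at 0.408% ± 0.453 against 0.102% ± 0.0639 (adjusted p = 0.185) and natural killer and T cells at 0.124% ± 0.0696 against 0.0196% ± 0.0169 (adjusted p = 0.17, all from edgeR). In replicate a at 1 wpi, activated microglia A were 0.392% of the nuclei, against 1.96% and 2.37% in replicates b and c. The rise of activated microglia A kept its call whichever library was left out. That of activated microglia B lost it with 1 library left out (adjusted p = 0.0801 without uninjured replicate a, 0.0814 without uninjured replicate b and 0.0721 without 1 wpi replicate c), and that of microglia 1 likewise (adjusted p = 0.0801 without uninjured replicate a, 0.0713 without uninjured replicate b, 0.0866 without uninjured replicate c, 0.0866 without 1 wpi replicate a and 0.0989 without 1 wpi replicate c) and with TMM over the cell types (adjusted p = 0.143).

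**Figure D2:**
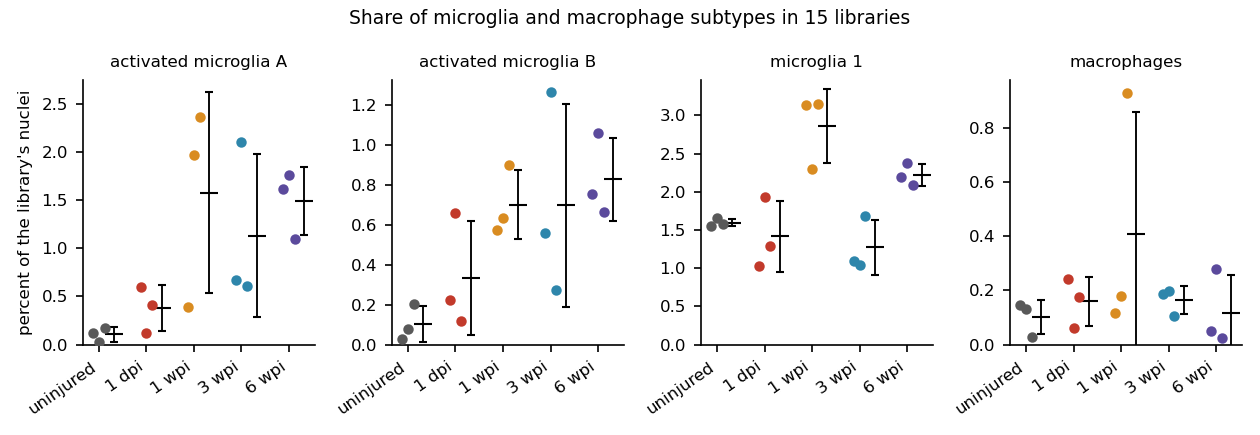
Percent of the nuclei of each library that belonged to 4 microglia and macrophage types, by time point, with the mean and SD of 3 mice. Activated microglia A and B stand above the uninjured mice at 1 wpi and at 6 wpi, and the mean of macrophages at 1 wpi comes mostly from replicate c.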

All microglia/hematopoietic cell types increased in proportion relative to other cell types at 1 wpi, particularly activated microglia A, which increased 14.8-fold, from 0.1% (±0.04) of all cells in the uninjured cord to 1.6% (±0.60) 1 wpi (Mean ± SEM; Supplementary Fig. 6) as was reflected in the coarse cell type analysis. Both activated microglia subtypes were still present at 6 wpi, suggesting that they may play an ongoing role at chronic time points (Supplementary Fig. 6), even in lumbar tissue distal to the injury.

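At 6 wpi, activated microglia A were 1.49% ± 0.351 of all nuclei (SD, n = 3, 14.0 times the uninjured share, log2 ratio 3.80, standard error 0.87, adjusted p = 0.0346 from edgeR). Activated microglia B were 0.829% ± 0.208 (7.95 times, log2 ratio 2.96, standard error 0.76, adjusted p = 0.0376 from edgeR). At 3 wpi they were 1.13% ± 0.846 (adjusted p = 0.0354) and 0.699% ± 0.510 (adjusted p = 0.0374, both edgeR). At 6 wpi, activated microglia A numbered 64, 63 and 46 nuclei and activated microglia B 30, 38 and 28 in replicates a, b and c. With 1 library left out, the call of A at 6 wpi was lost (adjusted p = 0.0544 without uninjured replicate a, 0.109 without uninjured replicate b, 0.0763 without 6 wpi replicate a and 0.0505 without 6 wpi replicate b), and that of B (adjusted p = 0.101 without uninjured replicate a, 0.124 without uninjured replicate b, 0.0763 without 6 wpi replicate a and 0.0863 without 6 wpi replicate b). At 3 wpi the call of A was lost (adjusted p = 0.072 without uninjured replicate a, 0.0683 without uninjured replicate b, 0.0779 without uninjured replicate c and 0.117 without 3 wpi replicate b), as was that of B (adjusted p = 0.1 without uninjured replicate a, 0.0797 without uninjured replicate b, 0.0779 without uninjured replicate c and 0.138 without 3 wpi replicate b). With TMM over the cell types, B lost its call at 6 wpi (adjusted p = 0.0558). With the replicate block, A and B lost theirs at 3 wpi (both adjusted p = 0.0636), and B did with only the compared conditions in the fit (adjusted p = 0.0825). Without uninjured replicate c the log2 ratio of B was 3.84 at 6 wpi.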

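In the sums over microglia and hematopoietic cells, genes of disease-associated microglia rose at 1 wpi. Apoe rose from 3739 ± 1451 to 30430 ± 10810 CPM (8.18-fold, log2 fold change 3.03, standard error 0.36, adjusted p = 5.39e-06) (SD, n = 3 mice, edgeR). Spp1 (osteopontin) rose from 80.1 ± 69.8 to 2987 ± 2642 CPM (39.7-fold, log2 fold change 5.31, standard error 0.80, adjusted p = 0.000322). Lpl, a lipoprotein lipase, rose from 34.1 ± 59.1 to 279.7 ± 36.8 CPM (8.44-fold, log2 fold change 3.08, standard error 0.65, adjusted p = 0.00671). Igf1 (at least 7.12-fold) and Cst7, a cathepsin inhibitor (at least 6.89-fold), had no UMI in uninjured microglia. Gpnmb had 1 UMI there and 412 at 1 wpi (91.6-fold, 95% counting interval 16.4 to 3630, adjusted p = 0.00559). Of the list of disease-associated microglia, 11 of the 25 measured members were higher and 0 lower (19 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 1.36 (fry, adjusted p = 0.000889). The disease-associated microglia list had adjusted p = 0.00215 with an estimated correlation. At 3 wpi, 9 of the 25 measured members were higher and 0 lower (14 higher and 0 lower when adjusted over the list alone, median log2 fold change 1.16, fry, adjusted p = 0.00215). The disease-associated microglia list had adjusted p = 0.00598 with an estimated correlation. At 6 wpi 11 of the 25 measured members were higher and 0 lower (19 higher and 0 lower when adjusted over the list alone, median log2 fold change 1.46, fry, adjusted p = 0.000653). The disease-associated microglia list had adjusted p = 0.00163 with an estimated correlation. The class sum includes the nuclei whose share rose at the same time, so it does not separate a rise within cells from a rise in their number. The calls of Apoe, Spp1 and Cst7 held whichever library was left out. That of Lpl was lost (adjusted p = 0.0648 without uninjured replicate a and 0.108 without uninjured replicate b). Igf1 lost its call too (adjusted p = 0.0756 without uninjured replicate a, 0.129 without uninjured replicate b, 0.0985 without uninjured replicate c and 0.0685 without 1 wpi replicate b), as did Gpnmb (adjusted p = 0.0549 without uninjured replicate a, 0.0583 without uninjured replicate b and 0.0506 without uninjured replicate c).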

Notably, the gene expression profile of “activated microglia A” strongly resembled a signature observed recently in postnatal myelin-phagocytosing microglia, in postnatal microglia that can promote SCI repair, and in disease-associated microglia in conditions such as Alzheimer’s disease in the brain and ALS in the spinal cord^25–28^. In addition, recent work examining the lesion site of SCI has identified an “injury associated microglia” cell type with a similar expression profile^29,30^. Pathway analysis of the genes that characterized “activated microglia A” revealed an enrichment of genes associated with (1) phagocytosis (such as *Lyz2*, *Gpnmb*, *Itgax*, and *Cd68*; GO terms: lysosome, *p* = 3 × 10^−13^, antigen presentation, *p* = 0.0003, phagosome, *p* = 0.0363), (2) lipid metabolism (such as *Fabp5*, *Lgals3*, *Apoe*, *Soat1*, and *Abca1*; GO term: lipoprotein, *p* = 0.0041), and (3) secreted proteins (such as *Spp1* (OPN) and *Igf1*; GO term: extracellular secretion, *p* = 0.0282, Supplementary Fig. 6c, Supplementary Dataset 5).

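Over the whole class at 1 wpi, genes of lysosomes and lipid handling moved up on balance. Of this list, 4 of the 21 measured members were higher and 0 lower (7 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 0.59 (fry, adjusted p = 0.0181). The lysosome and lipid handling list had adjusted p = 0.0688 with an estimated correlation and up to 0.0678 with 1 library left out. Lyz2 stood at 2222 ± 1019 CPM at 1 wpi against 532 ± 245 CPM in the uninjured cord (4.26-fold, adjusted p = 0.000974 from edgeR, n = 3) and Cd68 at 923 ± 81.5 against 518 ± 150.3 CPM (1.79-fold, adjusted p = 0.12). Itgax was too low for the test in the class sum. At 3 wpi the list had a median log2 fold change of 0.40 (fry, adjusted p = 0.0939).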

To determine whether the gene expression pattern that we observed corresponded to an in vivo cell type, we performed in situ hybridization in tissue sections of spared lumbar cords, using *C1qa* (a general microglial marker), *Spp1* (OPN) (which marked activated microglia as well as some ventral horn neurons^19,31,32^), and *Gpnmb* (which was specific to activated microglia A). These cells were observed within the white matter of the injured spinal cord, and appeared consistently in small clusters along the putative rubrospinal tract (RST) and the dorsolateral corticospinal tract (CST) in the lateral white matter at 1, 3, and 6 wpi (Supplementary Fig. 6e–h). Interestingly, this region showed loss of longitudinal axons from the descending tracts but also showed no change in the presence of residual myelin (Supplementary Fig. 6i–l). Together, these data suggest that Activated microglia A cells are similar to previously described “DAM/PAM” cells and were found in the white matter of the injured spinal cord, where they may play a role in the phagocytosis of degenerating axons or apoptotic cells^33^.

### Oligodendrocytes and oligodendrocyte lineage cells

Oligodendrocytes and oligodendrocyte lineage cells comprised the largest proportion of the lumbar spinal cord. We subclustered 32,287 oligodendrocyte and oligodendrocyte lineage cells, as well as 315 Schwann cells. Although the Schwann cells in this study are likely from lumbar spinal cord roots that were in the dissected tissue, we included them in the downstream analysis due to the interest in Schwann cells as a source of repair and remyelination after injury^34^. Oligodendrocyte lineage cells, including oligodendrocyte precursor cells (OPCs), expressed *Cspg5* and *Tnr*; committed oligodendrocyte progenitor cells (COPs) expressed *Fyn* and *Tcf7l2*^25,26^ (Fig. 2d). Newly formed oligodendrocytes (NFOL) expressed *Man1a* and *Synpr*, whereas myelinating and mature oligodendrocytes expressed *Plp1, Mag* and *Mog* (Supplementary Figs. 2 and 7a–c). Myelinating oligodendrocytes expressed *Opalin* and *Kirrel3*, representing a transitional population between newly formed and mature oligodendrocytes. 

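In newly formed oligodendrocytes, the mannosidase Man1a stood at 975 ± 475 CPM (SD, n = 15 mice) and the vesicle protein Synpr at 1028 ± 384 CPM, against 50.3 ± 17.8 and 67.9 ± 30.5 CPM in myelinating oligodendrocytes. Opalin, a membrane protein of oligodendrocytes, stood at 1734 ± 588 CPM in newly formed and 837 ± 206 CPM in myelinating oligodendrocytes, and at 124 ± 45.9 and 31.5 ± 10.0 CPM in the mature types MOL-1 and MOL-2. The adhesion molecule Kirrel3 stood at 1200 ± 297 CPM in COPs (n = 10 mice), 3369 ± 1420 CPM in newly formed, 911 ± 388 CPM in myelinating and 93.5 ± 30.6 CPM in MOL-1 oligodendrocytes. The protease Klk6 stood at 1655 ± 696 and 1874 ± 828 CPM in the mature types and at 144 ± 76.2 CPM in myelinating oligodendrocytes. The ADP-ribosyltransferase Art3 stood at 654 ± 159 CPM in MOL-2, 89.7 ± 36.6 CPM in MOL-1 and 1166 ± 584 CPM in Schwann cells (n = 8 mice).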

Mature oligodendrocytes expressed *Klk6* and *Art3*. Schwann cells expressed *Mpz* and *Pmp22*. The proportion of oligodendrocyte lineage cells did not significantly change after injury with the exception of COPs, which increased fivefold from 0.3% (±0.1) of cells in the uninjured spinal cord to 1.7% (±0.2) of cells at 1 wpi (Fig. 2f, Supplementary Dataset 3). These committed oligodendrocyte precursor cells resemble previously identified “COPs” in the juvenile mouse^25,26^. 

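COPs rose from 0.321% ± 0.202 of all nuclei in the uninjured cord to 1.72% ± 0.373 at 1 wpi (SD, n = 3 mice each), 5.36 times the uninjured share (log2 ratio 2.39, standard error 0.39, adjusted p = 0.00166 from edgeR). They were 0.133% ± 0.0259 at 1 dpi, 0.596% ± 0.154 at 3 wpi and 0.456% ± 0.170 at 6 wpi. OPCs, from which COPs arise, were 2.79% ± 0.618 in the uninjured cord and 3.44% ± 0.272 at 1 wpi (adjusted p = 0.331), and myelinating oligodendrocytes 24.9% ± 3.41 at 1 wpi (adjusted p = 0.164, both edgeR). In the sums of OPCs with COPs at 1 wpi, Myrf, the transcription factor that starts myelination, rose 6.86-fold (adjusted p = 1.93e-05). Of a list of genes of precursor differentiation, 9 of the 19 measured members were higher and 1 lower (11 higher and 2 lower when adjusted over the list alone, median log2 fold change 0.99, fry, adjusted p = 0.00334). The differentiation of oligodendrocyte precursors list had adjusted p = 0.046 with an estimated correlation. Of myelin genes, 6 of the 18 measured members were higher and 0 lower (7 higher and 0 lower when adjusted over the list alone, median log2 fold change 0.57, fry, adjusted p = 0.00831). The myelin and myelination list had adjusted p = 0.135 with an estimated correlation and up to 0.0698 with 1 library left out. Of microglia and macrophage markers, 3 of the 5 measured members were higher and 0 lower (the same counts when adjusted over the list alone) in these sums (median log2 fold change 1.72, fry, adjusted p = 0.0577). These sums mix 2 cell types whose proportions changed, so they do not show a change within either. The rise of COPs kept its call whichever library was left out, with a log2 ratio of 3.05 without uninjured replicate b.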

The expansion of this population after injury indicates the emergence of new myelinating cells^27,28^ or potential roles for COPs themselves^29^.

To determine if the oligodendrocytes identified here were similar to those previously described after spinal cord injury, we compared our oligodendrocyte lineage cells to those identified in Floriddia et al.^30^. In this previous study, the diversity of mature oligodendrocytes was cataloged, including spatial distribution and susceptibility to spinal cord injury. Of interest, this study found MOL2 and MOL5/6 to be enriched in the spinal cord, with MOL5/6 increasing with age and enriched in the spinal cord lesion site. We analyzed how oligodendrocyte subtypes compare in both studies in the different temporal conditions (using Pearson’s correlation of the shared top 2000 variable genes). Oligodendrocytes from both studies correlated by cell type rather than injury (Supplementary Fig. 7). MOL2 from Floriddia et al. correlated most with the mature oligodendrocytes 1 and 2 (MOL-1, MOL2) from this study across injury conditions. MOL2 was enriched in distal areas of the injury site, where Wallerian degeneration took place. Both datasets similarly classified OPCs, COPs, and MFOLs. These similarities support our classification of oligodendrocyte subtypes.

In all, we provide an in-depth analysis of 39 cell types in the lumbar spinal cord and their compositional changes after injury. The relative abundance of most cell types did not significantly change, except for several glial subtypes (Fig. 2f). 

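Of 39 cell types, 2 changed in share at 1 dpi, 7 at 1 wpi, 6 at 3 wpi and 2 at 6 wpi (edgeR, n = 3 mice each). At 1 wpi, astrocytes 1 fell from 5.58% ± 1.08 to 1.41% ± 0.986 of all nuclei (log2 ratio -1.99, standard error 0.43, adjusted p = 0.0096 from edgeR). Astrocytes 2 fell from 3.95% ± 1.11 to 1.08% ± 0.586 (log2 ratio -1.88, standard error 0.46, adjusted p = 0.0109 from edgeR). At 3 wpi they were 2.05% ± 0.636 (adjusted p = 0.0423) and 1.44% ± 0.415 (adjusted p = 0.0423, both edgeR). The rising types at 1 wpi were COPs, activated microglia A and B, microglia 1 and ventral excitatory neurons. At 3 wpi they were activated microglia A and B and ventral excitatory and Megf11 neurons. With single libraries left out, the number of types was 0 to 4 at 1 dpi, 3 to 7 at 1 wpi, 0 to 5 at 3 wpi and 0 to 4 at 6 wpi. It fell to 0 at 1 dpi without 1 dpi replicate a or uninjured replicate c, and to 3 at 1 wpi without 1 wpi replicate c. It fell to 0 at 3 wpi without 3 wpi replicate b or uninjured replicate c, and to 0 at 6 wpi without 6 wpi replicate a. At 1 dpi it was 1 without replicate b, 4 without uninjured replicate a and 3 without uninjured replicate b, and at 1 wpi 4 without uninjured replicate a. At 3 wpi it was 2 without replicate c, 1 without uninjured replicate a and 2 without uninjured replicate b, and at 6 wpi 1 without replicate b, 4 without replicate c, and 1 without uninjured replicate a or b. With the replicate block in edgeR's fit, the number was 0 at 3 wpi (14 at an unadjusted p below 0.05), where limma on arcsine shares gave 6. With only the compared conditions in edgeR's fit, it was 0 at 1 dpi (7 at an unadjusted p below 0.05), where limma gave 2, and 3 at 3 wpi and 4 at 6 wpi. With TMM over the cell types it was 1 at 6 wpi. At 3 wpi both astrocyte types lost their call with the replicate block (adjusted p = 0.0636) and with non-neuronal nuclei as the denominator (adjusted p = 0.0674), and at 1 wpi the log2 ratio of astrocytes 1 was -2.74 without 1 wpi replicate a.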

The increase in reactivity of cells such as reactive astrocytes at 1 dpi, and microglia at 1 and 3 wpi likely reflected a coordinated response by glia to the assault on the lesion site above. 

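At 6 wpi, astrocytes were 5.95% of the nuclei, 0.562 times the uninjured share (log2 ratio -0.83, standard error 0.36, n = 3 mice), and did not pass edgeR's test. On shares transformed by the arcsine and tested by limma, the fall of astrocytes passed (adjusted p = 0.00885), as did a rise of neurons (adjusted p = 0.0162). By single types, astrocytes 1 were 2.96% ± 0.992 (adjusted p = 0.158) and astrocytes 2 1.91% ± 0.673 (adjusted p = 0.127), both from edgeR. The rise of microglia with hematopoietic cells, 2.20-fold (log2 ratio 1.13, standard error 0.25), passed.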

By 6 wpi, only the proportion of were astrocytes was significantly different, indicating a relative return to a native state by this chronic time point.

### Cell type-specific changes in gene expression in the lumbar spinal cord after injury

While the overall composition of cell types is relatively stable after injury, we hypothesized that gene expression within cell types would change after injury, endowing particular cell types with new properties and functions. We next analyzed gene expression across cell types to understand how specific cell types change their molecular repertoire after injury. It is important to note that statistical differences in gene expression can largely be driven by the size of the cluster, with larger clusters having the power to resolve more differentially expressed genes. To determine which cell types changed significantly following injury, we implemented Augur, a method to rank responsiveness of cell types in single-cell data that is not biased by cluster size^9^. We applied Augur to the 39 cell types detected in this study, including 17 neuronal clusters, 4 astrocyte clusters, 7 microglial/hematopoietic clusters, 6 oligodendrocyte-related clusters, Schwann cells, endothelial cells, pericytes, ependymal cells, and leptomeninges. A cell type prioritization score was generated from Augur, indicating the responsiveness of cell types after injury. We found that the average cell type prioritization score across all cell types decreased with time after the acute response to injury, suggesting a progressive return to homeostatic conditions across multiple populations (average 0.55 AUC, Supplementary Fig. 9a, Supplementary Dataset 4). 

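A random forest trained to tell injured from uninjured nuclei of 1 cell type reached a mean area under the curve of 0.67 over 32 cell types at 1 dpi (jackknife SD over mice 0.048). It reached 0.646 at 1 wpi (SD 0.028, 33 types), 0.657 at 3 wpi (SD 0.1) and 0.576 at 6 wpi (SD 0.023). An area of 0.5 means that the nuclei cannot be told apart. Nuclei of 2 mice of the same condition could be told apart to a mean area of 0.561 in the uninjured cord (77 pairs of libraries and types), 0.594 at 1 dpi (83 pairs), 0.626 at 1 wpi (87 pairs), 0.674 at 3 wpi (91 pairs) and 0.624 at 6 wpi (90 pairs). The means at 3 wpi and 6 wpi were below those between 2 mice of the same time point. For the pairs each side was drawn from 1 library, and for the time points from all libraries of a condition. The 2 kinds of mean are therefore not on one scale and do not show which difference is larger. With nuclei thinned to 1 number of UMIs, the means were 0.642, 0.618, 0.609 and 0.559. With ridge regression they were 0.789, 0.764, 0.762 and 0.652. No test of the decline with time is given, since nuclei of 1 mouse are not independent.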

At 1 dpi we found that microglia were the most perturbation-responsive cell type (0.86 average AUC for Microglia 1, 2, and 3). These results suggest that microglia could play an important role in the immediate phase after injury, even in spared tissue distant from the site of injury.

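At 1 dpi, microglia 2 had the highest area under the curve at 0.932, followed by microglia 3 at 0.927 and microglia 1 at 0.896. The mean of these 3 was 0.919 (jackknife SD over mice 0.039, n = 3 mice each). White matter astrocytes (0.822), MOL-1 (0.802) and MFOL (0.740) came next, and the mid-excitatory neurons had the lowest area at 0.537. Microglia of 2 mice of the same condition were told apart to a mean of 0.629 (41 pairs). Thinned to 1 number of UMIs, the mean of the 3 microglia types was 0.790, and with ridge regression it was 0.925.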

To understand the cellular processes driving these changes, we examined differentially expressed genes within these cell types at each stage after injury and performed gene ontology (GO) and pathway analysis (Supplementary Fig. 9, 10, Supplementary Dataset 5). At 1 dpi, microglia/hematopoietic cells changed dramatically and were characterized by a burst of expression of genes related to cell metabolism, which may support the significant expansion in microglial cell numbers that we observed above. 

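At 1 dpi, genes of chemokines rose and genes of resting microglia fell in the sums of microglia with hematopoietic cells. The chemokine Ccl2, the scavenger receptor Msr1 and fibronectin (Fn1) had no UMI in uninjured microglia and were at least 33.2-fold, at least 34.4-fold and at least 29.8-fold higher (adjusted p = 9.8e-06, 0.000315 and 0.000717, n = 3 mice each). The orphan receptor Gpr34 fell from 1673 ± 178 to 220.1 ± 273 CPM (7.18-fold, log2 fold change -2.84, standard error 0.47, adjusted p = 0.000225). P2ry12 fell from 2199 ± 333 to 888 ± 207 CPM (2.49-fold, log2 fold change -1.32, standard error 0.29, adjusted p = 0.00322). Altogether 341 of 4394 genes changed by edgeR, 158 higher and 183 lower. The other large rises were Slc39a14 (at least 16.2-fold), Cd300lf (at least 15.1-fold), Lilrb4a (at least 14.8-fold), Ccl3 (at least 13.3-fold), Ccl5 (at least 9.69-fold), Ccr2 (at least 7.57-fold) and AW112010 (at least 6.66-fold). The other large falls, as log2 fold change, were 8030442B05Rik (-4.76), Neurl3 (16.5-fold, 3.84 to 149), Adgrg1 (11.7-fold, 3.36 to 62.9), I830077J02Rik (-3.40), Cyp4v3 (11.0-fold, 2.35 to 103), Tspan9 (7.34-fold, 1.89 to 41.5), Cd163l1 (-2.70), Trp53cor1 (-2.66) and Lst1 (-2.65). Bounds and intervals after a fold apply to genes with 0 to 3 UMIs in a group. Msr1, Ccl2, Fn1, Slc39a14, Cd300lf, Lilrb4a, Ccl3, 8030442B05Rik, I830077J02Rik and Gpr34 kept their calls in every fit with 1 library left out that tested them. Of 21 genes of homeostatic microglia, 0 rose and 14 fell (0 higher and 15 lower when adjusted over the list alone, median log2 fold change -1.26, fry, adjusted p = 0.00454). The homeostatic microglia list had adjusted p = 0.0868 with an estimated correlation. Of chemokines and cytokines, 5 of the 8 measured members were higher and 0 lower (the same counts when adjusted over the list alone, fry, adjusted p = 0.00022, and adjusted p = 0.00167 with an estimated correlation), with a median log2 fold change of at least 3.51. Among lists of metabolism, ribosomal proteins moved up (median log2 fold change 0.58, fry, adjusted p = 0.00344), as did protein folding (median log2 fold change 0.49, fry, adjusted p = 0.00392). The ribosomal proteins list had adjusted p = 0.136 with an estimated correlation. The protein folding and heat shock list had adjusted p = 0.155 with an estimated correlation. Of ribosomal proteins, 7 of the 53 measured members were higher and 1 lower (14 higher and 2 lower when adjusted over the list alone). Of the folding genes 1 of the 28 measured members was higher and 0 lower (the same counts when adjusted over the list alone). Oxidative phosphorylation (median log2 fold change -0.15, fry, adjusted p = 0.567) and glycolysis (fry, adjusted p = 0.864, with a median of -0.16 and a mean of 0.10) did not pass. In microglia at 1 wpi, fry missed a planted list of 20 genes changed 1.5-fold. In microglia 1, 2 and 3 alone, 310 of 3111 genes changed by edgeR, 137 higher and 173 lower, with Ccl2 at least 28.9-fold higher. Of markers of meninges and Schwann cells, 2 of the 3 measured members were higher and 0 lower (the same counts when adjusted over the list alone) in the microglia sums (median log2 fold change 0.99, fry, adjusted p = 0.00329). The meninges and Schwann cell marker list had adjusted p = 0.136 with an estimated correlation. The count in the whole class was 206 without uninjured replicate b, 188 without uninjured replicate c, 163 without 1 dpi replicate a, 220 without 1 dpi replicate c and 185 at equal depth. In microglia 1, 2 and 3 alone it was 195 without uninjured replicate c, 167 without 1 dpi replicate a, 204 without 1 dpi replicate c and 147 at equal depth.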

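Summed over all astrocytes, the iron-binding lipocalin Lcn2 rose at 1 dpi from 1 UMI in 3 uninjured mice to 476 UMIs (349-fold, 95% counting interval 62.4 to 13800, adjusted p = 4.06e-06). The protease inhibitor Serpina3n rose from 19.3 ± 1.62 to 560.1 ± 326 CPM (27.8-fold, log2 fold change 4.80, standard error 0.44, adjusted p = 3.31e-10) (SD, n = 3 mice). The pentraxin Ptx3 had no UMI in uninjured astrocytes and was at least 45.7-fold higher (adjusted p = 1.43e-08). Osmr, the receptor of oncostatin M, was 17.0-fold higher (adjusted p = 2.51e-06, all from edgeR). Reactive astrocytes were 2 of 418, 1 of 305 and 1 of 391 astrocyte nuclei in the uninjured mice and 199 of 600.0, 5 of 443 and 107 of 365 at 1 dpi, so the sum does not separate a change within cells from a change in the mix of types. Altogether 751 of 6848 genes changed by edgeR, 390 higher and 361 lower. The count was 490 without uninjured replicate b, 429 without uninjured replicate c, 352 without 1 dpi replicate a, 370 with DESeq2 and 89 at equal depth. The other large rises were Timp1 (200.0-fold, 35.7 to 7940), Bcl3 (at least 11.5-fold), Fcgr2b (48.8-fold, 13.2 to 407), Hspb1 (38.8-fold), Fkbp5 (18.7-fold) and Icam1 (18.7-fold, 4.92 to 159). Falls were largest, as log2 fold change, for Adamts19 (-3.65), Nmur2 (-2.91), Gm30613 (-2.86), Opalin (-2.68), Tmem169 (-2.63), Itga9 (-2.46), Myoc (-2.45), Crp (-2.38), Gm4477 (-2.36) and Gpr141 (-2.35). Of these, Ptx3, Lcn2, Timp1, Fcgr2b, Hspb1, Serpina3n, Fkbp5, Osmr, Icam1, Adamts19, Nmur2, Gm30613, Itga9, Myoc, Crp, Gm4477 and Gpr141 kept their calls whichever library was left out, where tested. Gbp2, a marker of A1 astrocytes, and Slc10a6, a marker of A2 astrocytes, were too low for the test in the class sum. Of 11 measured pan-reactive genes 10 rose (11 when adjusted over the list alone, median log2 fold change 3.59, fry, adjusted p = 0.00114). The pan-reactive astrocyte list had adjusted p = 0.012 with an estimated correlation. Of the A1 genes, 3 of the 4 measured members were higher and 0 lower (4 higher and 0 lower when adjusted over the list alone, median log2 fold change 2.70, fry, adjusted p = 0.00114). The A1 astrocyte list had adjusted p = 0.0121 with an estimated correlation. Of the A2 genes, 4 of the 4 measured members were higher and 0 lower (the same counts when adjusted over the list alone, median log2 fold change 2.49, fry, adjusted p = 0.00114). The A2 astrocyte list had adjusted p = 0.0121 with an estimated correlation. Of interferon response genes, 7 of the 9 measured members were higher and 0 lower (the same counts when adjusted over the list alone, median log2 fold change 1.44, fry, adjusted p = 0.0324). The interferon response list had adjusted p = 0.164 with an estimated correlation and up to 0.109 with 1 library left out. Of genes that mark meninges and Schwann cells, 2 of the 5 measured members were higher and 0 lower (3 higher and 0 lower when adjusted over the list alone) in the astrocyte sums (median log2 fold change 0.72, fry, adjusted p = 0.00146). The meninges and Schwann cell marker list had adjusted p = 0.0556 with an estimated correlation.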

Reactive astrocytes also emerged at 1 dpi, expressing pan-reactive genes such as *Lcn2* and *Serpina3n*, as well as markers for pro-inflammatory and neuroprotective astrocytes^24^ such as *Gbp2* and *Slc10a6* (Supplementary Fig. 9b). Similarly, endothelial cells and meninges displayed acute gene expression changes at 1 dpi, particularly in molecules related to structure, cell–cell connections, and extracellular matrix (ECM) adhesion. In addition, nearly all cell types showed increased expression of *Mt1* (metallothionein-1) and *Fth1* (Ferritin Heavy Chain 1) genes which are both involved in binding heavy metals, including iron. This suggests that extravascular blood may be an early environmental cue to reach the tissue of the lumbar cord (Supplementary Fig. 9b).

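In endothelial cells at 1 dpi, Lcn2 and the secretoglobin Scgb3a1 had no UMI in the uninjured cord and were at least 25.2-fold and at least 27.7-fold higher (adjusted p = 0.0144 and 0.00205, n = 3 mice each). Tgm2, a transglutaminase that crosslinks matrix proteins, rose from 121 ± 41.2 to 565 ± 235 CPM (4.60-fold, log2 fold change 2.20, standard error 0.47, adjusted p = 0.0144). Ltbp4, a matrix protein that binds TGF-beta, fell from 900.2 ± 262 to 255 ± 93.7 CPM (3.64-fold, log2 fold change -1.86, standard error 0.31, adjusted p = 0.0013). The chemokine Cxcl12 fell from 1879 ± 354 to 538 ± 179 CPM (3.52-fold, log2 fold change -1.82, standard error 0.37, adjusted p = 0.00873). In leptomeninges, the proteoglycan Fmod fell from 1611 ± 572 to 247 ± 379 CPM (8.40-fold, log2 fold change -3.07, standard error 0.81, adjusted p = 0.0183) (edgeR). Vtn, a protein of cell adhesion to matrix, fell from 13880 ± 1982 to 3368 ± 1688 CPM (3.83-fold, log2 fold change -1.94, standard error 0.45, adjusted p = 0.00656). In endothelial cells 46 of 2069 genes changed by edgeR, 26 higher and 20 lower, and in leptomeninges 10 of 240 genes changed by edgeR, 4 higher and 6 lower. The other rises in endothelial cells were Nek7 (7.71-fold), Tmem252 (7.48-fold), Kansl1l (5.02-fold), Apod (4.56-fold), Smyd3 (4.53-fold), Cd200 (4.31-fold) and Acer2 (3.99-fold). The falls, as log2 fold change, were Pltp (-2.25), Glmp (-1.98), Unc13c (-1.86), Grik3 (-1.80), Anln (-1.79), Itm2a (-1.75), Ctsh (-1.60) and Rps28 (-1.60). The other changes in leptomeninges were Abi1 (6.44-fold), Sdk1 (4.62-fold), Mt1 (3.96-fold) and Cfh (3.39-fold) and, downward, Clec3b (30.9-fold, 8.19 to 261), Ranbp3l (-2.25), Igfbp2 (-2.14) and Ptn (-1.86). In endothelial cells with pericytes, 38 of 2278 genes changed by edgeR, 21 higher and 17 lower. Of matrix genes in these vascular cells, 2 of the 10 measured members were higher and 0 lower (the same counts when adjusted over the list alone, median log2 fold change 0.35, fry, adjusted p = 0.0262), and genes of the blood-brain barrier did not move on balance (median log2 fold change -0.07, fry, adjusted p = 0.259). The extracellular matrix list had adjusted p = 0.135 with an estimated correlation and up to 0.069 with 1 library left out. Genes of endothelial activation had a median log2 fold change of -0.13 and a mean of 1.46 (fry, adjusted p = 0.481). Of astrocyte markers, 2 of the 11 measured members were higher and 0 lower (5 higher and 0 lower when adjusted over the list alone) in the vascular sums (median log2 fold change 0.59, fry, adjusted p = 0.0486). The astrocyte marker list had adjusted p = 0.135 with an estimated correlation and up to 0.137 with 1 library left out. The count in endothelial cells was 12 without uninjured replicate a, 10 without uninjured replicate b, 19 without uninjured replicate c, 14 without 1 dpi replicate a, 119 without 1 dpi replicate b, 28 without 1 dpi replicate c, 77 without the filter on low counts and 21 at equal depth. In leptomeninges it was 4 without uninjured replicate b, 2 without 1 dpi replicate a, 5 without the filter on low counts and 5 at equal depth, and in vascular cells 17 without uninjured replicate b, 14 without uninjured replicate c, 20 without 1 dpi replicate a, 107 without 1 dpi replicate b, 21 without 1 dpi replicate c, 71 without the filter on low counts and 19 at equal depth.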

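Mt1, a metallothionein that binds zinc and copper, rose at 1 dpi in each class tested. In astrocytes it rose from 1159 ± 207 to 5508 ± 1909 CPM (4.76-fold, log2 fold change 2.25, standard error 0.20, adjusted p = 9.63e-11) (SD, n = 3 mice, edgeR). It rose from 1503 ± 238 to 3644 ± 1384 CPM (2.42-fold, log2 fold change 1.28, standard error 0.28, adjusted p = 0.0162) in vascular cells. Neuronal Mt1 rose from 141 ± 32.3 to 443 ± 185 CPM (3.15-fold, log2 fold change 1.66, standard error 0.28, adjusted p = 0.000865). It was 2.70-fold higher in microglia (adjusted p = 0.00184), 3.97-fold in OPCs with COPs (adjusted p = 5.03e-07), 5.07-fold in oligodendrocytes (adjusted p = 2.74e-07) and 3.96-fold in leptomeninges (adjusted p = 0.00656). Fth1, the heavy chain of the iron store ferritin, passed the test in oligodendrocytes, where it rose from 3192 ± 44.2 to 4339 ± 165 CPM (1.36-fold, log2 fold change 0.44, standard error 0.14, adjusted p = 0.0364). It did not pass the test in astrocytes (log2 fold change 0.48, adjusted p = 0.0732), vascular cells (0.44, adjusted p = 0.405), OPCs with COPs (0.24, adjusted p = 0.663), microglia (0.04, adjusted p = 0.957) or neurons (-0.06, adjusted p = 0.837). Without 1 dpi replicate c, Fth1 passed in astrocytes too (adjusted p = 0.0351). The call of Fth1 in oligodendrocytes was lost with single libraries left out (adjusted p = 0.132 without uninjured replicate a, 0.0717 without uninjured replicate b, 0.0975 without uninjured replicate c, 0.119 without 1 dpi replicate a and 0.108 without 1 dpi replicate c). That of Mt1 in vascular cells was lost as well (adjusted p = 0.138 without uninjured replicate b, 0.0877 without uninjured replicate c, 0.0872 without 1 dpi replicate a and 0.0687 without 1 dpi replicate c). Of metallothioneins and iron storage genes together, 4 of the 8 measured members were higher and 0 lower (7 higher and 0 lower when adjusted over the list alone) in astrocytes (median log2 fold change 0.94, fry, adjusted p = 0.00114). The metallothionein and iron storage list had adjusted p = 0.012 with an estimated correlation. The list's median log2 fold change was 0.71 in OPCs with COPs (adjusted p = 0.00352), 0.22 in oligodendrocytes (adjusted p = 0.00381), 0.65 in microglia (adjusted p = 0.0384), 0.44 in vascular cells (adjusted p = 0.0505) and 0.28 in neurons (adjusted p = 0.171), by fry. With an estimated correlation, the lists that passed had adjusted p = 0.00903 in OPCs with COPs, adjusted p = 0.0784 in oligodendrocytes and adjusted p = 0.219 in microglia. In microglia it reached up to 0.173 with 1 library left out. Transcripts of red blood cells, such as hemoglobin genes, passed by fry in no class at 1 dpi. Their median log2 fold change was 1.80 in vascular cells (fry, adjusted p = 0.481) and 0.26 in neurons (adjusted p = 0.902). A rise is thus neither shown nor excluded.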

While non-neuronal populations changed most acutely, neurons displayed more delayed responses. 

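Neurons had 1595 changed genes at 1 dpi (443 higher and 1152 lower of 14809 tested by edgeR, n = 3 mice each) and 2610 at 1 wpi (1184 higher and 1426 lower). In astrocytes, microglia and oligodendrocytes the count was larger at 1 dpi than at 1 wpi, and in OPCs with COPs it was smaller. It was 751 at 1 dpi and 199 at 1 wpi in astrocytes, 341 and 74 in microglia, 114 and 397 in OPCs with COPs, 1660 and 1013 in oligodendrocytes, and 38 and 0 in vascular cells, where 310 genes had an unadjusted p below 0.05 at 1 wpi and DESeq2 called 15. The order of vascular cells depended on the settings: edgeR called 29 at 1 dpi and 83 at 1 wpi with only the compared conditions in the fit, and 71 and 23 without the filter on low counts. At 1 dpi, the largest rises in neurons were Serpina3n (4.82-fold), Arrdc2 (4.53-fold), C4b (4.06-fold), Nms (4.02-fold), Apod (3.94-fold), Mt2 (3.76-fold), Cdkn1a (3.54-fold), Hspb1 (3.32-fold), Mt1 (3.15-fold) and Dnah1 (2.95-fold). Falls were largest, as log2 fold change, for Uts2 (-2.92), U2af1l4 (-2.40), Serpinb1a (-2.30), Mageb16 (-2.20), Gm13905 (-2.07), 4933402J10Rik (-2.06), Gm30613 (-1.99), Ahrr (-1.99), Gm42485 (-1.97) and Ms4a12 (-1.96). With single libraries left out, Serpina3n, Arrdc2, C4b, Apod, Mt2, Mt1, Dnah1, Uts2, U2af1l4, Serpinb1a, Mageb16, Gm13905, 4933402J10Rik, Gm30613 and Gm42485 kept their calls in every fit that tested them. Of astrocyte markers, 3 of the 16 measured members were higher and 0 lower (3 higher and 2 lower when adjusted over the list alone) in the neuron sums (median log2 fold change 0.07, fry, adjusted p = 0.479). Set directly against each other, 1 dpi and 1 wpi differed in 35 genes in neurons (19 higher at 1 dpi and 16 at 1 wpi), 244 in astrocytes, 462 in microglia, 522 in OPCs with COPs, 1107 in oligodendrocytes and 39 in vascular cells. The 35 genes in neurons became 1 without 1 dpi replicate a, 22 without 1 dpi replicate c, 2 without 1 wpi replicate b, 6 without 1 wpi replicate c, 146 with DESeq2, 97 without the filter on low counts, 89 with only the compared conditions in the fit, 53 with the replicate block and 53 at equal depth. The 244 in astrocytes became 131 without 1 dpi replicate a, 75 without 1 wpi replicate a, 126 without 1 wpi replicate b, 152 with DESeq2 and 64 at equal depth. The 462 in microglia became 272 without 1 dpi replicate a, 265 without 1 dpi replicate c, 249 without 1 wpi replicate b and 135 at equal depth. The 522 in OPCs with COPs became 345 without 1 dpi replicate a, 317 without 1 wpi replicate b, 287 with DESeq2 and 306 at equal depth. The 1107 in oligodendrocytes became 644 without 1 dpi replicate a, 715 without 1 wpi replicate b and 705 without 1 wpi replicate c. The 39 in vascular cells became 4 without 1 dpi replicate a, 107 without 1 dpi replicate b, 5 without 1 dpi replicate c, 8 without 1 wpi replicate a, 11 without 1 wpi replicate b, 61 without the filter on low counts, 13 with only the compared conditions in the fit and 19 at equal depth. The count in neurons at 1 dpi was 793 without uninjured replicate b, 695 without uninjured replicate c, 725 without 1 dpi replicate a and 1008 without 1 dpi replicate c. At 1 wpi it was 1643 without uninjured replicate b, 1208 without uninjured replicate c, 1513 without 1 wpi replicate b and 1641 without 1 wpi replicate c. Counts depend on depth, which differs between the classes and, within a class, between time points. At equal depth within each class, 1 dpi and 1 wpi gave 1117 and 2042 genes in neurons, 89 and 41 in astrocytes, 185 and 74 in microglia, 76 and 230.0 in OPCs with COPs and 1041 and 602 in oligodendrocytes.

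**Figure D3:**
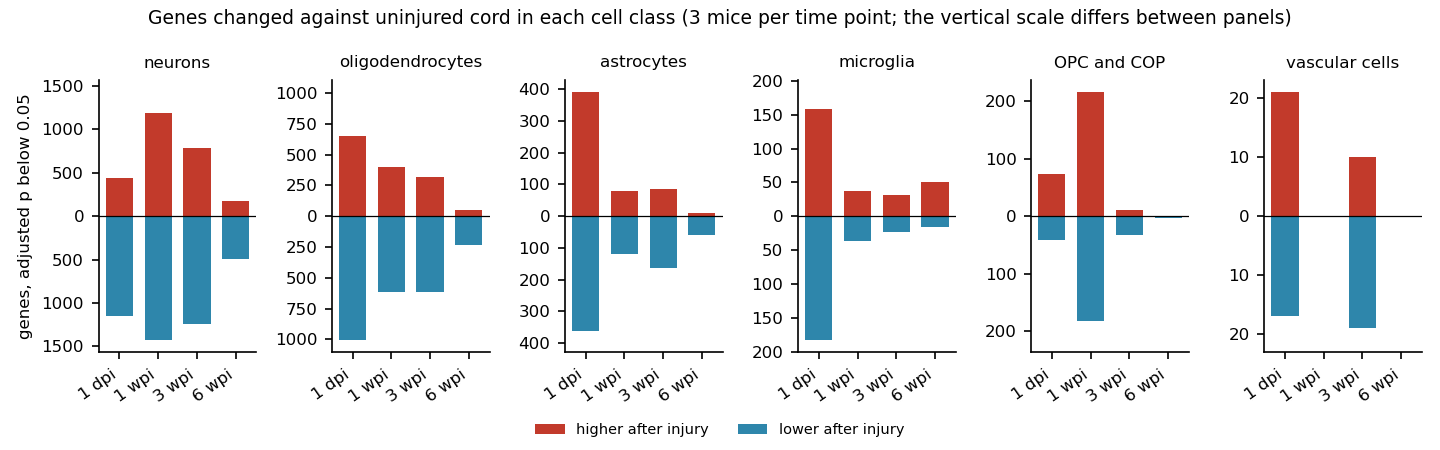
Number of genes higher and lower than in uninjured mice, by cell class and time point, as called by edgeR. The vertical scale differs between the classes. Neurons have the most changed genes at 1 wpi, and astrocytes, microglia and oligodendrocytes at 1 dpi.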

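At 1 wpi, lists of energy metabolism moved down in neurons and lists of ion channels and receptors up by fry. None of them passed by camera with an estimated correlation, which compares a list with other genes. Of the nuclear genes of oxidative phosphorylation, 0 of the 71 measured members were higher and 28 lower (0 higher and 39 lower when adjusted over the list alone, median log2 fold change -0.40, fry, adjusted p = 0.0188). The oxidative phosphorylation list had adjusted p = 0.327 with an estimated correlation and up to 0.0829 with 1 library left out. Of glycolysis genes, 0 of the 16 measured members were higher and 9 lower (1 higher and 9 lower when adjusted over the list alone, median log2 fold change -0.49, fry, adjusted p = 0.0188). The glycolysis list had adjusted p = 0.33 with an estimated correlation. Of protein folding and heat shock genes, 1 of the 33 measured members was higher and 9 lower (1 higher and 10 lower when adjusted over the list alone, median log2 fold change -0.16, fry, adjusted p = 0.0188). The protein folding and heat shock list had adjusted p = 0.33 with an estimated correlation and up to 0.0728 with 1 library left out. Of voltage-gated ion channels, 15 of the 33 measured members were higher and 1 lower (24 higher and 1 lower when adjusted over the list alone, median log2 fold change 0.34, fry, adjusted p = 0.00324). The voltage-gated ion channels list had adjusted p = 0.182 with an estimated correlation. Of ionotropic and metabotropic receptors other than those of Fig. 3g, 10 of the 29 measured members were higher and 0 lower (11 higher and 0 lower when adjusted over the list alone, median log2 fold change 0.24, fry, adjusted p = 0.00386). The other ionotropic and metabotropic receptors list had adjusted p = 0.182 with an estimated correlation. The largest single rises were Lyz2 (7.86-fold), Tyrobp (4.55-fold), C4b (4.51-fold), C1qa (4.26-fold), C1qc (3.59-fold), Dnah1 (3.50-fold), C1qb (3.49-fold), Gfap (3.31-fold), Ctss (2.75-fold) and Gm26935 (2.61-fold). Falls were largest, as log2 fold change, for Uts2 (-4.72), U2af1l4 (-3.29), Pax6os1 (-2.41), Gm8797 (-2.40), Gm13905 (-2.37), Cldn34c2 (-2.36), 1700121L03Rik (-2.35), Mageb16 (-2.34), Emx2os (-2.32) and 4933402J10Rik (-2.32). All of these kept their call whichever library was left out, in every such fit that tested them. Lyz2, Tyrobp, C1qa, C1qb, C1qc and Ctss are genes of microglia and macrophages, and of a list of such genes 9 of the 17 measured members were higher and 2 lower (11 higher and 3 lower when adjusted over the list alone) in the neuron sums (median log2 fold change 1.46, fry, adjusted p = 0.0279). The microglia and macrophage marker list had adjusted p = 0.271 with an estimated correlation and up to 0.104 with 1 library left out. Mitochondrially encoded genes were absent from the deposited table.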

One week post injury, neuronal populations showed altered expression of genes related to cell stress, including oxidation-reduction processes and protein folding stress response, and molecules related to neurotransmission and ion channel activity. 

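Of the genes of neurotransmission, synaptogenesis and synaptic structure listed in Fig. 3g, 25 of 28 measured in ventral inhibitory neurons stood higher in all 3 mice at 1 wpi than in each uninjured mouse (median log2 fold change 0.51). The same held for 24 of 29 in the dorsal excitatory Sox5 neurons, 21 of 29 in Reln, 18 of 29 in Maf, 17 of 29 in Megf11, 12 of 27 in Rreb1 and 8 of 24 in Cpne4 neurons. In dorsal inhibitory families it held for 18 of 27 in Cdh3 (median log2 fold change 0.55), 17 of 28 in Pdyn, 14 of 28 in Adamts5 and 12 of 27 in Npy neurons. In the remaining families it held for 20 of 28 in mid-inhibitory, 18 of 29 in mid-excitatory, 17 of 28 in ventral excitatory, 19 of 28 in Chat neurons and 11 of 27 in motoneurons (median 0.34). The study chose these genes on the same samples, and families with fewer nuclei have noisier values, so a lower number does not show a smaller change.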

Intriguingly, specific populations of excitatory neurons in the dorsal horn and inhibitory neurons within the ventral horn displayed changes in synaptic organization and plasticity-relate genes. This suggests the potential for tailored circuit remodeling. At the same time, oligodendrocytes altered their cellular metabolism molecules and genes related to cell–cell adhesion. 

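At 1 wpi, the list of MHC class I and complement genes moved up in the sums of oligodendrocytes by fry, as did markers of microglia. Serpina3n rose from 5.22 ± 1.39 to 99.5 ± 34.5 CPM (19.2-fold, log2 fold change 4.26, standard error 0.45, adjusted p = 2.81e-06) (SD, n = 3 mice, edgeR). Complement C4b rose from 38.2 ± 9.71 to 416 ± 44.2 CPM (10.7-fold, log2 fold change 3.42, standard error 0.33, adjusted p = 9.73e-07). Bst2, an interferon-induced membrane protein, rose from 1.24 ± 0.609 to 12.9 ± 5.45 CPM (9.39-fold, log2 fold change 3.23, standard error 0.59, adjusted p = 0.00104). Altogether 1013 of 11140 genes changed by edgeR, 398 higher and 615 lower. The count was 451 without uninjured replicate b, 425 without uninjured replicate c, 419 without 1 wpi replicate b, 661 with DESeq2 and 602 at equal depth. The other large rises were Lyz2 (25.3-fold), Klk8 (15.2-fold, 3.87 to 131), Laptm5 (8.88-fold), Aif1 (6.84-fold), Cyba (6.65-fold), C1qb (6.19-fold) and C1qc (5.92-fold). Falls were largest, as log2 fold change, for 4930455B14Rik (-3.78), RP23-458C8.2 (-3.26), Il23r (-3.23), Gm11077 (-3.21), 4933402J10Rik (-3.15), Nlrp4a (-3.14), Cldn34c2 (-2.70), Prelid2 (-2.68), Cyp2c69 (-2.66) and Gm26903 (-2.64). Lyz2, Serpina3n, C4b, Bst2, Laptm5, Aif1, Cyba, C1qb, C1qc, 4930455B14Rik, RP23-458C8.2, Gm11077, 4933402J10Rik, Nlrp4a, Cldn34c2, Prelid2, Cyp2c69 and Gm26903 kept their calls in every fit with 1 library left out that tested them. Of MHC class I and complement genes, 7 of the 9 measured members were higher and 0 lower (7 higher and 1 lower when adjusted over the list alone, median log2 fold change 1.21, fry, adjusted p = 3.71e-05). The MHC class I and complement list had adjusted p = 0.00101 with an estimated correlation. Of genes that mark microglia and macrophages, 11 of the 15 measured members were higher and 0 lower (12 higher and 0 lower when adjusted over the list alone, median log2 fold change 2.14, fry, adjusted p = 0.000302) in the oligodendrocyte sums, Lyz2, Laptm5, Aif1, C1qb and C1qc among them. The microglia and macrophage marker list had adjusted p = 0.00454 with an estimated correlation. The lists of oxidative phosphorylation, cholesterol synthesis and glycolysis did not move on balance, with median log2 fold change -0.23, fry, adjusted p = 0.3 for oxidative phosphorylation, median log2 fold change -0.41, fry, adjusted p = 0.08 for cholesterol synthesis and, for glycolysis, a median of 0.04 and a mean of -0.06 (adjusted p = 0.751). Myelin genes did not either (median log2 fold change -0.11, fry, adjusted p = 0.276). Genes of protein folding and heat shock moved down by fry, though not by camera.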

Three weeks after injury, multiple neuronal populations continued to show signatures of cell stress and changes in cell–cell contacts, while oligodendrocytes continued to show changes related to cell metabolism and cell–cell adhesion. 

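At 3 wpi, of the protein folding and heat shock genes in neurons 1 of the 33 measured members was higher and 8 lower (1 higher and 11 lower when adjusted over the list alone, median log2 fold change -0.31, fry, adjusted p = 0.0237). The protein folding and heat shock list had adjusted p = 0.366 with an estimated correlation and up to 0.0909 with 1 library left out. Of glycolysis genes 0 of the 16 measured members were higher and 5 lower (0 higher and 10 lower when adjusted over the list alone, median log2 fold change -0.38, fry, adjusted p = 0.0237). The glycolysis list had adjusted p = 0.366 with an estimated correlation and up to 0.065 with 1 library left out. Oxidative phosphorylation had a median log2 fold change of -0.25 (fry, adjusted p = 0.141). Of synapse assembly genes other than those of Fig. 3g, 12 of the 38 measured members were higher and 1 lower (19 higher and 1 lower when adjusted over the list alone, median log2 fold change 0.27, fry, adjusted p = 0.0546). In neurons 2026 of 14809 genes changed by edgeR, 789 higher and 1237 lower. In neurons the count was 1289 without uninjured replicate b, 854 without uninjured replicate c, 855 without 3 wpi replicate b, 1236 with only the compared conditions in the fit and 1223 at equal depth. The largest rises in neurons were Lyz2 (5.71-fold), C4b (4.79-fold), Tyrobp (3.82-fold), Dnah1 (3.40-fold), C1qa (2.93-fold), Fam228b (2.39-fold), Gm26935 (2.28-fold), Gfap (2.26-fold), 2810049E08Rik (2.20-fold) and Gm16124 (2.09-fold). Falls were largest, as log2 fold change, for Uts2 (-2.98), Crxos (-2.95), U2af1l4 (-2.74), Gm12027 (-2.52), Gstp1 (-2.36), Mageb16 (-2.34), Ms4a12 (-2.32), Gm43821 (-2.28), Gm6040 (-2.23) and Cldn34d (-2.23). Of these, C4b, Dnah1, Fam228b, Gm26935, 2810049E08Rik, Uts2, Crxos, U2af1l4, Gm12027, Gstp1, Mageb16, Ms4a12, Gm43821, Gm6040 and Cldn34d kept their calls whichever library was left out, where tested. Of microglia and macrophage markers, 6 of the 17 measured members were higher and 2 lower (8 higher and 2 lower when adjusted over the list alone, median log2 fold change 0.97, fry, adjusted p = 0.419) in the neuron sums. In oligodendrocytes 937 of 11140 genes changed by edgeR, 320 higher and 617 lower. The count was 526 without uninjured replicate b, 491 without uninjured replicate c, 517 without 3 wpi replicate b, 1478 without the filter on low counts and 469 at equal depth. The largest rises were Lyz2 (16.0-fold), Serpina3n (13.7-fold), C4b (9.39-fold), Bst2 (7.55-fold), Plin4 (4.90-fold), Abcb1b (4.60-fold), Tyrobp (4.32-fold), Trem2 (4.22-fold), Hif3a (4.19-fold) and C1qa (4.06-fold). The largest falls were RP23-458C8.2 (-3.35), Cldn34d (-3.13), 4930455B14Rik (-3.03), Gm28156 (-2.86), 4930429D17Rik (-2.83), Gm15091 (-2.73), Eno1b (-2.73), C1ra (-2.66), Gm29328 (-2.62) and Zfp647 (-2.60). With single libraries left out, Lyz2, Serpina3n, C4b, Bst2, Tyrobp, Trem2, Hif3a, C1qa, RP23-458C8.2, Cldn34d, 4930455B14Rik, 4930429D17Rik, Gm15091, Eno1b, C1ra, Gm29328 and Zfp647 kept their calls in every fit that tested them. Of microglia and macrophage markers, 7 of the 15 measured members were higher and 0 lower (the same counts when adjusted over the list alone, median log2 fold change 1.43, fry, adjusted p = 0.014) in these sums. The microglia and macrophage marker list had adjusted p = 0.0811 with an estimated correlation. The folding list moved down by fry in oligodendrocytes, where 0 of the 33 measured members were higher and 8 lower (the same counts when adjusted over the list alone, median log2 fold change -0.27, fry, adjusted p = 0.014), and the list of cholesterol synthesis had a median log2 fold change of -0.42 (fry, adjusted p = 0.0646). The protein folding and heat shock list had adjusted p = 0.194 with an estimated correlation. Glycolysis and oxidative phosphorylation gave adjusted p = 0.782 and 0.583 there (fry).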

Finally, by 6 wpi, many cell types showed modest or no changes in gene expression compared to the uninjured state, showing an overall return to baseline expression patterns by this point (Supplementary Fig. 9b).

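At 6 wpi, 670 genes were changed in neurons (174 higher and 496 lower by edgeR, n = 3 mice each), 286 in oligodendrocytes (53 and 233), 68 in astrocytes (10 and 58) and 67 in microglia (51 and 16). OPCs with COPs had 3, the falls of Manf, Anln and Vmn2r30, and vascular cells 0, with 203 genes at an unadjusted p below 0.05 and 0 called by DESeq2. Complement C4b was 4.08-fold higher in neurons (adjusted p = 0.0124) and 10.1-fold in oligodendrocytes (adjusted p = 2.46e-06). Serpina3n was 11.3-fold higher in oligodendrocytes (adjusted p = 0.000261) and 4.97-fold in astrocytes (adjusted p = 0.0263). In microglia, Spp1 was 34.2-fold higher (adjusted p = 0.000574). C4b in neurons and Serpina3n in astrocytes lost the call in at least 1 fit with a library left out. C4b and Serpina3n in oligodendrocytes and Spp1 in microglia kept it in each such fit that tested them. In neurons, genes of neurotransmission named in Fig. 3g had a median log2 fold change of 0.42 (fry, adjusted p = 0.0101), on genes that the study chose on these samples. The neurotransmission list had adjusted p = 0.141 with an estimated correlation and up to 0.0646 with 1 library left out. With single libraries left out or other settings, the counts were 362 without uninjured replicate b, 104 without uninjured replicate c, 445 without 6 wpi replicate a and 95 without 6 wpi replicate c in neurons and 148 without uninjured replicate b, 73 without uninjured replicate c, 134 without 6 wpi replicate a, 108 without 6 wpi replicate c, 591 without the filter on low counts, 547 with only the compared conditions in the fit and 172 at equal depth in oligodendrocytes. They were 32 without uninjured replicate b, 16 without uninjured replicate c, 25 without 6 wpi replicate a, 23 without 6 wpi replicate c, 23 with DESeq2, 110 with only the compared conditions in the fit and 5 at equal depth in astrocytes, 28 without uninjured replicate a, 19 without uninjured replicate b, 30 without uninjured replicate c, 44 without 6 wpi replicate a, 36 without 6 wpi replicate b, 106 without the filter on low counts, 109 with only the compared conditions in the fit and 44 at equal depth in microglia and 1 without uninjured replicate b, 6 without 6 wpi replicate a, 5 without 6 wpi replicate b, 1 without 6 wpi replicate c, 1 with DESeq2, 5 without the filter on low counts and 8 with only the compared conditions in the fit in OPCs with COPs.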

Together with the cellular composition analysis above, these data comprise a natural history time course of the lumbar spinal cord response to injury. Within each time window or epoch, the community of cell types responds with diverse molecular signatures which can be observed across time.

### Transcriptional changes in neurons of the lumbar spinal cord after injury

Neurons in the lumbar cord are largely spared, unlike the neurons at the lesion site^35^. However, many of these cells undergo axotomy and abrupt changes to their descending input^36,37^. We sought to characterize the changes within all neurons after injury. Histological analysis of the tissue, revealed no significant change in the number of neurons (Fig. 1e), neurofilament signal, or MAP2^+^ dendritic signal (Fig. 3b, c) after injury, suggesting no large-scale death or loss of neuronal processes. However, overall, neurons displayed dynamic changes in gene expression, particularly at 1 and 3 wpi, with more genes enriched in uninjured neurons compared to injured neurons (Fig. 3d). 

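Over the 6 mice of 1 wpi and 3 wpi together, 3232 genes in neurons differed from the 3 uninjured mice, 1404 higher and 1828 lower of 14809 tested by edgeR. Without uninjured replicate c there were 1728. At an adjusted p below 0.001 there were 519, 103 higher and 416 lower. Uts2, which encodes the peptide urotensin 2, fell (log2 fold change -3.85, standard error 0.53, adjusted p = 4.99e-05). Complement C4b rose (log2 fold change 2.22, standard error 0.39, adjusted p = 0.000479). The other large rises were Lyz2 (6.70-fold), Tyrobp (4.17-fold), C1qa (3.53-fold), Dnah1 (3.45-fold), Gfap (2.73-fold), Gm26935 (2.44-fold), Ctss (2.32-fold), Kmt2b (2.07-fold) and Serpina3n (2.03-fold). The other large falls, as log2 fold change, were U2af1l4 (-3.02), Crxos (-2.54), Mageb16 (-2.34), Ms4a12 (-2.29), Gm12027 (-2.27), Vdac3-ps1 (-2.22), Eno1b (-2.19), 4933402J10Rik (-2.19) and Ces1d (-2.19). All of these kept their call whichever library was left out, in every such fit that tested them. Of the 11 genes that Fig. 3d names as higher in uninjured neurons, 11 were called lower (median log2 fold change -1.52, fry, adjusted p = 0.000337), genes that the study chose on these samples. The Fig. 3d list had adjusted p = 0.0408 with an estimated correlation. At 1 wpi, the measured genes among these 11 had a median log2 fold change of -1.58 in neurons (11 of 11 called lower), -1.84 in oligodendrocytes (11 of 11), -1.78 in astrocytes (9 of 10), -1.98 in microglia (7 of 7), -2.05 in OPCs with COPs (10 of 10) and -1.59 in vascular cells (0 of 3). The comparisons of all classes share the 3 uninjured mice, so these falls are not independent of each other. Of microglia and macrophage markers, 9 of the 17 measured members were higher and 2 lower (9 higher and 3 lower when adjusted over the list alone) in the pooled neuron test (median log2 fold change 1.21, fry, adjusted p = 0.0927). Without 2009 genes that mark other cell classes, 2881 genes were called.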

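In neurons at 1 and 3 wpi together, of 71 measured nuclear genes of oxidative phosphorylation, the pathway by which mitochondria make ATP, 29 were lower and 0 higher than in the uninjured cord (34 lower when adjusted over the list alone, median log2 fold change -0.34, fry, adjusted p = 0.0243, 6 against 3 mice). The oxidative phosphorylation list had adjusted p = 0.394 with an estimated correlation and up to 0.106 with 1 library left out. Of glycolysis genes, 0 of the 16 measured members were higher and 10 lower (1 higher and 10 lower when adjusted over the list alone, median log2 fold change -0.44, fry, adjusted p = 0.00878). The glycolysis list had adjusted p = 0.368 with an estimated correlation. Of genes of protein folding, many of them in the endoplasmic reticulum, 1 of the 33 measured members was higher and 10 lower (1 higher and 11 lower when adjusted over the list alone, median log2 fold change -0.23, fry, adjusted p = 0.00878). The protein folding and heat shock list had adjusted p = 0.368 with an estimated correlation. Ribosomal proteins did not move on balance (median log2 fold change -0.03, fry, adjusted p = 0.721). Sums are relative, so each fall is one in the share of a neuron's RNA and not in its amount. The call of the oxidative phosphorylation list was lost with 1 library left out (adjusted p = 0.106 without uninjured replicate b, 0.0952 without uninjured replicate c and 0.0519 without 3 wpi replicate b).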

Pathway analysis showed that mitochondrial, endoplasmic reticulum, and ATP synthesis pathways are enriched in the uninjured cord (Fig. 3e), likely reflecting a greater level of neuronal firing and homeostatic function. At 1 and 3 wpi, pathways associated with plasticity such as post-synaptic density, neurotransmitter receptors, and axon guidance were upregulated. Particular genes that are upregulated include neurotransmitter receptors (such as *Gria1*, *Gria2, Gria3*, *Grid1, Grik1*, and *Chrm2*), those related to synaptogenesis (*Nrnx3, Nlgn1, Lrrmt4, Tenm2, Lrrc4c*, and *Dscam*), and synaptic structure (*Bdnf, Stat3, Socs3, Klf6, Gap43, Atf* and *Sprr1a*, Fig. 3g). 

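Over 1 and 3 wpi together, the kainate receptor subunit Grik1 rose (log2 fold change 0.73, standard error 0.100, adjusted p = 4.35e-05) in neurons (6 against 3 mice, edgeR). The AMPA receptor subunits Gria1, Gria2 and Gria3, the delta receptor Grid1 and the muscarinic receptor Chrm2 rose as well, as Gria1 (1.51-fold, adjusted p = 0.000354), Gria2 (1.34-fold, adjusted p = 0.0118), Gria3 (1.43-fold, adjusted p = 0.00237), Grid1 (1.36-fold, adjusted p = 0.00213) and Chrm2 (1.43-fold, adjusted p = 0.00247). Of the adhesion molecules that build synapses, Nrxn3 (1.52-fold, adjusted p = 0.00103), Nlgn1 (1.40-fold, adjusted p = 0.00135), Lrrtm4 (1.42-fold, adjusted p = 0.000666), Tenm2 (1.42-fold, adjusted p = 0.00107), Lrrc4c (1.35-fold, adjusted p = 0.00374) and Dscam (1.39-fold, adjusted p = 0.00116) rose. Among these receptors and adhesion molecules, 1 lost its call over 1 and 3 wpi in at least 1 fit with a library left out, and the others kept theirs. The growth factor Bdnf (log2 fold change 0.08, adjusted p = 0.796), the transcription factors Stat3 (0.13, adjusted p = 0.659) and Klf6 (-0.08, adjusted p = 0.883) and the growth cone protein Gap43 (0.29, adjusted p = 0.0828) did not pass the test. Socs3, Atf3 and Sprr1a were too low for the test. At 1 wpi alone, the log2 fold changes were Grik1 0.89 (adjusted p = 0.000219), Gria1 0.68 (adjusted p = 0.000786), Gria2 0.40 (adjusted p = 0.0423), Gria3 0.58 (adjusted p = 0.00417), Grid1 0.48 (adjusted p = 0.0048), Chrm2 0.57 (adjusted p = 0.00493), Nrxn3 0.68 (adjusted p = 0.00194), Nlgn1 0.53 (adjusted p = 0.00318), Lrrtm4 0.54 (adjusted p = 0.00201), Tenm2 0.55 (adjusted p = 0.00266), Lrrc4c 0.44 (adjusted p = 0.0109) and Dscam 0.57 (adjusted p = 0.00147). The calls at 1 wpi of Gria2 (0.106 without uninjured replicate a, 0.18 without uninjured replicate c, 0.069 without 1 wpi replicate b and 0.179 without 1 wpi replicate c) and Lrrc4c (0.0677 without uninjured replicate c and 0.0515 without 1 wpi replicate c) were lost with these libraries left out (adjusted p). By groups of Fig. 3g, of neurotransmission genes 11 of the 11 measured members were higher and 0 lower (the same counts when adjusted over the list alone, median log2 fold change 0.52, fry, adjusted p = 0.000337). The neurotransmission list had adjusted p = 0.13 with an estimated correlation. Of synaptogenesis genes, 11 of the 11 measured members were higher and 0 lower (the same counts when adjusted over the list alone, median log2 fold change 0.51, fry, adjusted p = 0.00257). The synaptogenesis list had adjusted p = 0.222 with an estimated correlation. Of synaptic structure genes, 4 of the 8 measured members were higher and 0 lower (5 higher and 0 lower when adjusted over the list alone, median log2 fold change 0.41, fry, adjusted p = 0.00257). The synaptic structure list had adjusted p = 0.222 with an estimated correlation. The study picked these genes on the same samples. Of synapse assembly genes outside the figure, 20 of the 38 measured members were higher and 1 lower (26 higher and 2 lower when adjusted over the list alone, median log2 fold change 0.28, fry, adjusted p = 0.0148). The other synapse assembly genes list had adjusted p = 0.368 with an estimated correlation and up to 0.0904 with 1 library left out. Of other receptors 11 of the 29 measured members were higher and 0 lower (14 higher and 0 lower when adjusted over the list alone, median log2 fold change 0.20, fry, adjusted p = 0.00327). The other ionotropic and metabotropic receptors list had adjusted p = 0.222 with an estimated correlation. From the rise of receptors, synaptogenic adhesion molecules and synaptic structure genes, the paper proposes a broad change in neurotransmission and synaptic remodeling among neurons in the weeks after injury. The receptors and adhesion molecules rose in these counts, and the rise of synaptic structure rested on 4 of 8 measured genes. Of all genes called higher in neurons at 1 wpi and tested in oligodendrocytes, 92.2% stood higher there too, against 53.1% of all genes tested. Among the other classes this share was lowest in OPCs with COPs (67.5% against 50.5%) and highest in vascular cells (86.2% against 49.4%). The comparisons share the uninjured mice, and whether the rises are particular to neurons was not tested. All values are sums over nuclei and shares of RNA, so they show neither protein nor synapses.

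**Figure D4:**
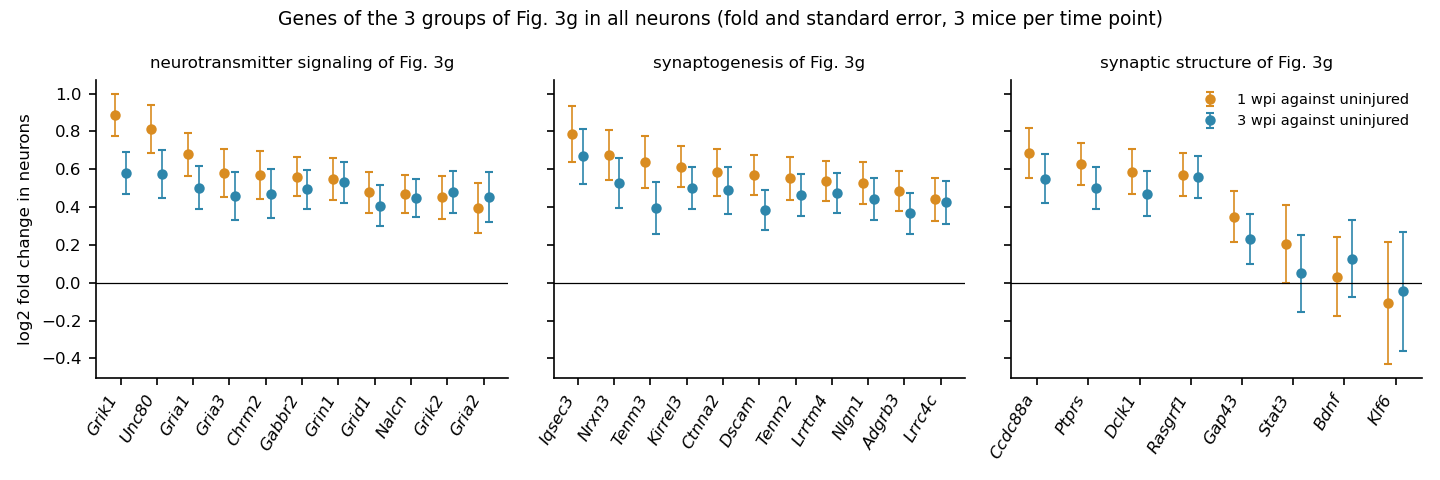
Log2 fold change with standard error in neurons at 1 wpi and 3 wpi over uninjured neurons, for the genes of neurotransmission, synaptogenesis and synaptic structure of Fig. 3g. Genes of the first 2 groups lie above 0 at both time points, and those of synaptic structure lie on both sides.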

The upregulation of these pathways suggests a broad change in neurotransmission and synaptic remodeling amongst neurons in the first few weeks after spinal cord injury. These changes would likely render spinal neurons more responsive to low levels of neurotransmitters and their activity within local circuits.

**Fig. 3:**
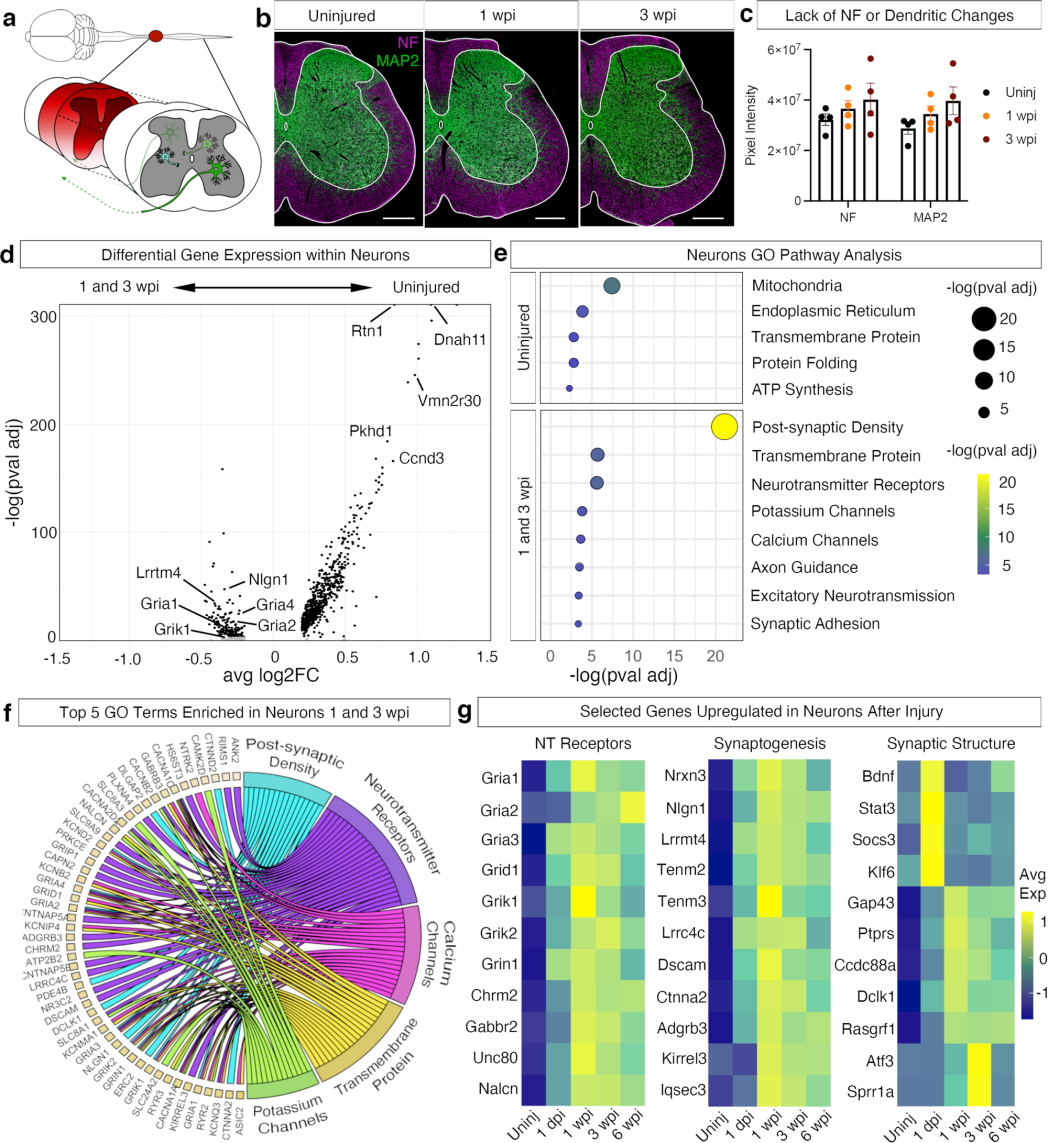
Plasticity-related expression in neurons after injury. **a** Schematic depicting lumbar spinal cord neurons and their response to injury, whether that be an ascending neuron or an interneuron. **b** Immunohistochemistry of the lumbar spinal cord from uninjured, 1 wpi and 3 wpi. Tissue was stained for neurofilament (a cocktail of neurofilament-light, neurofilament-medium, neurofilament-heavy; purple) and MAP2 (green). Scale bars are 200 µm. **c** Quantification of neurofilament and dendritic changes. Pixels were quantified from thresholded images of neurofilament and MAP2. Error bars are mean ± SEM (*N* = 4). **d** Differential gene expression analysis comparing uninjured to 1 and 3 wpi neurons, the time points of maximal neuronal gene expression changes. Black dots indicate *p* value adjusted < 0.001, gray indicate *p* ≥ 0.001. **e** Pathway analysis for differentially expressed genes between uninjured and injured time points. *X*-axis indicates −log(*p* val adj) of GO and KEGG pathway clusters. *P* values (adjusted) were calculated using Benjamini–Hochberg false discovery rate (FDR). Yellow indicates relatively high normalized average expression and dark blue indicates relatively low normalized average expression. **f** Chord plot indicating shared genes between top 5 GO terms from genes upregulated 1 and 3 wpi. **g** Heatmaps showing average neuronal gene expression from top GO terms, including neurotransmitter receptors, synaptogenesis, and synaptic structure. Yellow indicates relatively high normalized average expression (1) and dark blue indicates relatively low normalized average expression (−1).

### Rare populations of spinal neurons induce a gene expression signature of regeneration

We observed broad changes in the expression of genes related to neural excitability, plasticity, and circuit structure that could support tissue-wide changes in function (Fig. 3). In addition to these broad effects that could alter local spinal network function, we hypothesized that specific neuronal populations might be capable of spontaneous long-range remodeling. Such changes would be challenging to observe without the resolution of single nucleus sequencing, and thus the dataset that we generated held opportunities for discovery.

As was described above, we determined the refined identities of neuronal populations in the dataset using annotations described in a recent atlas of mouse spinal cord cell types^19^. While we observed nearly all the cell types that we expected, one group of neurons remained challenging to categorize (Fig. 4a, b, Supplementary Fig. 5b, c). By clustering neuronal populations without label-transfer annotations, we found that these neurons were distinguished by genes associated with axon regeneration, including *Atf3*, *Sprr1a*, *Tnfrsf12a* (Fn14), *Sox11*, *Klf6, Bdnf*, *Adcyap1*, and elevated expression of *Gap43* (Fig. 4c, Supplementary Fig. 4c, d). These genes all belong to a class of “regeneration-associated genes” (RAGs) that is induced robustly in the peripheral nervous system after nerve injury and can enable regeneration of axons^14,15,38^. 

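Taking neurons thinned to 1000 UMIs each, co-expression of at least 3 of Atf3, Sprr1a, Tnfrsf12a, Sox11, Klf6, Bdnf, Adcyap1 and Gap43 was found in 1 of 2988 neurons (0.0396% ± 0.0687) in the uninjured cord (mean ± SD of the mice, n = 3). It was found in 9 of 4621 neurons (0.190% ± 0.131) at 1 dpi, 9 of 4458 neurons (0.224% ± 0.140) at 1 wpi, 23 of 5917 neurons (0.424% ± 0.176) at 3 wpi and 11 of 3891 neurons (0.273% ± 0.194) at 6 wpi, with n = 3 mice each. Atf3 and Sprr1a are induced in neurons whose axons are cut, and Sox11 and Gap43 take part in axon growth. Over all injured mice, 52 of 18887 neurons (0.278% ± 0.167, n = 12) did so (exact permutation test over all splits of the 15 mice, p = 0.0352). Without uninjured replicate a or b the exact p was 0.110, and without any 1 other library it was 0.0192 to 0.044. With at least 2 genes, the share was 2.57% in injured and 2.43% in uninjured mice (exact p = 0.591). Without thinning, at least 3 genes were found in 1.49% and 0.984% (exact p = 0.121). Single genes showed no common rise in thinned neurons, as mean percent in the uninjured cord and range over the injured time points. Gap43 stood at 8.21 and 7.78 to 8.93, Adcyap1 at 7.32 and 5.23 to 5.9, and Sox11 at 3.8 and 2.89 to 3.72. Tnfrsf12a stood at 2.73 and 2.04 to 2.83, Bdnf at 2.47 and 2.45 to 3.67, and Klf6 at 0.697 and 0.538 to 0.773. Atf3 stood at 0.0396 and 0 to 0.117, and Sprr1a at 0 and 0 to 0.321. Atf3 and Sprr1a together were found in 3 thinned neurons, or 6 without thinning, all at 3 wpi. Of other nuclei thinned alike, 2 of 4267 in injured and 0 of 1021 in uninjured mice co-expressed 3 genes, where 3 nuclei would be 0.294%. The median depth was 1986 UMIs in neurons and 545 in other nuclei before thinning, which left out neurons below 1000 UMIs. The deposited annotation does not name the paper's cluster with these genes, so co-expression of at least 3 of them was used in its place.

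**Figure D5:**
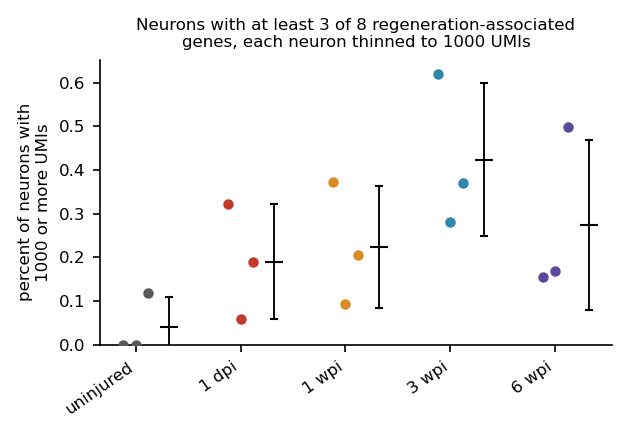
Percent of neurons, thinned to 1000 UMIs, that co-express at least 3 of 8 regeneration-associated genes, by time point. Each point is 1 mouse, and 2 of the 3 uninjured mice stand at 0, and the 3 mice at 3 wpi lie above each uninjured mouse.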

The expression of individual regeneration-associated genes has been reported in the spinal cord after injury^38–43^. However, the full spatiotemporal profile of this rare central nervous system phenotype, the cellular identity of these neurons, and the association with axon outgrowth in this context are all unknown. This has been a major obstacle in understanding what enables, restricts, or modulates circuit reorganization after injury.

**Fig. 4:**
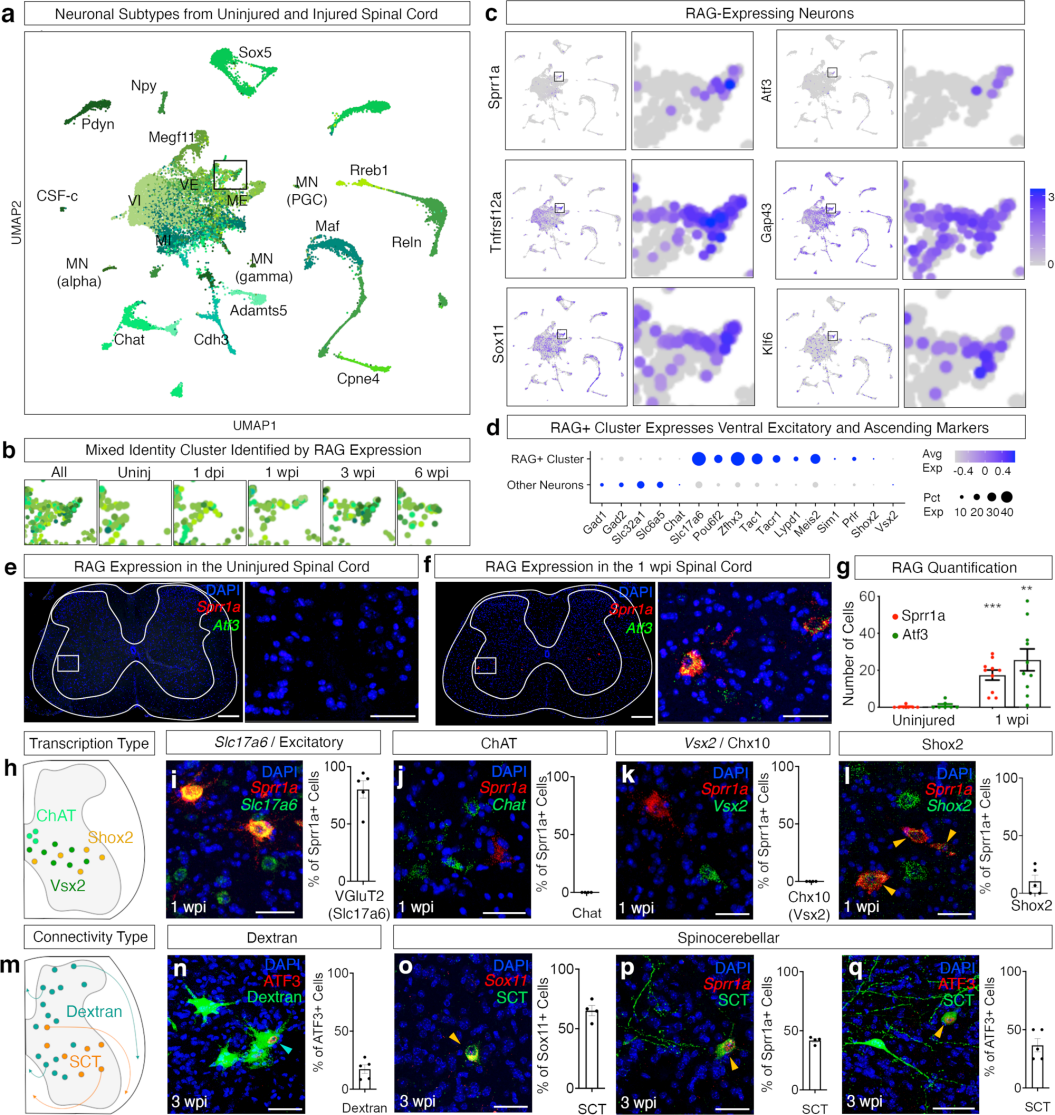
Specific neurons express genes associated with regeneration. **a** UMAP showing predicted neuronal families. **b** Targeted view of RAG-expressing cluster over injury time points. **c** Featureplots showing RAGs expressed in neurons. **d** A dotplot showing expression of RAGs within targeted RAG-expressing cluster (cluster 23 defined by independent clustering in Supplementary Fig. 5). Average expression (avg exp) is indicated by color (gray to blue) and percent expressed (pct exp) is indicated by the size of the circle. **e**, **f** RNAscope in situ hybridization showing expression of *Sprr1a* and *Atf3* in the uninjured cord and 1 wpi. Scale bars are 200 and 50 µm, respectively. **g** Quantification of *Sprr1a*+ cells and *Atf3*+ cells in the uninjured and 1 wpi injury cord (*p* = 0.001 shown as ***p = 0.0037 shown as **, two-sided unpaired t-test, Error bars indicate ± SEM, *N* = 7, 10). **h** Diagram of spatial location of transcription types, including ChAT (light green), Vsx2 (dark green), and Shox2 (orange). **i–l** Visualization and quantification of VGluT2/*Slc17a6*+, *Shox2*+, Chx10/*Vsx*2+, and *Sprr1a*-expressing cells in the ventral spinal cord. Scale bars are 50 µm. Error bars indicate ± SEM (*N* = 5, 4, 4, 6 animals). **m** Diagram of spatial location of connectivity types, including ascending neurons labeled by dextran (aqua) and spinocerebellar (SCT, orange) neurons. **n** Visualization and quantification of lumbar spinal cord neurons labeled by dextran injected into a thoracic contusion lesion site. Aqua arrows indicate ATF3 and dextran overlap. Scale bars are 50 µm. Error bars indicate ± SEM (*N* = 5 animals). Visualization and quantification of the percent of RAG-expressing cells—*Sox11* (**o**), *Sprr1a* (**p**), and ATF3 (**q**) that are spinocerebellar. Spinocerebellar neurons are shown in green and RAGs are shown in red. Orange arrows indicate RAG gene and spinocerebellar dual-labeled cells. Scale bars are 50 µm. Error bars indicate ± SEM (*N* = 4, 4, 5 animals). Source data are provided as a Source Data file.

We examined the expression of cell type marker genes in this RAG^+^ cluster and found evidence of a mixed cell type origin. Cells with the highest RAG expression largely downregulated their endogenous gene expression, as previously reported in peripheral neurons, confounding the initial molecular definition of their cell type^14,15^. Despite this caveat, the RAG^+^ cluster expressed a diverse set of genes associated with ascending projection neurons from the lumbar spinal cord to the brain, including *Lypd1*, *Tacr1*, *Zfhx3*, *Pou6f2*, and *Tac1*^44–47^ (Fig. 4d). Additionally, the expression of *Slc17a6* (vGlut2), *Zfhx3*, and *Pou6f2* suggested that some of these cells were likely excitatory neurons that resided in the lateral part of deep dorsal or ventral horn^19^.

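Within the same mice (n = 14), neurons that co-expressed at least 3 of the 8 regeneration-associated genes had more Slc17a6 than other neurons (log2 fold change 0.84, standard error 0.13, adjusted p = 4.71e-07, edgeR), and less of the genes of inhibitory transmission. These were the vesicular transporter Slc32a1 (-2.11, adjusted p = 5.96e-15), the glycine transporter Slc6a5 (-1.59, adjusted p = 1.27e-09) and the GABA-synthesizing enzymes Gad1 (-1.63, adjusted p = 5.43e-05) and Gad2 (-1.23, adjusted p = 3.33e-05). Of the markers of ascending neurons, Tac1, which encodes substance P, was higher (log2 fold change 1.66, standard error 0.17, adjusted p = 3.2e-12), as were Tacr1 (0.99, adjusted p = 0.00206), Zfhx3 (0.79, adjusted p = 9.18e-06) and Pou6f2 (0.60, adjusted p = 0.0207), whereas Lypd1 was not (log2 fold change 0.54, standard error 0.34, adjusted p = 0.43). The neuropeptide precursor Vgf (2.13, adjusted p = 1.69e-24), the peptidase Ecel1 (2.70, adjusted p = 7.01e-23) and the peptide Cartpt (2.33, adjusted p = 3.31e-21) were higher too. Altogether 717 of 10455 genes differed, 240 higher and 477 lower, and 609 (334 higher and 275 lower) when each neuron was matched by UMI total to 5 others of its library. Over all 15 libraries, the 330 co-expressing neurons, here not thinned, had a median of 2965 UMIs and the others 1976. The 3 of uninjured replicate b, below the limit of 5 per library, did not enter the comparison. Of the 330, 99 were mid-excitatory neurons (6.58% of the type), 41 ventral inhibitory (1.10%), 38 Reln (1.38%), 29 Rreb1 (4.50%), 28 Sox5 (1.02%), 21 motoneurons (9.13%), 19 Npy (1.93%), 18 Megf11 (1.57%) and 18 Chat neurons (0.933%), with 0 to 5 in each other type. After thinning, which the comparison did not use, they were 5 of 225 motoneurons (2.22%), 6 of 590 Rreb1 (1.02%), 6 of 800 Npy (0.750%), 8 of 1462 mid-excitatory (0.547%), 10 of 2324 Reln (0.430%), 3 of 1086 Megf11, 4 of 1799 Chat and 7 of 3722 ventral inhibitory neurons (0.188%), with 0 to 2 in each other type. The comparison joins injured and uninjured mice and types that differ in these markers, so a difference can come from the mix of types. The rule of at least 3 genes stood in for the paper's cluster, so these neurons need not be those of the cluster. Of the 330, 30 came from uninjured mice, and their share was not shown to differ by injury (exact permutation test, p = 0.121). Atf3 and Sprr1a were found together in 6 unthinned neurons, 0 of them mid-excitatory.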

We next probed the expression of *Sprr1a* and *Atf3* in tissue to test whether the RAG signature in the sequencing data is reflected in vivo. Expression of *Sprr1a* and *Atf3* were observed in lumbar spinal cord tissue beginning at 1 week following spinal cord injury and extending to chronic time points at three and 6 weeks after injury (Fig. 4e–g, Supplementary Fig. 5g, Supplementary Fig. 15), thereby confirming the transcriptional data above. Spatial analysis using in situ hybridization revealed a rostral-caudal gradient in the number of RAG-expressing cells, with a greater number of *Sprr1a*-positive cells at rostral lumbar segments closer to the lesion site (Supplementary Fig. 11a, b). The cellular distribution within the transverse plane also shifted such that RAG-expressing cells were found in the dorsal, mid, and ventral horns at L2, but were restricted to the ventral horn in L5. We compared RAG expression to that of the excitatory marker *Slc17a6* and confirmed that most RAG-expressing neurons were indeed excitatory (Fig. 4i), and we next examined whether these represent any of the V0c, V2a, or V2d ventral excitatory populations^48,49^. We did not detect any co-expression of RAGs with the V0c marker *Chat* or the V2a marker *Vsx2*. In contrast, a small subset of RAG neurons expressed *Shox2* (Fig. 4j, k), a marker of V2d excitatory, rhythm-generating central pattern generator neurons of the ventral horn^50–52^.

To determine if certain neurons have a molecular predisposition to express RAGs over others, we applied single nucleus ATAC-seq to the lumbar spinal cord of uninjured mice. We leveraged our snRNA-seq annotations to identify cell types, first assessing neurons compared to non-neurons (Supplementary Fig. 12a–d). We detected increased chromatin accessibility of *Sprr1a, Sox11*, and *Gap43* RAG loci within neurons. To provide greater resolution of neurons, we next grouped these into families of cell types, including dorsal excitatory (DE), dorsal inhibitory (DI), mid-excitatory (ME), mid-inhibitory (MI), ventral excitatory (VE), ventral inhibitory (VI) and motoneurons. We found no clear differential pattern of chromatin accessibility between families of neurons (Supplementary Fig. 12e–h). Although this dataset did not provide deep neuronal subtype resolution, these findings do not support the existence of specific neuronal subpopulations that are primed to express RAG genes.

If molecularly defined populations do not explain the majority of RAG-expressing neurons, what other factors should be considered? Ascending projection neurons are important candidates for RAG expression after injury based on the expression of ascending markers in the RAG^+^ cluster and the passage of these neurons through the lesion area. We next hypothesized that the lumbar projection neurons with axons directly injured by the thoracic contusion respond by expressing this pro-regenerative signature.

To determine whether direct injury to axons elicited RAG expression, we performed complete transection injuries of the thoracic spinal cord plus dextran injection to the transected area (Supplementary Fig. 13a). One week later, we found that 4.6% of neurons in the lumbar cord were labeled by dextran (taken up by cut axons and transported to the cell body), with less than 1% of total neurons expressing ATF3 (Supplementary Fig. 13b, c). Of the ATF3-expressing neurons after complete transection, less than half (48%) were dextran positive (Supplementary Fig. 13b, c). We repeated this study using a lateral hemisection injury to distinguish ipsilateral and contralateral-projecting populations and found similar results (Supplementary Fig. 13d, e). Thus, ATF3 is either expressed by both injured and non-injured neurons or the dextran labeling was not complete in labeling all directly injured neurons. More importantly, we found that only a subset of lumbar projection neurons that were directly injured by transection (and took up dextran label at the injury site) induced expression of ATF3. Finally, we examined what percent of lumbar neurons are axotomized during a contusion, by administering dextran to the contusion site at the time of injury. In a contusion model, we found 3 weeks post injury that 18% of neurons were directly injured ascending neurons, as marked by dextran (18%, Supplementary Fig. 11e). In conclusion, the expression of RAGs after the injury is not found in a single molecularly defined population, nor is it a general feature of axotomized spinal neurons.

### Spinocerebellar neurons express RAGs and display axon sprouting below the lesion

After the injury, the rare RAG-expressing neurons in the lumbar spinal cord displayed a heterogeneous gene expression pattern. Still, their rostral-caudal distribution, location in the deep dorsal and ventral horn, and excitatory neurotransmitter status suggested that they may be spinocerebellar neurons. Previously, *Shox2* has been reported as a marker of spinocerebellar neurons in the cervical cord^53^. We found that this is not the case in the lumbar spinal cord (0% of spinocerebellar neurons were *Shox2*^*+*^, ±0.0, *N* = 3 animals). To test if these neurons are spinocerebellar, we injected AAV2retro-pmSyn1-EBFP-Cre in the cerebellum and AAV1-Syn-DIO-GFP bilaterally in the lumbar spinal cord to label both ipsi- and contra-laterally projecting spinocerebellar neurons (Fig. 5a). Two weeks later, we delivered a severe thoracic (vertebral level T9) contusion and dextran to label directly injured neurons. After bilateral spinocerebellar labeling and 3 weeks post thoracic injury, we found that 65.2% (±4.3) of *Sox11-*expressing neurons, 41.8% (±1.5) of *Sprr1a*-expressing neurons and 38.0% (±5.6 SEM) of ATF3-expressing neurons were indeed spinocerebellar (Fig. 4o–q, Supplementary Fig 11d, e), while only 1.3% of the spinocerebellar neurons were dextran positive suggesting that spinocerebellar neurons are largely not axotomized by the severe thoracic contusion injury (Supplementary Fig. 11e). Ventral spinocerebellar neurons may avoid direct injury based on the ventral location of their axons. From this data, at least ~55% of ATF3-expressing neurons are ascending, as revealed by dextran labeling (18% directly injured) or spinocerebellar viral labeling (38%). Based on the inefficiencies and variability of these labeling approaches, this likely under-represents the proportion of ascending neurons amongst the RAG^+^ population.

**Fig. 5:**
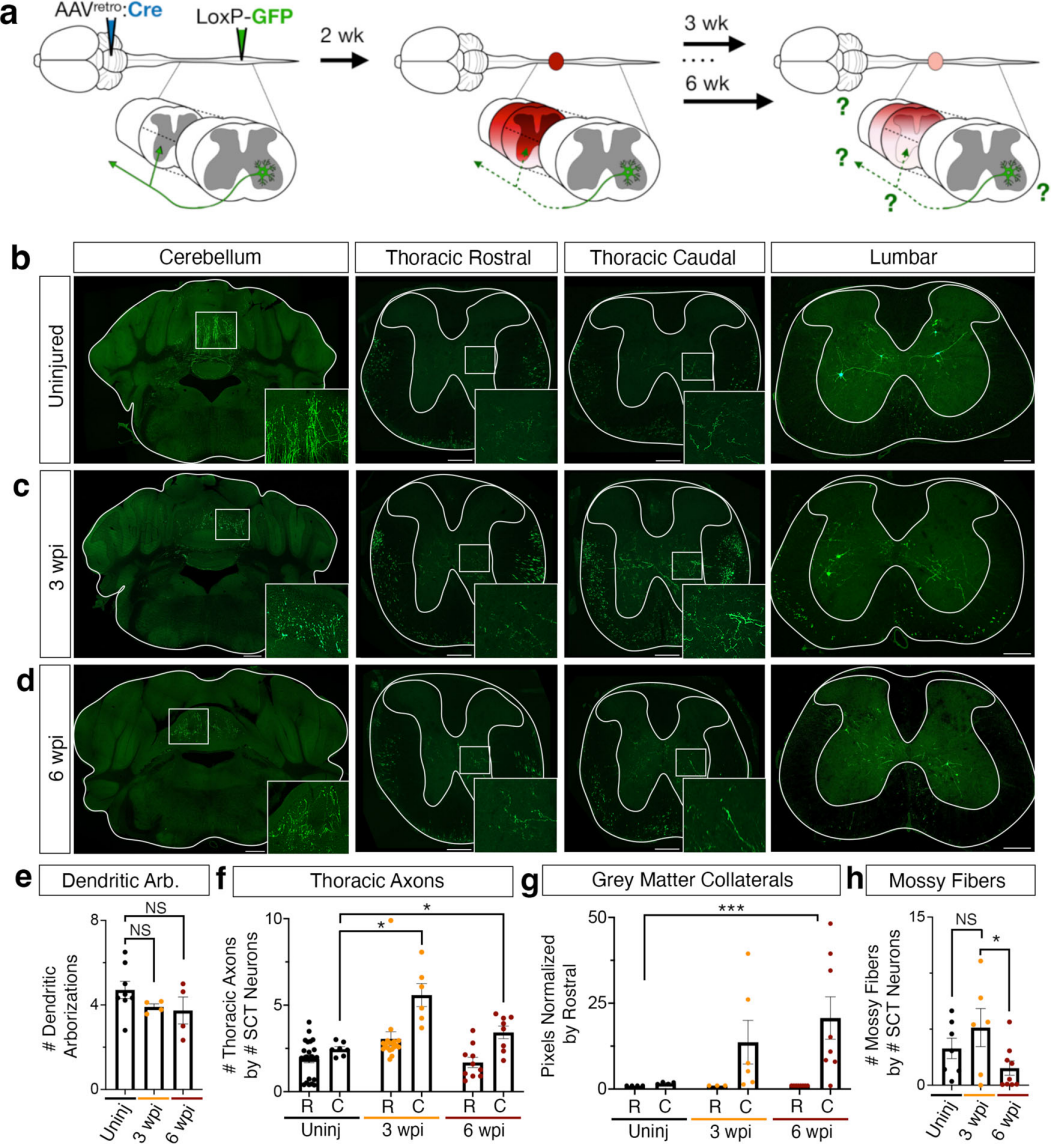
Spinocerebellar neurons express RAGs and display thoracic sprouting after injury. **a** Schematic of AAV- injection and injury. **b–d** Spinocerebellar neurons and their cell bodies, axons, and mossy fibers in the cerebellum, thoracic and lumbar spinal cord. Virus expression is shown in green. Scale bars are 500 µm in the cerebellum and 200 µm for spinal cord sections (thoracic and lumbar). **e** Quantification of dendritic arborizations in SCT neurons (ns, *p* = 0.206, *p* = 0.211, Mann–Whitney test). **f** Quantification of thoracic axons rostral (R) and caudal (C) to the injury site (*p* = 0.0012, *p* = 0.035, Mann–Whitney test). **g** Quantification of gray matter collaterals rostral (R) and caudal (C) to the injury site, as measured by pixels after thresholding (*p* = 0.0485, two-way ANOVA). **h** Quantification of mossy fibers, normalized by the number of SCT neurons in the same animal (*p* = 0.336, *p* = 0.039, two-sided unpaired *t*-test). Mean ± SEM, *N* = 4, 5, 6 animals. *p < 0.05; ****p < 0.0001; n.s. not significant. Source data are provided as a Source Data file.

We next asked whether there is there an axon outgrowth or remodeling phenotype that correlates with the RAG gene expression signature that we observed in spinocerebellar neurons? Based on the cell-filling viral label, we examined dendritic arborizations, thoracic axons, collateral axons, and mossy fiber terminals of spinocerebellar neurons after injury and performed this analysis in two independent experimental paradigms: bilateral or contralateral spinocerebellar labeling. Dendritic structure did not change after injury (Fig. 5e, *p* = 0.206, *p* = 0.211, Mann–Whitney test). In contrast, we observed an increase in the number of axons found in the white matter of the thoracic spinal cord below the injury site at both three and 6 weeks after injury (Fig. 5f, *p* < 0.05, *p* < 0.05, Mann–Whitney test) and a dramatic increase in gray matter collaterals of these axons caudal to the injury site (*p* < 0.005, two-way ANOVA). Specifically, these collaterals targeted lamina VII of the ventral horn (Fig. 5b–d). In contrast to these findings, there was no significant change in spinal cord axons in the tissue above the lesion (Fig. 5f, ns). In the cerebellum, there was a trend for an increase in spinocerebellar mossy fibers at 3 weeks after injury (*p* = 0.336, Mann–Whitney test), which then decreased significantly by 6 weeks after injury (Fig. 5g, *p* < 0.05, Mann–Whitney test). This indicates that the terminal synapses of spinocerebellar neurons are largely preserved after spinal cord injury and may display dynamic reorganization. Together, these results show that lumbar spinocerebellar neurons expressed regeneration-associated genes after spinal cord injury, have axons that were spared after a severe contusion, and underwent structural remodeling below the injury site including axonal outgrowth after injury. This highlights an example of spontaneous neuronal remodeling after spinal cord injury, discovered through the power and resolution of single nucleus sequencing.

## Discussion

SCI disrupts neuronal connections, eliciting trauma on a wide array of cells within the tissue. While the capacity for axonal regeneration and recovery after SCI is limited^54,55^, there may be latent mechanisms for spontaneous recovery within the spinal cord, particularly in anatomically incomplete injury where reorganization of circuits below the lesion site can support the restoration of function^54,55^. We used single nucleus RNA sequencing to profile the lumbar spinal cord after a severe thoracic contusion injury to track the cell type-specific injury responses and identify spontaneous changes that could be leveraged for recovery. We present a natural history time course extended from acute through chronic time points and an accompanying interactive website as a resource for the field (https://seqseek.ninds.nih.gov/spinalcordinjury). We observed rare spinal neurons that expressed a pro-regenerative transcriptional signature, identified a major subset of these cells as spinocerebellar neurons and demonstrated axonal sparing and outgrowth of these cells after spinal cord injury.

Our findings build on prior work that used single-cell or nucleus sequencing to profile the cell type-specific responses to spinal cord injury. Most of these studies have focused on non-neuronal cells in and surrounding the lesion area or throughout the spinal tissue, such as the cells that make up the fibrotic core, glial scar, myeloid cells, vascular cells, and oligodendrocyte lineage^30,56,57^. In particular, an emerging finding from multiple studies, bolstered by our own observations, is the presence of damage-associated microglia in disease and injury^56,58–64^. Of the microglia that respond after SCI, activated microglia A cells expressed neuroprotective growth factors and were transcriptionally similar to proliferative axon tract-associated microglia in postnatal mice^33,60,62^, disease-associated microglia^58^, as well as microglia from the human spinal cord^65^. Future work is needed to address the implications of this disease-associated microglia for recovery after injury in adults^61^. While these studies have highlighted the spontaneous trauma responses amongst glia, they have left neuronal plasticity mechanisms largely unaddressed. We previously used single nucleus RNA sequencing to identify neurons that respond to epidural electrical stimulation^66^, but did not examine the effect of spinal cord injury itself or explore the molecular pathways that could mediate spontaneous or therapeutic circuit remodeling.

The cell type- and context-specific factors that control a neuron’s response to injury are not well understood, hampering efforts to target, expand, and modulate this cellular potential. We leveraged the resolution of single nucleus sequencing to explore this question in the context of spinal cord injury. We found that broad neuronal responses mainly included the downregulation of physiological pathways and the upregulation of genes associated with neurotransmission and synaptic structure. In contrast, two distinct subsets of spinal cord neurons—Shox2-expressing V2d neurons and spinocerebellar neurons—expressed RAGs after injury. These genes included transcription factor RAGs (such as *Atf3* and *Sox11*) that act as indirect regulators of many growth proteins, as well as effector RAGs (such as *Sprr1a* and *Gap43*) that play a direct effector role in growth cone and axon outgrowth cytoskeletal changes^40,67,68^. By defining the identities of spinal neurons that express RAGs, our work opens the door to tracking the axonal remodeling that may accompany the transcriptional regeneration signature.

RAGs can be necessary and sufficient to support axon regrowth after injury^14,15,39,40,69,70^, prompting us to test whether spinocerebellar neurons displayed structural plasticity after injury. Indeed, we found that spinocerebellar axons are spared by severe contusion injury and even show increased numbers in the thoracic spinal cord, together with enhanced axon collaterals in the thoracic gray matter and evidence of cerebellar mossy fiber reorganization. Importantly, these structural changes confirm that spinocerebellar neurons, that express RAGs after spinal cord injury, undergo spontaneous axon outgrowth.

What may be the functional consequences of spinocerebellar circuit remodeling? Sprouting of existing axon fibers is an important component of recovery from spinal cord injury, permitting spared neurons to make new connections, serve as circuit relays, and take on compensatory roles for improved behavioral function^13,71–73^. We found that spinocerebellar neurons showed significant remodeling in the caudal thoracic cord just below the lesion, with a major expansion in the lamina VII of the ventral horn. Here, these neurons may contact local central pattern generator circuits or connect with spared and regenerating descending pathways^37,74^. Spinocerebellar neurons also showed structural plasticity at their mossy fiber terminals in the cerebellum. Given the importance of these connections in locomotion and motor learning, such anatomical changes could provide a key substrate for therapeutic interventions^75,76^.

There are several limitations to consider in this work. First, we extracted nuclei instead of whole cells for transcriptional profiling to avoid experimentally induced gene expression and selective cell death common in single-cell profiling^18,32,77,78^. However, this approach may yield fewer genes detected per cell/nucleus and may slightly bias the cellular composition^79^. For example, snRNA-seq on the human brain showed that using nuclei for transcriptional profiling depleted activated microglia, compared to using cells^80^. While it is possible that we under-represented activated microglia in our data, both single-cell and single nucleus RNA sequencing approaches have limitations^81^ that are important to consider when choosing a technique. Second, this study provided a global overview of all cell types in the lumbar spinal cord, and should be followed up by future studies on specific cell types after spinal cord injury enabling deeper analysis of the molecular pathways and trauma responses of each cell type. Third, the atlas component of this work examines changes at the gene expression level and does not address post-transcriptional cellular mechanisms. Despite these limitations, this work provides a powerful and temporally resolved reference atlas of cell type-specific changes after traumatic injury and allowed us to discover rare molecular changes that could provide the substrates of repair and recovery.

Here, we sought to uncover the endogenous mechanisms by which the adult nervous system can recover from a severe SCI. The single-cell atlas, discovery of RAG-expressing neurons, and the plasticity in spinocerebellar neurons following severe but incomplete thoracic contusion injury provide important insight into the natural mechanisms of recovery after SCI. Understanding of these intrinsic mechanisms will provide therapeutic targets to control or even reverse pathological changes across a wide variety of injuries and diseases.

## Methods

### Mice

This study including all procedures and experiments received ethical approval from both the Veterinary Office of the Canton of Geneva (Switzerland) and the National Institute of Neurological Disorders and Stroke Animal Care and Use Committee (ACUC protocol number 1384). Mice for RNA sequencing were female C57BL/6 (12–30 weeks of age). For all other experiments, balanced samples of male and female C57BL/6 mice (12–30 weeks of age) were used. Mice used in this study were housed under a 12-h light–dark cycle (06:00–18:00 light), with ad libitum access to food and water. Room temperature was between 20–26 °C and humidity was between 30–70%.

### Surgical procedures

Surgical procedures were performed as previously described^82^. Briefly, following a mid-thoracic laminectomy (T9 vertebra), a spinal cord impactor (IH-0400 Impactor, Precision Systems and Instrumentation LLC) was used to induce a contusion injury. The applied force was set to 90 kdyn. Spinal transections were performed following a mid-thoracic laminectomy (T9 vertebra), cutting the spinal cord with spring scissors before filling the void with gel foam. Animal care, including manual bladder voiding, was performed twice daily or as needed following injury.

For dextran-labeling experiments, 1 μL dextran (Rhodamine B, 10,000 MW, ThermoFisher Scientific, Catalog Number D1824) was injected into gel foam separating the transected cord.

Two days after injury, all mice were evaluated in an open field, and all animals exhibiting any hindlimb movements were not further studied. For single nucleus RNA sequencing experiments, a larger cohort of mice was taken through kinematic analysis, and three mice representative of each time point were selected. For histology experiments, at least four mice were used for each condition. Mice with bone-hit contusions or injuries that fell a standard deviation outside of the average behavior for each time point were excluded. Due to animal care requirements injury experiments were not performed blinded.

### Viruses

AAV2retro-pmSyn1-EBFP-Cre virus was produced at Addgene (Plasmid #51507)^83^. AAV1-Syn-DIO-GFP virus was produced by Vigene (CV17077-AV1). Viral particles were injected at a titer of 5^E12^−1^E13^ genome copies per mL.

### Intraspinal injections

Intraspinal injections were performed as previously described^84,85^. Briefly, mice were anesthetized by intraperitoneal injection of a drug cocktail containing fentanyl (0.2 mg kg), dexmedetomidine (1 mg/kg), and midazolam (5 mg/kg) dissolved in saline. For spinal injections, a small incision was made in the skin, and the underlying musculature and adipose tissue were teased apart to reveal the vertebral column. Tissue joining the dorsal processes of consecutive vertebrae was removed, and the vertebral surfaces were cleaned with fine forceps and gently separated to reveal the dorsal surface of the spinal cord (at spinal levels L2 and L5). The dura was punctured by pinching with sharp forceps to facilitate the smooth entry of the needle. A glass pulled needle was lowered to a depth of 300 μm, halfway between the midline of the spinal cord and the lateral edge. The needle was then pulled back to 250 μm before pressure injecting 250 nL of viral particles at a rate of 75 nL per minute. Following virus injection, the needle was left in place for one minute before it was removed. Each spinal cord received three unilateral injections at L2, L3/4, and L5^86^.

The overlying muscle was sutured after injections, and the skin incision was closed using wound clips. Anesthesia was reversed by intraperitoneal administration of buprenorphine (0.1 mg/kg), atipamezole (2.5 mg/kg), and flumenazil (0.2 mg/kg) in saline. Additionally, mice received an intradermal injection of meloxicam SR for analgesia and were returned to their home cages.

Mice were excluded when viral labeling showed less than 20 cells in the lumbar spinal cord.

### Intracranial injections

Mice were anesthetized by intraperitoneal injection of a drug cocktail containing fentanyl (0.2 mg kg), dexmedetomidine (1 mg/kg), and midazolam (5 mg/kg) dissolved in saline. A small incision was made in the scalp, and a craniotomy was made at −5.8 mm AP, −4.0 mm ML, referencing from bregma (1Cb-4/5Cb)^87^. Virus (500 nL volume) was pressure injected through a pulled glass needle at a rate of 150 nL per minute, starting at a depth of 1.8 mm, slowly raising to a depth of 1.5 mm. Following virus injection, the needle was left in place for one minute before it was removed. The craniotomy was closed with gel foam followed by bone wax, and the scalp was closed with a wound clip. Anesthesia was reversed by intraperitoneal administration of buprenorphine (0.1 mg/kg), atipamezole (2.5 mg/kg), and flumenazil (0.2 mg/kg) in saline. Additionally, mice received an intradermal injection of meloxicam SR for analgesia and were returned to their home cages.

### Behavioral assessments

All procedures used for mice in the sequencing experiment have been described in detail previously^82^. Limb movements were evaluated while running on a horizontal walkway. Bilateral leg kinematics were captured with the Vicon Motion Systems, UK (combining 12 infrared cameras) for tracking with reflective markers on the crest, hip, knee, ankle joints, and distal toes. The limbs were modeled as an interconnected chain of segments. Based on these, a total of 80 gait parameters were computed for each limb for each gait cycle. All gait parameters are reported in Supplementary Dataset 1. In Supplementary Fig. 1, quantifications of key gait parameters are shown: Step height (calculated from the toe), % drag (as percent of the gait cycle), whole limb oscillation (difference between maximum and minimum angle of limb axis, that is crest to toes, in XY plane within a gait cycle), whole limb oscillation velocity (velocity of the previous), ankle/knee/hip joint oscillation (difference between maximum and minimum joint angle within a gait cycle) and ankle joint oscillation velocity (velocity of previous). Differences among groups were calculated using two-tailed *t*-tests (unpaired) and were considered significant if *p* < 0.05. Data are represented as mean ± SEM unless otherwise indicated. Statistical analyses were performed using GraphPad prism software.

### Analysis of kinematic data

A total of 78 gait parameters were computed for each limb for each gait cycle. We chose to represent the following gait parameters: step height, drag percentage, amp limb, amp speed limb, amp join 1, amp joint 2, amp joint 3, and amp speed joint 3. Differences among groups were calculated using two-tailed *t*-tests (unpaired) and were considered significant if *p* < 0.05. Data are represented as mean ± SEM unless otherwise indicated. Statistical analyses were performed using GraphPad Prism software.

### Nuclei isolation

Nuclei were isolated from adult mouse lumbar cords with proximal dorsal and ventral roots attached using a triton-based protocol adapted from Matson et al.^22^. Briefly, mice were euthanized according to IACUC guidelines. The spinal cord was rapidly dissected and frozen on dry ice. Later, fresh frozen lumbar cords (spinal segment L2-S1) were placed in a Dounce homogenizer (Kontes Dounce Tissue Grinder) containing 500 μL of lysis buffer (0.32 M sucrose, 10 mM HEPES [pH 8.0], 5 mM CaCl_2_, 3 mM MgAc, 0.1 mM ETDA, 1 mM DTT, 0.1% Triton X-100). The cords were dounced with 5 strokes of pestle A, then 5-10 strokes of pestle B. The lysate was diluted in 3 mL of sucrose buffer (0.32 M sucrose, 10 mM HEPES [pH 8.0], 5 mM CaCl_2_, 3 mM MgAc, 0.1 mM ETDA, 1 mM DTT) and passed over a 40 μm strainer. The filtered lysate was centrifuged at 3200 × *g* for 10 min at 4 °C. After centrifugation, the pellet was resuspended in sucrose buffer and incubated for 2 min on ice. The sample was transferred to an Oak Ridge tube and homogenized for 1 min using an Ultra-Turrax Homogenizer (IKA). Then, 12.5 mL of density sucrose buffer (1 M sucrose, 10 mM HEPES [pH 8.0], 3 mM MgAc, 1 mM DTT) was layered below the sample. The tube was centrifuged at 3200 × *g* for 20 min and the supernatant immediately poured off. The nuclei on the side of the tube were resuspended with 100 μL of PBS with 0.04% BSA and 0.2 U/μL RNase inhibitor. Nuclei were inspected for visual appearance and cell lysis using trypan blue and quantified with a hemocytometer before being adjusted to a concentration of 1000 nuclei/μL.

### Single nucleus RNA sequencing

Single nucleus RNA sequencing was carried out using single-cell gene expression 3′ v2 kit on the Chromium platform (10X Genomics) according to the manufacturer’s instructions with one modification. Following reverse-transcription, an additional PCR cycle was added to the number of cycles for cDNA amplification to compensate for decreased cDNA abundance in nuclei compared to cells. Approximately 8000–9000 nuclei were loaded in each well and 3000–7000 nuclei were recovered per sample.

Libraries were sequenced to a minimum depth of 20,000 reads per nucleus using an Illumina HiSeq 3000 (PE 26–8–98 bp). Raw sequencing reads were demultiplexed, aligned, and a count matrix was generated using CellRanger. For alignment, introns and exons were included in the reference genome (mm10).

### Clustering

Analysis was performed in R (version 3.6.1), using the following packages: Seurat (version 3.2.2), RColorBrewer (version 1.1-2), ggplot2 (version 3.3.2), ggrepel (version 0.8.2), dbplyr (version 1.4.4), hrhrthemes (version 0.8.0), plyr (version 1.8.6), viridis (version 0.5.1), tibble (version 3.0.3) and tidyverse (version 1.1.0).

Seurat v3.2.2 was used to filter, normalize, anchor, and cluster the dataset^88^. We filtered nuclei for downstream analysis and included only those with greater than 200 genes detected per nucleus and less than 20% of reads coming from mitochondrial genes. For neurons, the minimum threshold was increased to 500 genes per nucleus as we have previously found that more genes are detected per nucleus in neurons compared with other cell types^18,19^. All genes analyzed were present in greater than three nuclei.

We performed integration of the five conditions (three samples each) using the uninjured samples as a reference, followed by standard log normalization and scaled the data using 2000 most highly variable genes, while regressing out percent mitochondria and nUMI. We used principal component analysis for dimensionality reduction. The number of principal components was selected based on elbow plot inflection, jackstraw plot significance, and PC heatmaps (inspecting gene loadings in each PC and their patterns) for individual principal components. Clustering was performed at two levels—first we performed coarse clustering using 25 PCs and a resolution of 3. After coarse clustering, remaining nuclei were re-normalized, scaled, and 50 principal components were used for dimensionality reduction, with a resolution of 3.

Clusters were visualized using Uniform Manifold Approximation and Projection for Dimension Reduction (UMAP), and cluster markers were found using the “auroc” test in Seurat. Clusters with less than 3 significant markers and had low nUMI, or that were not defined by a cohesive set of genes and had low nUMI, were identified as low-quality clusters and discarded from downstream analysis (Supplementary Fig. 14). We used clustering to identify doublets, rather than defining them on a cell-by-cell basis to avoid discarding cells that may have hybrid or continuum status between two related cell types. All clusters were tested for potential doublet status by examining marker lists for defining genes, using DoubletFinder^17^, and by looking for co-expression of the top markers using FeatureScatter (using top ten cell type markers from a previously published spinal cord atlas^19^). If these analyses supported a doublet identity for the cluster, it was removed from downstream analysis. Overall, 22,435 nuclei were discarded as low-quality or doublets. We next subclustered the neurons, oligodendrocytes, astrocytes, and microglia independently. Raw data for the nuclei in each class was re-analyzed with standard log normalization and a new principal component analysis. We used the following principal components and resolution for each subclustering: neurons: 40 dimensions and resolution 1; oligodendrocytes: 16 dimensions and resolution 0.3; astrocytes: 8 dimensions and resolution 0.3; and microglia: 11 dimensions and resolution 0.8. In addition, we also used label transfer^88^ to analyze the neurons and oligodendrocytes, as described in the Supplemental data. Nuclei had on average 1,392 genes per nucleus in neurons and 471 genes per nucleus in non-neuronal cells (Supplementary Dataset 7).

### Single nucleus ATAC sequencing

Single nucleus ATAC sequencing was carried out using Chromium Next GEM Single Cell ATAC v.1.1 kit on the Chromium platform (10X Genomics) according to manufacturer’s instructions. Libraries were sequenced to a minimum depth of 10,000 reads per nucleus using an Illumina MiSeq (PE 50–8–16–50 bp). Raw sequencing reads were demultiplexed, aligned, and a count matrix was generated using CellRanger-atac 2.0. Cell type-specific dimensionality reduction and cluster analysis for snATAC-seq was performed using ArchR (version 1.0.1). To cluster our scATAC-seq data (for both broad clustering and neuronal subclustering), we used ArchR’s addIterativeLSI function to perform iterative LSI clustering.

Cell types were determined using Seurat’s label-transfer algorithm with cell type annotations in snRNA-seq cells as the reference. Neurons were further subclustered and annotated into “families” (DE, DI, ME, MI, VE, VI, MN) using Seurat’s label-transfer algorithm.

Gene activity scores were calculated using ArchR v1.0.1 with default parameters by using a distance-weighted accessibility model that aggregates signal inside the gene body and in the local genomic region^89^. The resulting gene activity scores were additionally imputed using MAGIC^90^ to reduce sparsity noise in the scATAC-seq data. For peak calling and sequencing tracks, we used the addReproduciblePeakSet function from ArchR (v.1.0.1) with default parameters to call accessible chromatin peaks using MACS2 (v.2.2.7.1) in each cell type subcluster. Marker peaks were identified using ArchR’s getMarkerFeatures function. Sequencing tracks were created using ArchR’s plotBrowserTrack function. All tracks show data that have been normalized by ‘reads-in-TSS’ to account for differences in signal-to-background ratios across samples, unless otherwise stated. For all tracks, genes on the plus strand are shown in red and genes on the minus strand are shown in blue.

### Cell type prioritization by AUGUR and GO analysis

Augur was implemented as previously described using default parameters to rank which cell types changed the most after injury^66^. This approach uses a random forest classifier on subsampled matrices and reports the mean cross-validation AUC across many small subsamples (code is available on GitHub, see below). (The AUC is a measure of the performance of a classifier, with 1 being a perfect classification, 0 being random and negative values indicating poor performance.) For pathway analysis, differential gene expression across conditions was generated using FindMarkers using the Wilcox test. GO Analysis was done using all differentially expressed genes with p_adj < 0.05 using medium stringency and default parameters at https://david.ncifcrf.gov/. GO biological process, cell compartment, and molecular function were analyzed and the clustering annotation tool was selected. Only clusters with an enrichment score (−log of *p* value) greater than 1.3 were considered. In cases in which multiple clusters had the same genes and similar terms, only the most significant is shown.

### Immunohistochemistry and in situ hybridization

Animals were euthanized with avertin and perfused with PBS and then 4% paraformaldehyde. Spinal cords were dissected, fixed in 4% paraformaldehyde overnight, washed in PBS for one hour, then dehydrated in 30% sucrose an additional night before being embedded in OCT.

Immunohistochemistry was performed as previously described^18^. Briefly, spinal cords were cut at 50 µm, placed in blocking buffer (1% IgG-free BSA, 10% normal donkey serum, 0.1% Triton X-100 in PBS) for one hour prior to incubation in blocking buffer and primary antibody for 48 h at 4 °C. Primary antibody was washed off three times in PBS before a 2-h incubation in secondary antibody at room temperature. The secondary antibody was washed off three times in PBS before adding a coverslip.

Multiplex immunohistochemistry was performed as previously described on 10-µm-thick tissue sections^91^. In situ hybridization was performed according to the manufacturer’s instructions for fixed frozen tissue RNAscope (ACD Bio).

### Immunohistochemistry antibodies

#### Primary antibodies

IBA1 (dilution 1:100, Cedarlane Labs, 234006(SY)), TMEM119 (dilution 1:100, Cedarlane Labs, 400004(SY)), CD11c (dilution 1:100, GeneTex, GTX74935), Myelin-MBP (dilution 1:100, BioLegend, 808402), NF-L (dilution 1:200, Cell Signaling, 2835S), NF-M (dilution 1:200, Cell Signaling, 2838 S), NF-H (dilution 1:200, Cell Signaling, 2836 S), NeuN (dilution 1:500, Millipore Sigma, ABN90P), CD68 (dilution 1:100, Abcam, ab125212), CNPase (dilution 1:200, Millipore Sigma, MAB326), GFAP (dilution 1:500, Agilent/Dako, Z033429-2), Cleaved Caspase 3 (dilution 1:100, Cell Signalling Tech, 9661L), and Phospho-IGF1R (dilution 1:100, Invitrogen, PA5-104773).

#### Secondary antibodies

DAPI (dilution 1:1000, Thermo Fisher Scientific, 62248), Goat anti-Hamster IgG Alexa Fluor 647 (dilution 1:200, Jackson ImmunoResearch, 127-605-160), Goat anti-Rabbit IgG Alexa Fluor 430 (dilution 1:200, Thermo Fisher Scientific, A11064), Goat anti-Rabbit IgG Alexa Fluor 430 (dilution 1:200, Thermo Fisher Scientific, A11064), Goat anti-Rabbit IgG Alexa Fluor 594 (dilution 1:200, Thermo Fisher Scientific, A11037), Goat anti-Mouse IgG1 Alexa Fluor 488 (dilution 1:200, Thermo Fisher Scientific, A21121), Goat anti-Mouse IgG1 Alexa Fluor 647 (dilution 1:200, Thermo Fisher Scientific, A21240), Goat anti-Mouse IgG2a Alexa Fluor 546 (dilution 1:200, Thermo Fisher Scientific, A21133), Goat anti-Mouse IgG2b Alexa Fluor 647 (dilution 1:200, Thermo Fisher Scientific, A21242), Goat anti-Guinea Pig IgG Alexa Fluor 546 (dilution 1:200, Thermo Fisher Scientific, A11074), Goat anti-Guinea Pig IgG Alexa Fluor 594 (dilution 1:200, Thermo Fisher Scientific, A11076), Donkey anti-Chicken IgG IRDye 680LT (dilution 1:200, Li-Cor Biosciences, 926-68028), Donkey anti-Rabbit IgG IRDye 800CW (dilution 1:200, Li-Cor Biosciences, 926-32213), Donkey anti-Chicken IgG Alexa Fluor 488 (dilution 1:500, Jackson ImmuoResearch, 703-545-155), and Donkey anti-Guinea Pig IgG Alexa Fluor 647 (dilution 1:500, Jackson ImmuoResearch, 706-605-148).

### RNAscope in situ hybridization probes

ACDbio RNAscope probes: Spp1 (435191), Vsx2 (438341), Gap43 (318621), Chat (408731), Itgax (311501), Mdga1 (546411), Sprr1a (426871-C2), Vgf (517421-C2), Igf1 (443901-C2), Sprr1a (426871-C2), C1qa (441221-C2), Megf11 (504281-C2), GFP (409011-C2), Apoe (313271-C3), Tnfrsf12a (429311-C3), Atf3 (426891-C3), Gpr83 (317431-C3), Pdgfra (480661-C3), Shox2 (554291-C3), Gpnmb (489511-C3).

### Imaging

Images of immunohistochemistry and in situ hybridization samples were imaged using a Zeiss 800 LSM confocal microscope. For quantification, a tile scan image spanning the section was generated for ≥ 3 sections from ≥ 3 mice. Brightness and contrast were adjusted in Photoshop (Adobe), standardized across images.

### Quantification of cell counts from images of immunohistochemistry

Quantification of NeuN, Olig2, and DAPI immunohistochemistry for Fig. 1 was done through a custom MATLAB-based image analysis program (code is available on Github, see below). The software automatically identifies and counts cells based on a criterion that constrains size at a user-selectable intensity threshold. A manual selection tool is also available to identify additional cells that are more difficult to detect. A second channel of the same image shows can be used to count cells that are labeled with both stains using the results from the first channel and a second set of user-selectable thresholds.

Quantification of all other immunohistochemistry was done using FIJI (ImageJ) and photoshop counting tools.

### Pixel quantification

Pixels were quantified using a custom python script (code is available on Github, see below), after a standardized thresholding of images using FIJI (ImageJ).

### Fluorescence intensity

Mean fluorescence intensity was quantified using FIJI (ImageJ) after manually drawing borders based on DAPI and NeuN expression.

### Histological quantification

Two-tailed Mann–Whitney *t*-tests (unpaired) were used for quantification of immunohistochemistry and in situ hybridization. Differences among groups were considered significant if *p* < 0.05. Data are represented as mean ± SEM unless otherwise indicated. Statistical analyses were performed using GraphPad Prism software (version 9.0.0). In all plots, dots represent individual mice. Imaging and most measurements were not done blinded. Only the quantification of pixels for gray matter collaterals was blinded.

### Statistics and reproducibility

Sample sizes are estimated based on previous studies, with at least four animals per condition for anatomical and histological work, and three animals per condition for snRNAseq. For anatomical and histological work, four animals per condition enabled statistical analysis despite a small amount of variability expected after a spinal cord contusion injury. For snRNAseq, three animals were chosen as the minimum number to allow statistical analysis of each time point, while balancing sequencing costs.

AAV injections were replicated in two completely independent experimental cohorts. Mice were randomly assigned to injury groups and AAV-injection groups in each cohort, with AAV injections occurring 2 weeks prior to the injury surgery. Both cohorts were included in the final analysis.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Supplementary Dataset 7

Reporting Summary

## Data Availability

A searchable version of this data is available at https://seqseek.ninds.nih.gov/spinalcordinjury. Raw sequencing data and count matrices have been deposited to the Gene Expression Omnibus (GSE172167). Source data are provided with this paper.

## Source data

Source Data

## Code availability

Custom MATLAB-based code for quantification of cell counts is available at https://github.com/ArielLevineLabNINDS/CellCounter (10.5281/zenodo.6967482). Custom python-based code for quantification of pixels on thresholded images is available at https://github.com/ijhua/pixel_counts. Code for Augur is available at https://github.com/neurorestore/Augur.

# Supplementary material for: Single cell atlas of spinal cord injury in mice reveals a pro-regenerative signature in spinocerebellar neurons
**Source:** Nat Commun. 2022 Sep 26;13:5628. doi: 10.1038/s41467-022-33184-1
**Supplement:** Supplementary file 1 — Supplementary Information

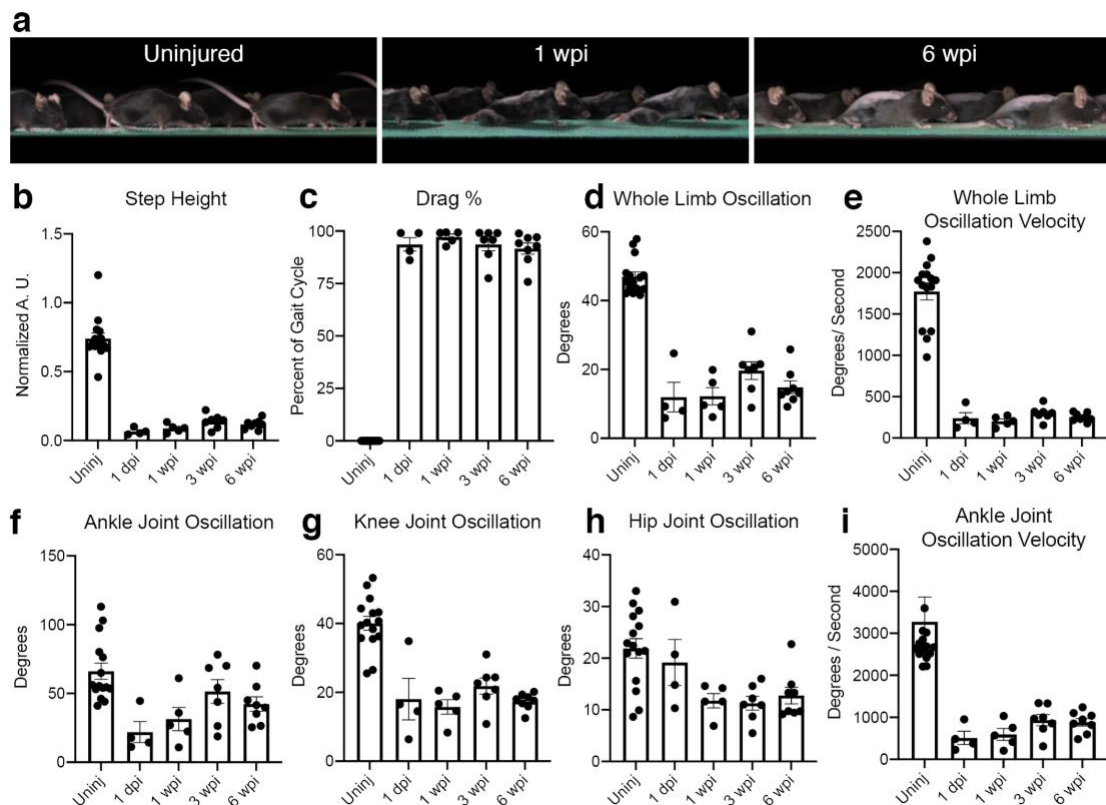

Supplementary Fig. 1. Kinematics of Mice after Injury. **a.** Chronophotography showing the overground walking of uninjured mice and those 1 and 6 wpi while running on a horizontal walkway. **b-i.** Bilateral leg kinematics, showing **b.** step height, **c.** percent of steps with drag, **d.** whole limb oscillation, **e.** whole limb oscillation velocity, **f.** ankle joint oscillation, **g.** knee joint oscillation, **h.** hip joint oscillation, and **i.** ankle joint oscillation velocity. Error bars indicate $\pm$ SEM; Uninj N = 15; 1 dpi N = 4; 1 wpi N = 5; 3 wpi N = 7; 6 wpi N = 8 animals. Source data are provided as a Source Data file.

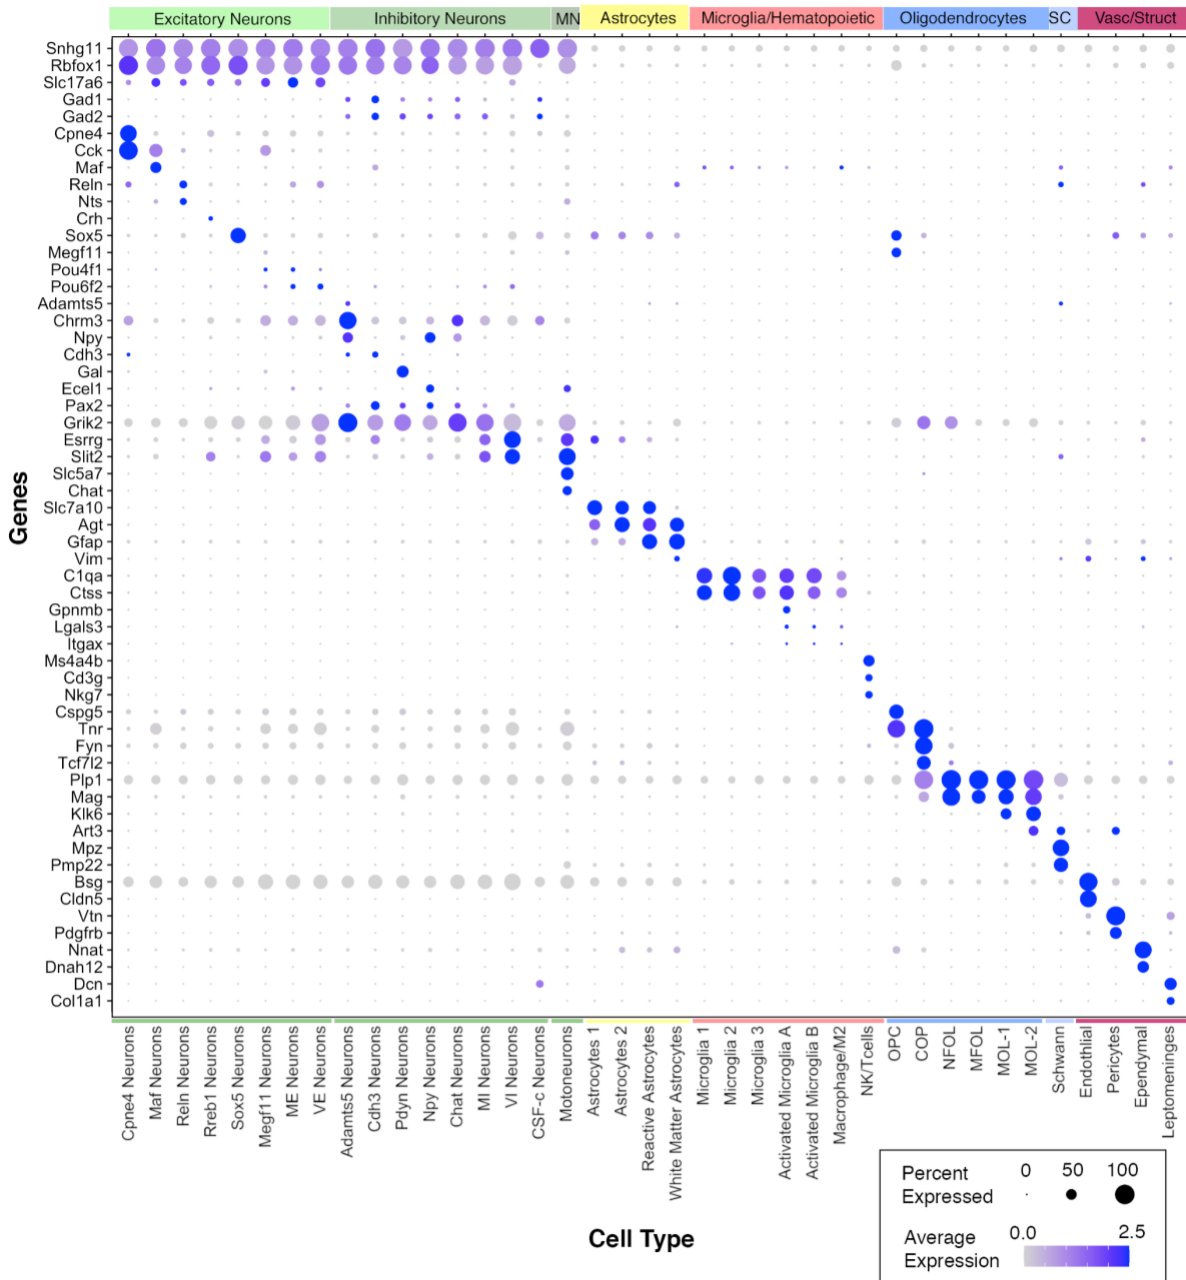

Supplementary Fig. 2. Top Markers for Clusters. Dotplot showing top markers for 39 clusters, from all uninjured and injured timepoints combined. Dot size indicates percent expressed and dot color indicates average expression.

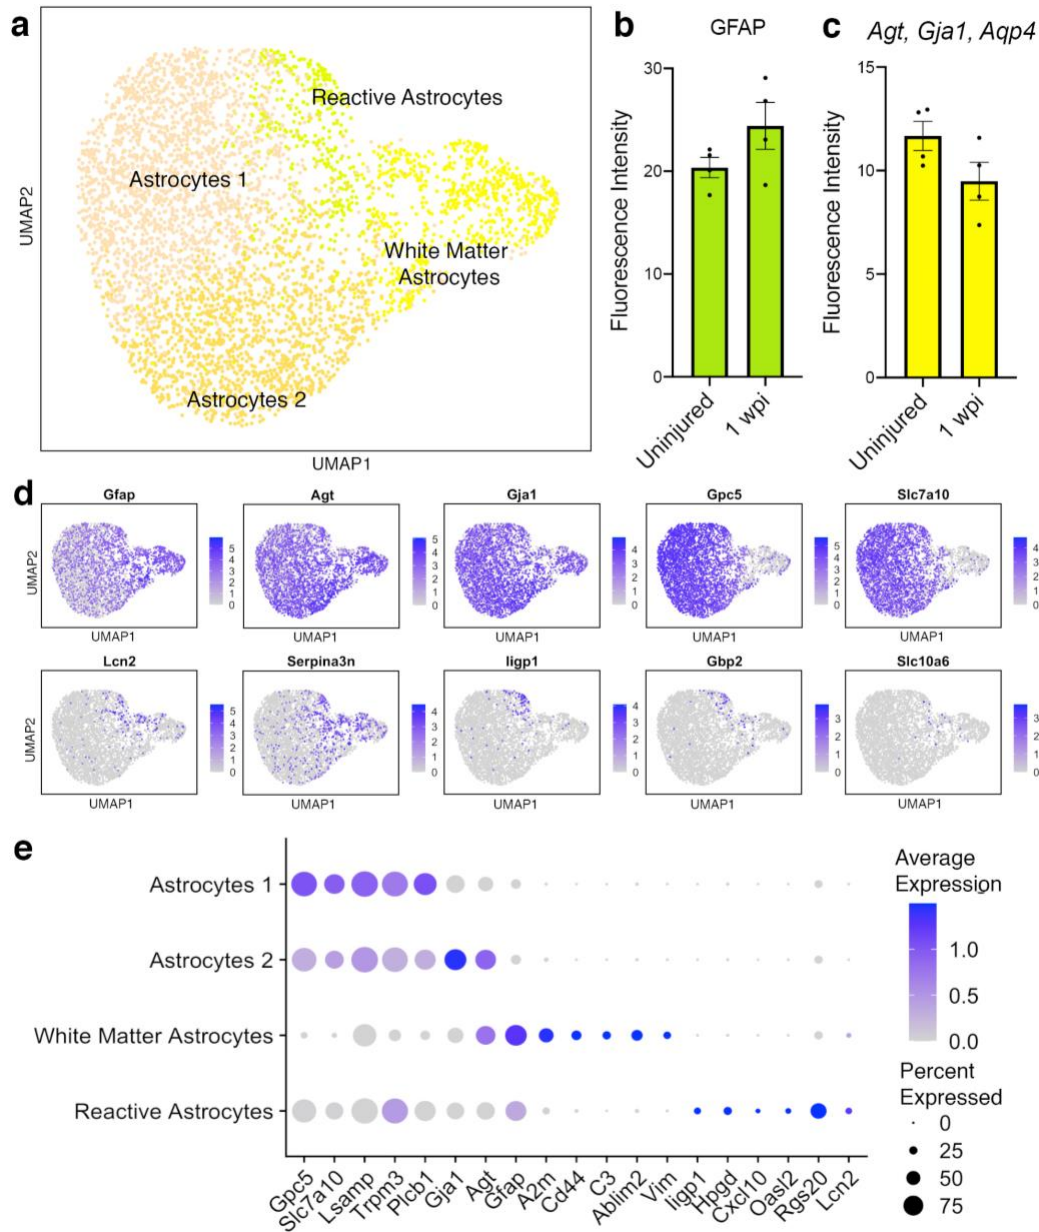

Supplementary Fig. 3. Astrocyte Subclusters. **a.** UMAP showing astrocyte subtypes, including astrocytes 1, astrocytes 2, white matter astrocytes and reactive astrocytes. **b-c.** In-tissue quantification of markers for astrocytes, including **b.** immunostaining for GFAP and **c.** RNAscope *in situ* hybridization for *Agt*, *Gja1* and *Aqp4*. No significant difference between conditions. Mean $\pm$ SEM; N = 4 animals. Source data are provided as a Source Data file. **d.** Featureplots of markers for astrocyte subtypes. **e.** Dotplot showing top markers for astrocytes 1, astrocytes 2, white matter astrocytes and reactive astrocytes.

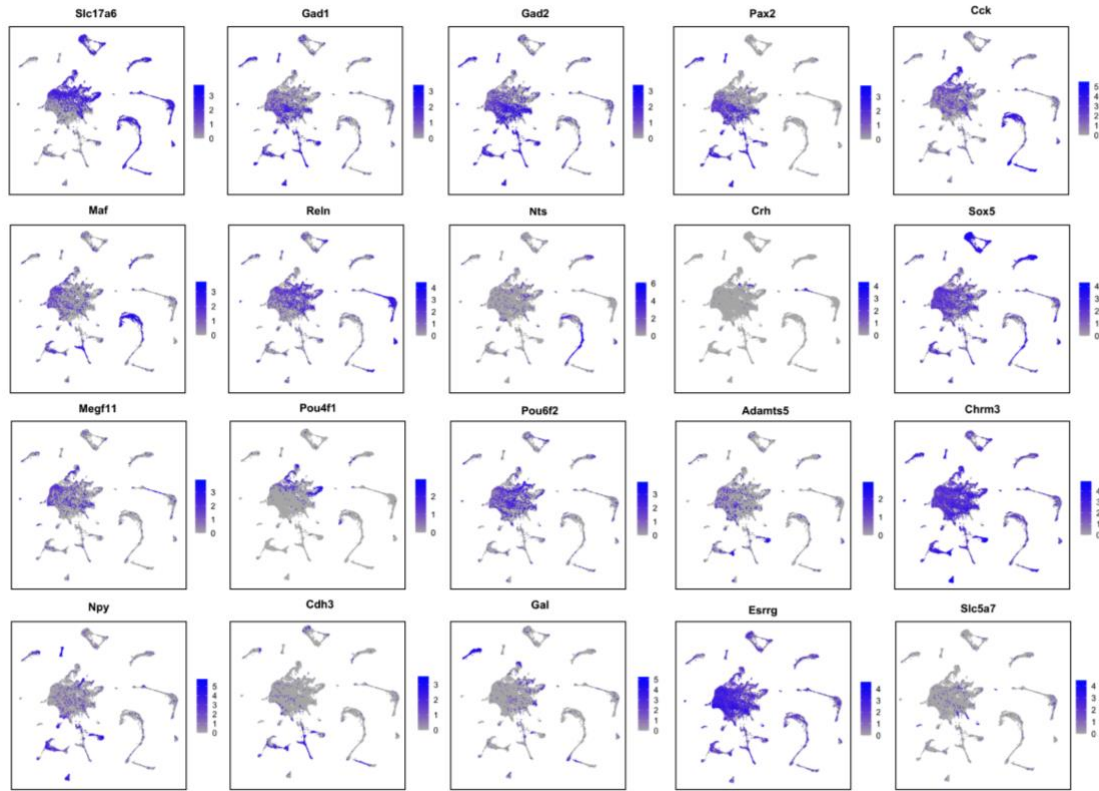

Supplementary Fig. 4. Markers of Neuronal Subpopulations. **a.** Featureplots showing markers for families of neurons. More can be visualized on <https://seqseek.ninds.nih.gov/spinalcordinjury>. **b.** Annotations of neurons using label transfer from the atlas of mouse lumbar spinal cord cell types, Russ et al. **c.** Subclustering of neurons and their annotations, highlighting a cluster that is not easily annotated using label transfer, but rather is defined by RAGs. **d.** Volcano plot showing differentially-expressed genes in the uninjured and injured RAG+ Cluster (cluster 23).

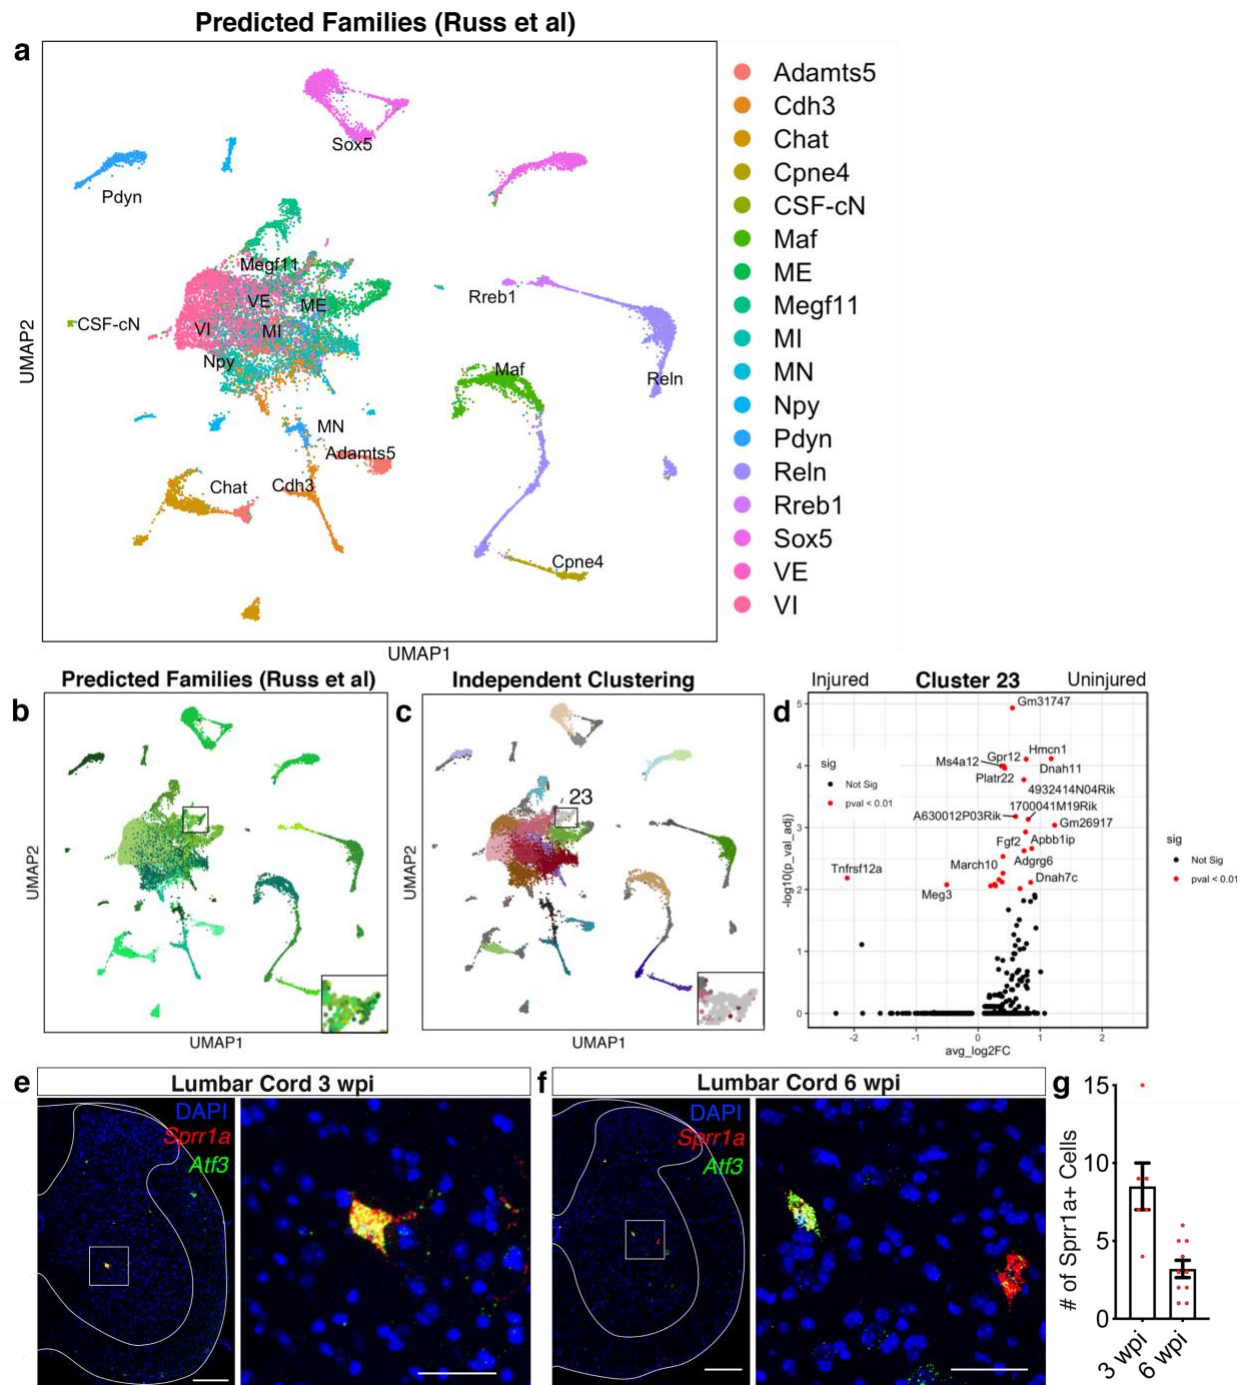

Supplementary Figure 5 a-b. UMAP of neurons classified by label transfer from Russ et al. 2021. **c.** UMAP of neurons clustered without label transfer, with cluster 23 expressing RAGs. **d.** Volcano plot of the differential gene expression after injury within cluster 23. The RAG *Tnfrsf12a* is the only significant gene upregulated after injury. Black dots indicate genes that were not significantly different. Red dots indicate significant genes, $p < 0.01$. Wilcoxon rank sum test. **e-f.** *In situ* hybridization of the RAGs *Sprr1a* and *Atf3* at **(d)** 3 wpi and **(e)** 6 wpi. Scale bars are 200 and 50 μm , respectively. **g.** Quantification of the number of *Sprr1a* in tissue at 3 and 6

wpi. Error bars indicate $\pm$ SEM; N = 6 and 10 animals, respectively. Source data are provided as a Source Data file.

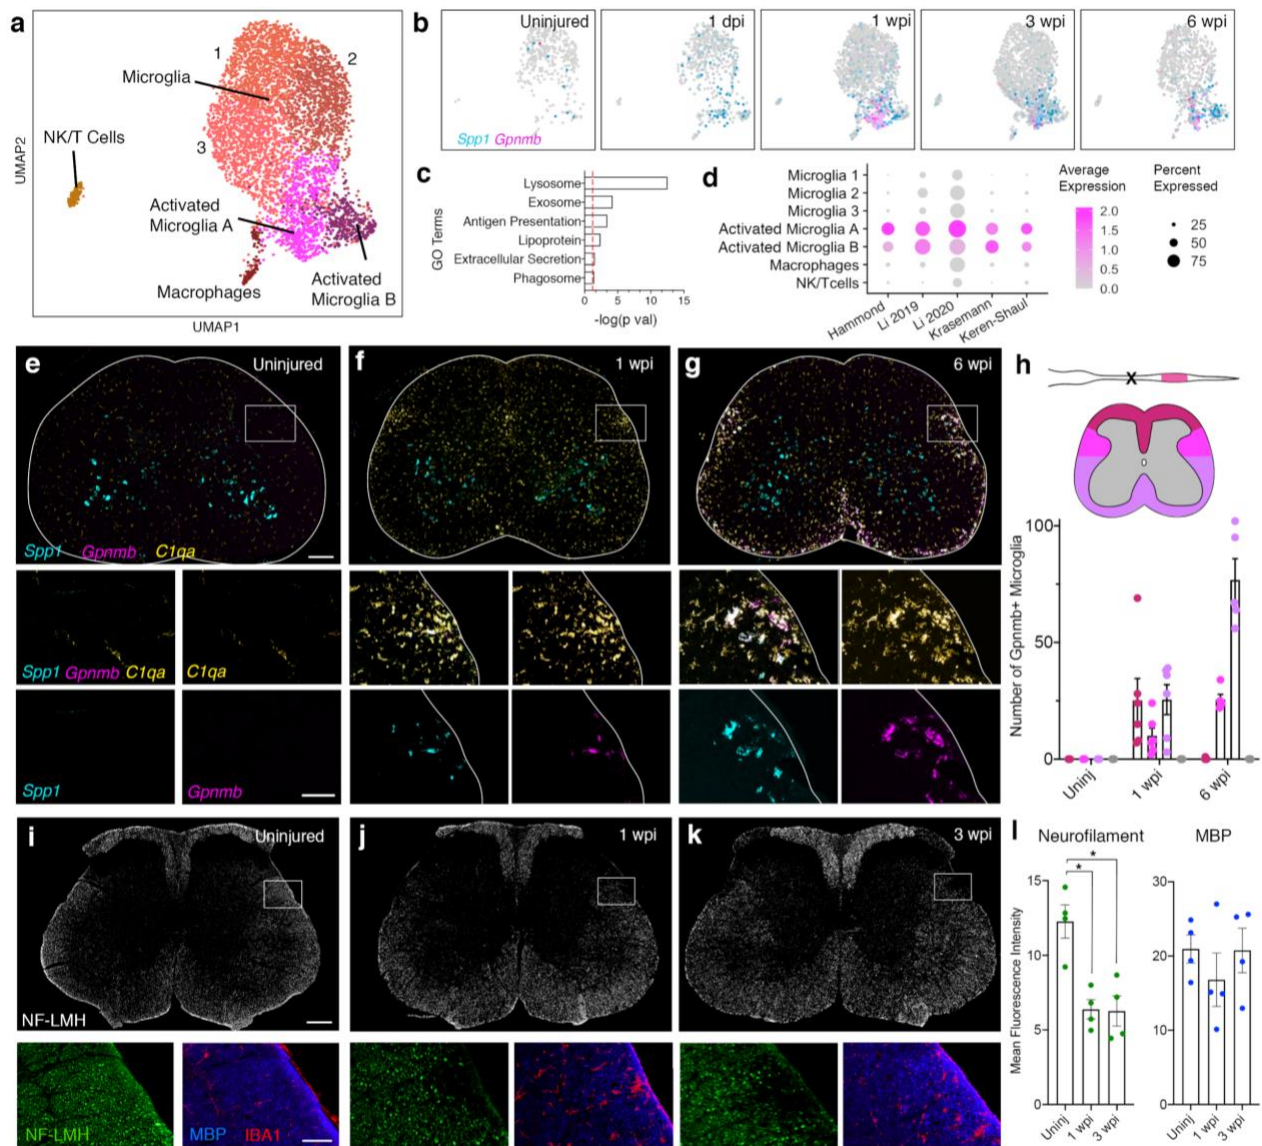

Supplementary Figure 6. Microglia Expansion and after Injury and the Emergence of a “Trauma Associated Microglia” **a.** UMAP of the 7 microglia subtypes. **b.** Featureplot of two marker genes of the “activated microglia A” population, *Spp1* (cyan) and *Gpnmb* (magenta), split by the timepoint (Uninjured, 1 dpi, 1 wpi, 3 wpi, and 6 wpi). **c.** GO analysis for “activated microglia A” marker genes. Red dotted line indicates $-\log(p\text{-value})$ 1.3 (p value 0.05). P values (adjusted) were calculated using Benjamini-Hochberg false discovery rate (FDR). **d.** Dotplot comparing top 5 marker genes from previous studies of postnatal and disease-associated microglia. (*Clec7a*, not detected in our dataset, was excluded.) **e-g.** RNAscope *in situ* hybridization showing expression of *Spp1* (cyan) and *Gpnmb* (magenta) and *C1qa* (yellow) in uninjured, 1 wpi, and 6 wpi lumbar spinal cord. Scale bars are 200 μm in top row and 50 μm in middle and bottom rows. **h.** Number of *Gpnmb*+ microglia (quantified by *C1qa*, *Gpnmb* double-labeling). **i-k.** Immunofluorescence images showing expression of NF-LMH, MBP, and IBA1 in uninjured, 1 wpi, and 3 wpi lumbar spinal cord. Scale bars are 200 μm in top row and 50 μm in middle and bottom rows. **l.** Mean fluorescence intensity of Neurofilament and MBP in uninjured, 1 wpi, and 3 wpi lumbar spinal cord. Error bars indicate $\pm$ SEM; N = 6 and 10 animals, respectively. Source data are provided as a Source Data file.

positive cells) in each of the following regions in the spinal cord: dorsal funiculus (magenta), dorsal-lateral funiculus (pink), ventral funiculus (purple) and grey matter (grey). Error bars indicate mean $\pm$ SEM (N = 4 animals). **i-k.** Immunohistochemistry staining for MBP, IBA1 and Neurofilament light, medium and heavy (LMH). Scale bars are 200 μ m in top row and 50 μ m in bottom row. **l.** Quantification of fluorescence intensity of neurofilament-LMH and MBP in the region boxed i-k, in the dorsal-lateral white matter. * = p-val < 0.001, two-sided unpaired t-test. Error bars indicate mean $\pm$ SEM; N = 4 animals. Source data are provided as a Source Data file.

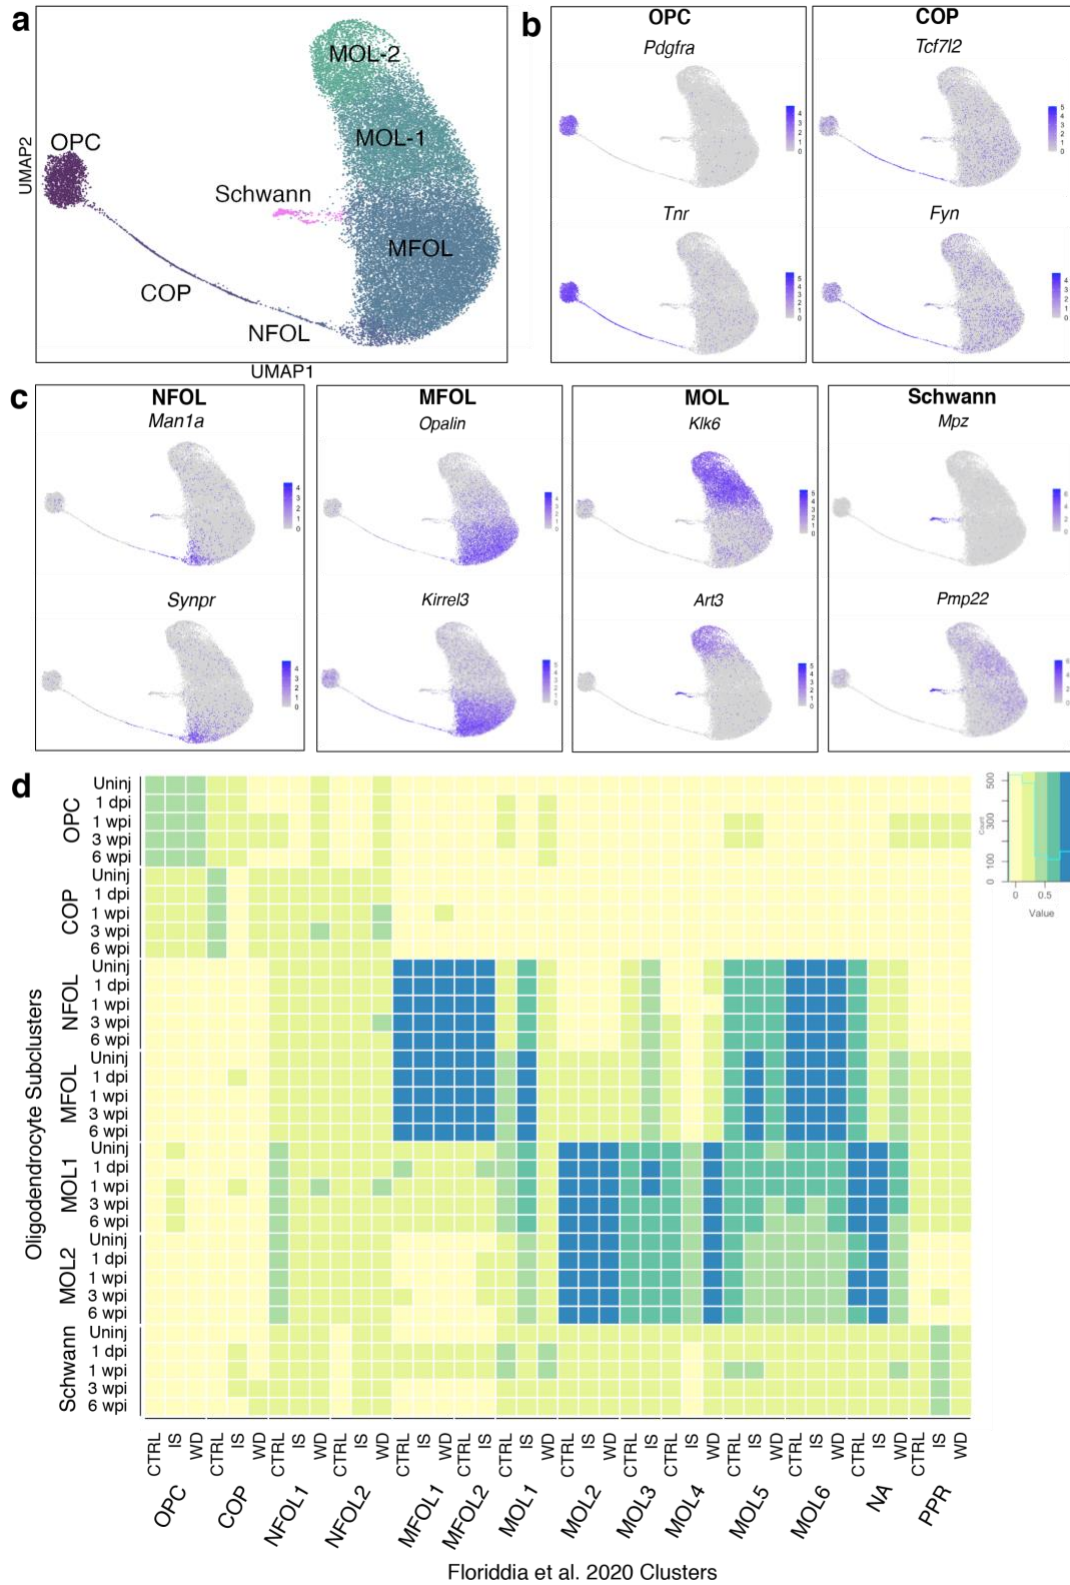

Supplementary Fig. 7. Oligodendrocyte Subclusters. **a.** UMAP of oligodendrocyte subclusters. **b-c.** Featureplots of genes differentiating oligodendrocyte subclusters. **d.** Pearsons correlation of top 2,000 variable genes between oligodendrocyte subclusters, split by injury condition

compared to oligodendrocyte subclusters from Floriddia et al. 2020, split by injury condition. Values are colored from 0 (yellow) to 1 (blue).

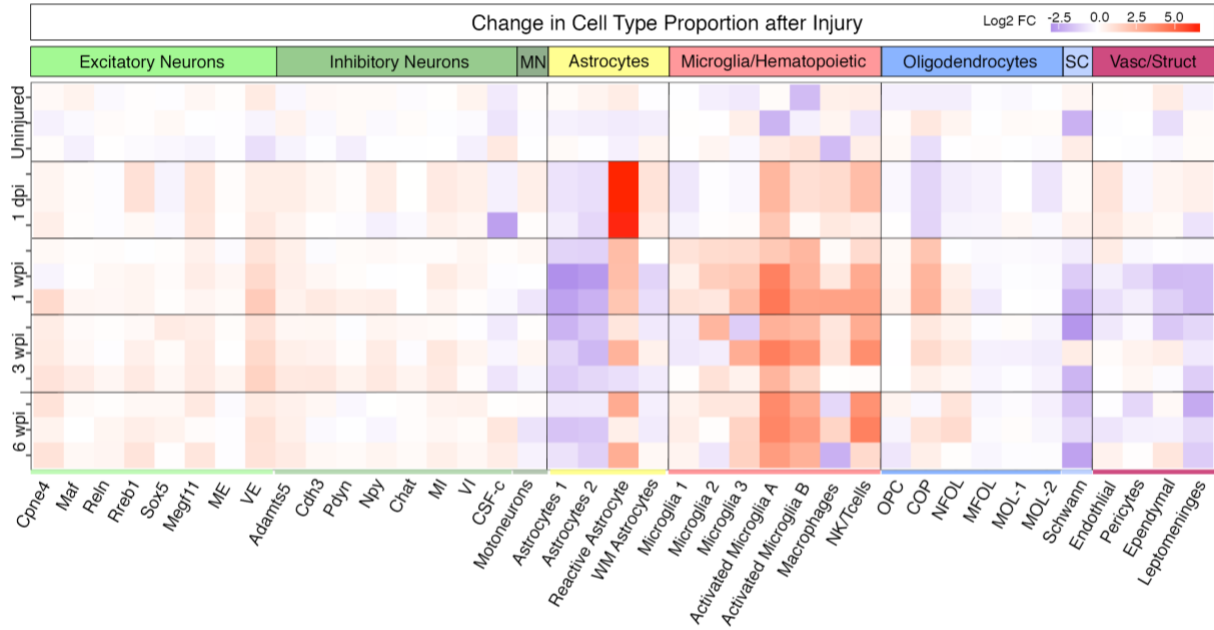

Supplementary Fig. 8. Changes in Cell Type Proportion after Injury. Heatmap showing the change in cell type proportion after spinal cord injury. Log2 fold change was calculated based on the average percent of a sample in the uninjured cord. Negative (decreases) in proportion are colored in blue and positive (increases) in proportion are colored in red (N = 3 animals per time point).

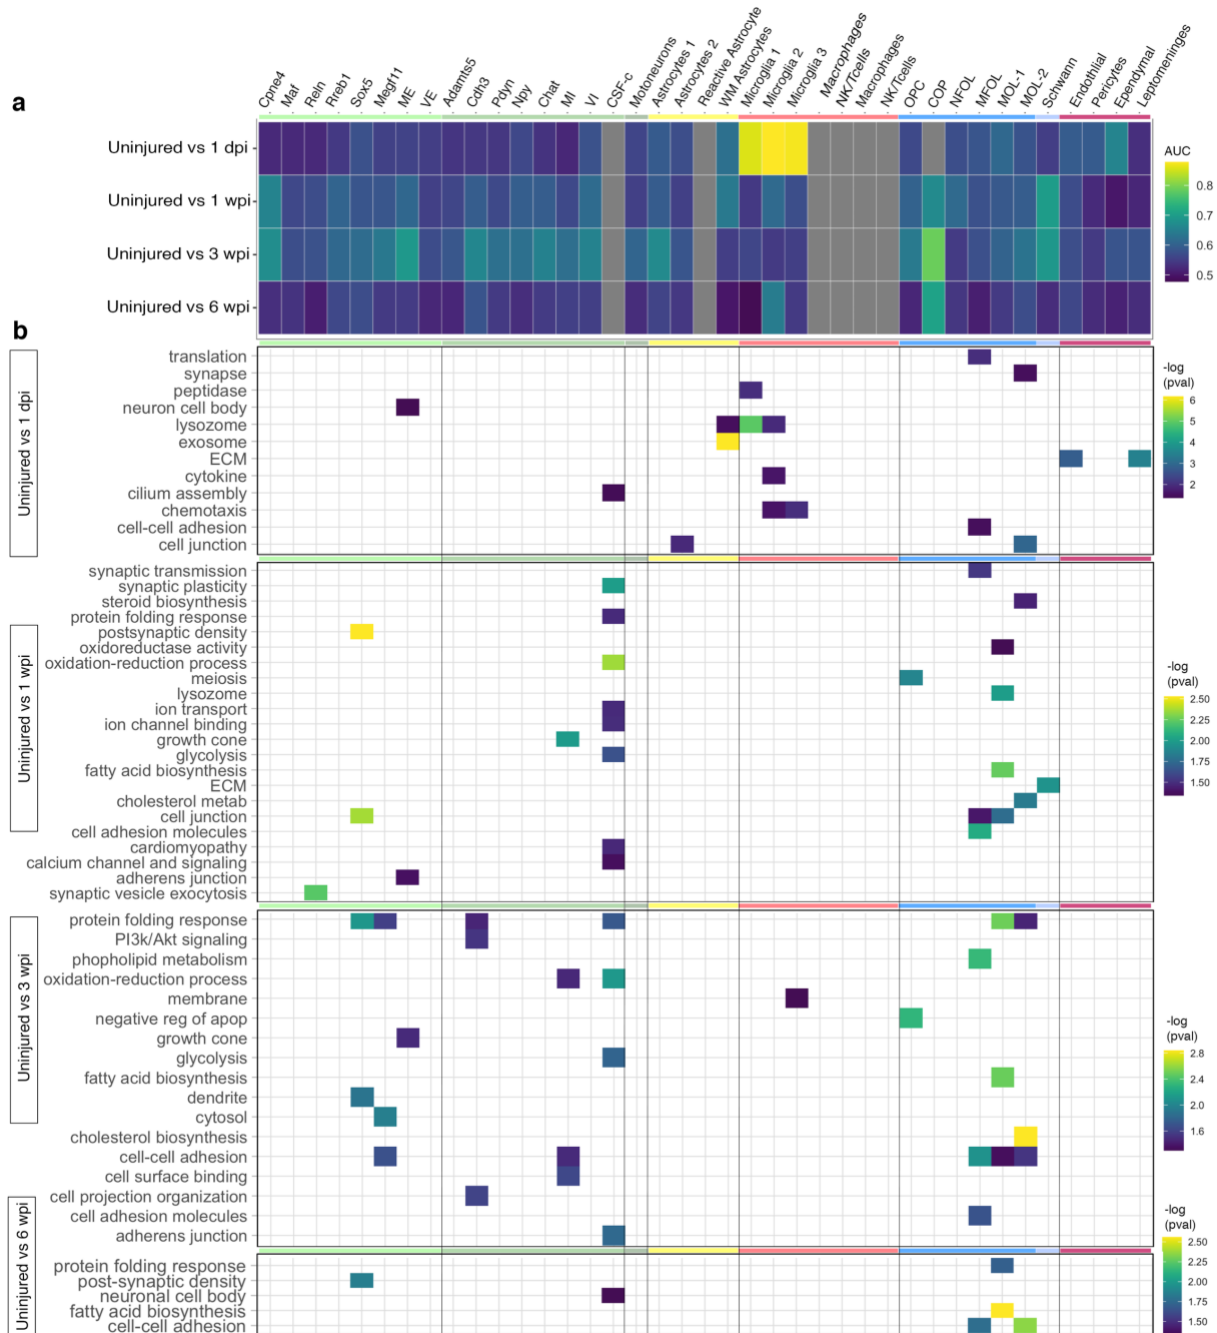

Supplementary Fig. 9. Cell Type Specific Changes in Gene Expression after Injury

a. Cell types ranked based on responsiveness by Augur. AUC score represented from dark blue to yellow. Clusters with insufficient number of cells in the uninjured timepoint are plotted in grey. **b.** Pathway analysis for differentially expressed genes between uninjured and injured timepoints. Tiles are colored by $-\log(p\text{value})$ of GO and KEGG pathway clusters. $-\log(p\text{value})$ 1.3 = $p\text{value}$ 0.05. P values (adjusted) were calculated using Benjamini-Hochberg false discovery rate (FDR). Source data are provided as a Source Data file.

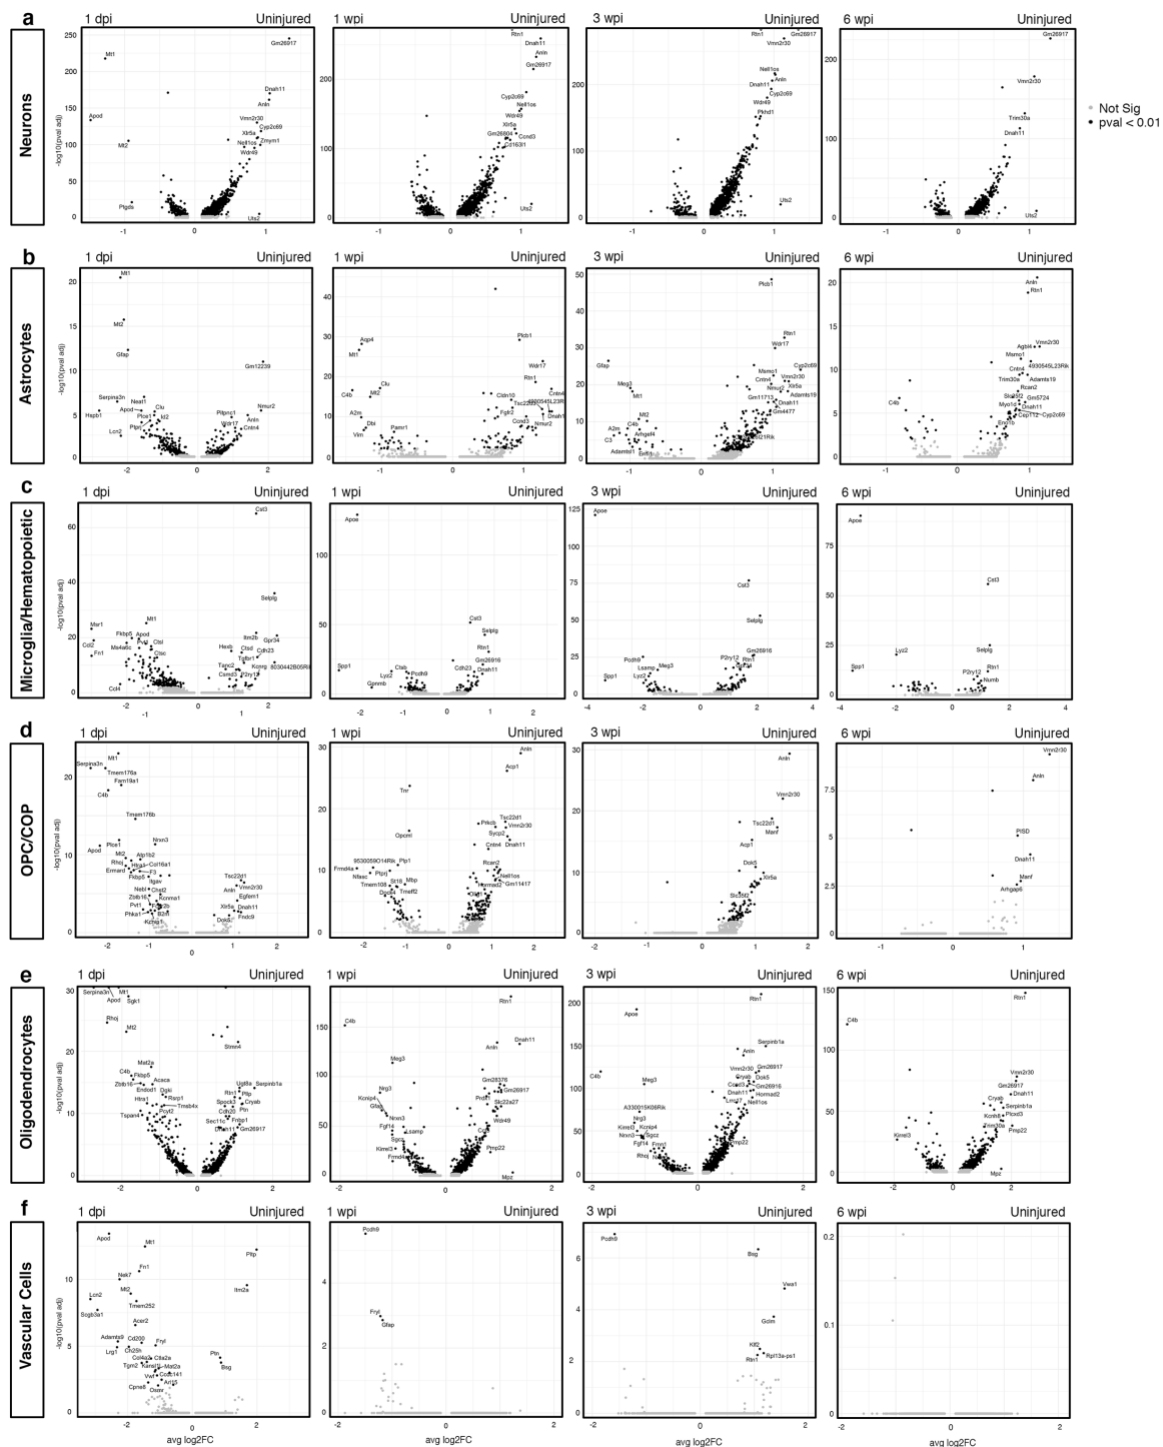

Supplementary Fig. 10. Differential Gene Expression in Cell Types after Injury. a-f. Volcano plots showing differential gene expression between **a.** neurons **b.** astrocytes **c.** microglia/hematopoietic cells **d.** oligodendrocyte progenitor cells (OPCs) and oligodendrocyte precursor cells (COPs). **e.** oligodendrocytes and **f.** vascular cells. Differential gene expression was calculated using Wilcox test. Significant genes are colored in black ($p < 0.01$) and not

significant genes are colored in grey. Genes with > 0.8 average log2 fold change are labeled by name. Source data are provided as a Source Data file.

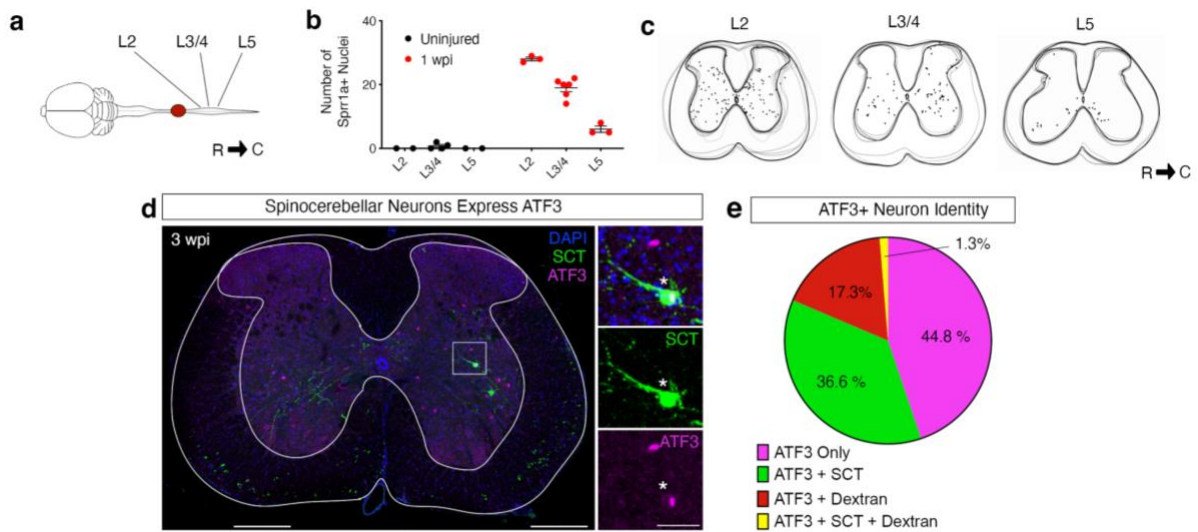

Supplementary Fig. 11. **a.** Schematic showing the rostral-caudal axis of L2, L3/4, and L5 in relation to the thoracic contusion injury. **b.** Quantification of *Sprr1a*+ cells in the uninjured and 1 wpi lumbar cord along the rostral-caudal axis. **c.** Spatial summary of *Sprr1a* in the lumbar cord along the rostral-caudal axis across multiple animals (N = 4 animals). **d.** Immunostaining of ATF3, with stereotactically-labeled spinocerebellar neurons. Representative replicate is shown. Scale bars are 200 and 50 μ m, respectively. **e.** Quantification of ATF3+ neurons, coinciding with SCT and/or dextran-labeling. (N = 4 animals.) Data from one independent cohort is shown. The results of this experiment were replicated in a second cohort.

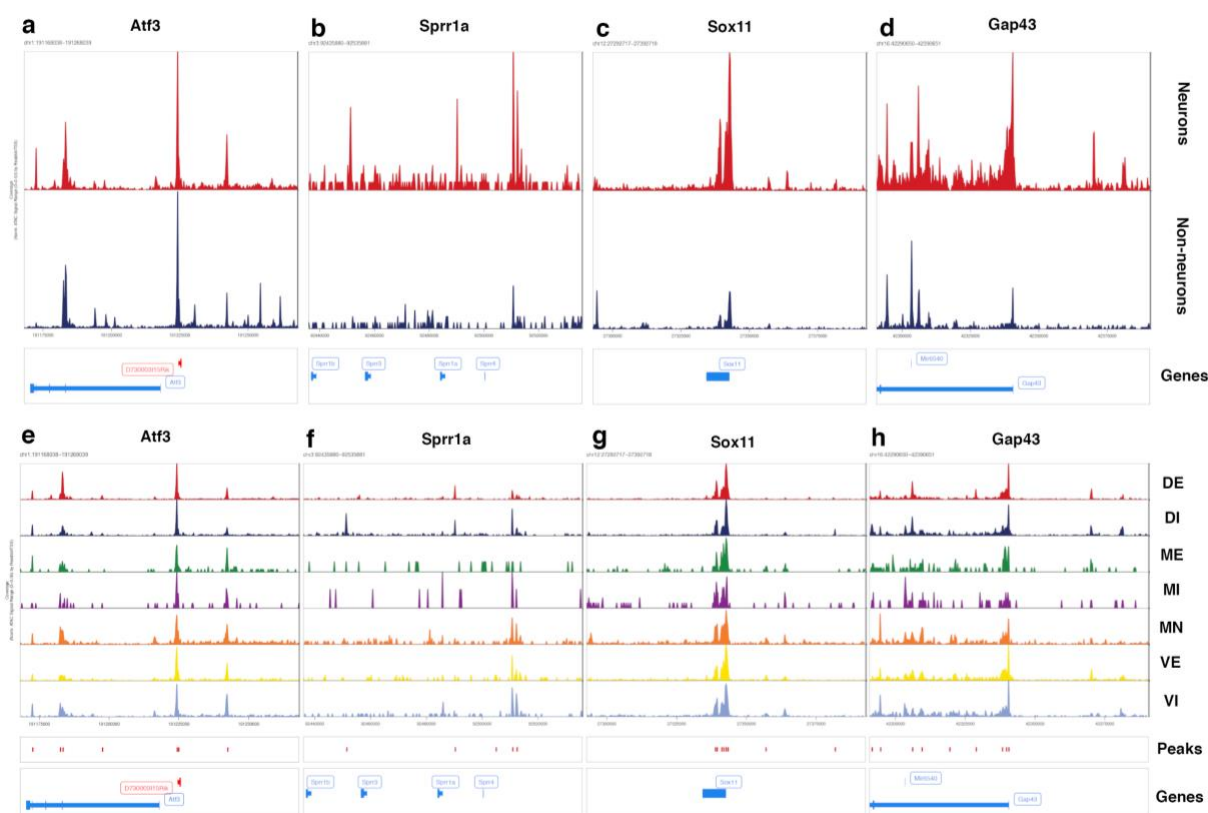

Supplementary Fig. 12. snATAC-seq to Examine Predisposition of RAG Expression in of Spinal Cord Cells. a-d. Plot tracks of open chromatin regions for RAGs in neurons and non-neurons. e-h. Plot tracks of open chromatin regions for RAGs across neuronal subtypes, including dorsal excitatory (DE), dorsal inhibitory (DI), mid-excitatory (ME), mid-inhibitory (MI), motoneurons (MN), ventral excitatory (VE), and ventral inhibitory (VI).

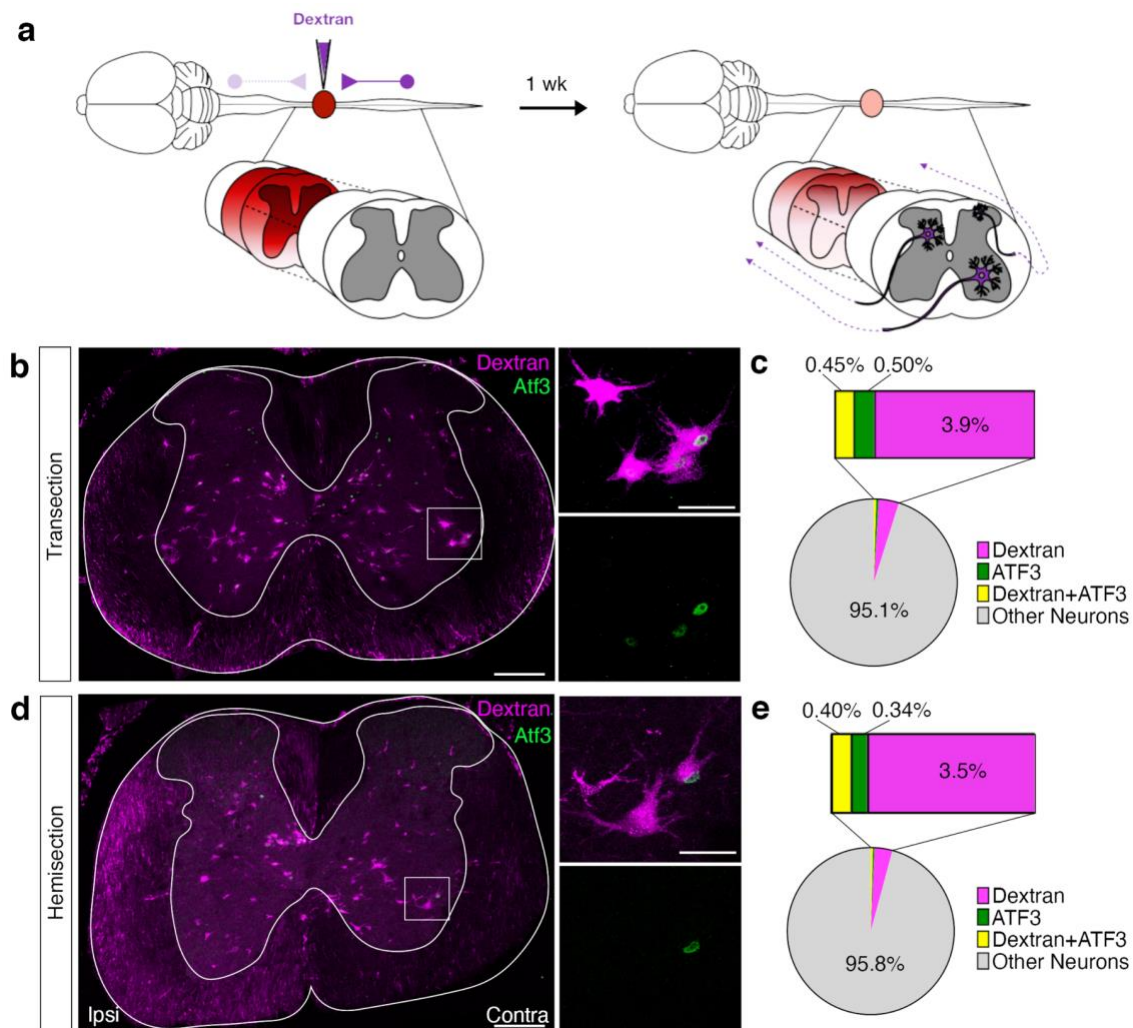

Supplementary Fig. 13. Dextran Labels Directly Injured Ascending Neurons, a Subset of ATF3+ Neurons. **a.** Schematic of dextran injection and injury. **b.** Immunohistochemistry of ATF3 on dextran-labeled thoracically transected lumbar spinal cord 1 wpi. Scale bars are 200 and 50 μ m, respectively. **c.** Quantification of dextran and ATF3 as a proportion of all NeuN-expressing cells after thoracic transection. (N = 4 animals.) **d.** Immunohistochemistry of ATF3 on dextran-labeled thoracically lateral hemisectioned lumbar spinal cord 1 wpi. Scale bars are 200 and 50 μ m, respectively. **e.** Quantification of dextran and ATF3 as a proportion of all NeuN-expressing cells after thoracic lateral hemisection. (N = 4 animals.)

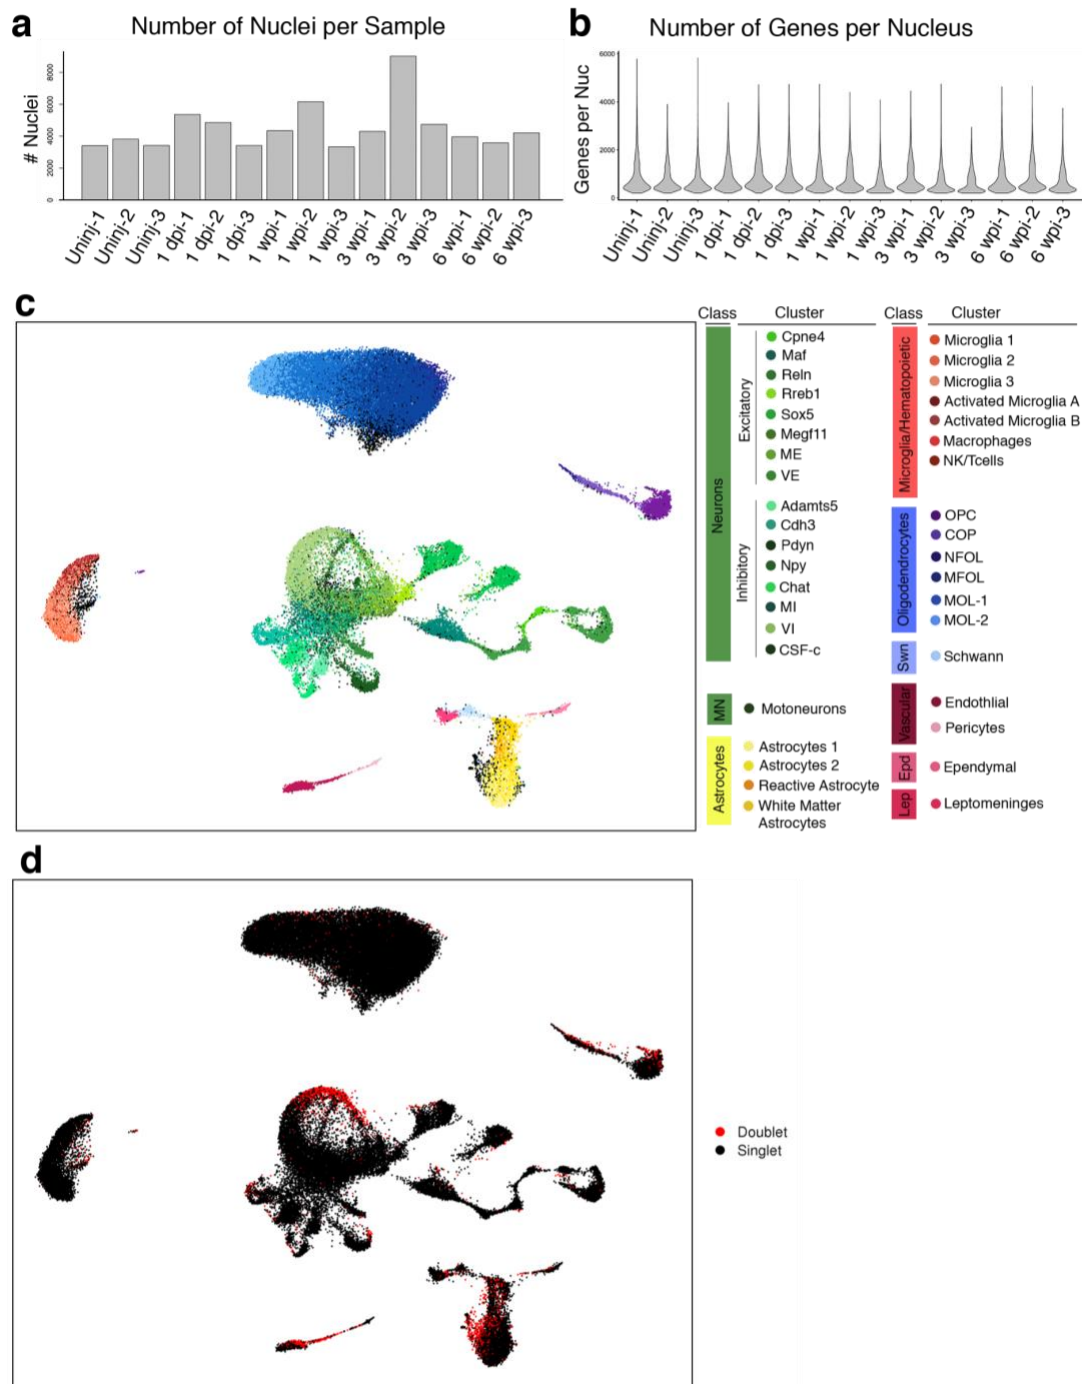

Supplementary Fig. 14. Quality Control and Doublet Identification. **a.** The number of nuclei per sample. **b.** The number of genes per nucleus in each sample. Source data are provided as a Source Data file. **c.** UMAP of all nuclei prior to removal of doublets. Doublets **d.** Identification of doublets using doublet finder.

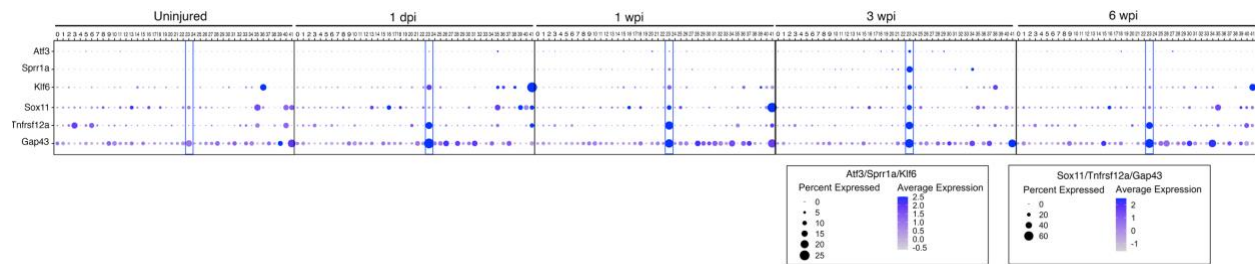

Supplementary Fig. 15. RAGs within Neuronal Subtypes Over Time. A dotplot showing the expression of the RAGs Atf3, Sprr1a, Klf6, Sox11, Tnfrsf12a and Gap43 in uninjured and injured timepoint. Average expression is indicated from grey (low) to blue (high).

# Supplementary material for: Single cell atlas of spinal cord injury in mice reveals a pro-regenerative signature in spinocerebellar neurons
**Source:** Nat Commun. 2022 Sep 26;13:5628. doi: 10.1038/s41467-022-33184-1
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplementary Dataset 1: Kinematics of Mice after Injury Source Data. Limb movements were evaluated while running on a horizontal walkway. Bilateral leg kinematics were captured with the Vicon Motion Systems, UK (combining 12 infrared cameras) for tracking with reflective markers on the crest, hip, knee, ankle joints and distal toes. The limbs were modelled as an interconnected chain of segments. Based on these, a total of 80 gait parameters were computed for each limb for each gait cycle. Contains temporal gait features, limb trajectories, drag, stability, joint angles and segmental oscillations, velocities, intralimb temporal coupling and robotic support features.

Supplementary Dataset 2: Top 20 Markers for the 39 Clusters in Sequencing Dataset. For each of the 39 clusters, the top 20 markers are shown.

Supplementary Dataset 3: Proportion and Number of Nuclei for Replicates by Cell Type. For each cell type by sample, the proportion of a given sample and the number of nuclei are reported.

Supplementary Dataset 4: AUGUR Scores for Each Cluster. The AUGUR AUC (area under the curve) scores are reported for each cell type and timepoint. Source Data for Supplementary Figure 9a.

Supplementary Dataset 5: GO Pathway Analysis Source Data. Pathway analysis results for differentially expressed genes between uninjured and injured timepoints. Values are reported as $-\log(p \text{ value})$ of GO and KEGG pathway clusters. P values (adjusted) were calculated using Benjamin-Hockberg false discovery rate (FDR). Dataset is Source Data for Supplementary Figure 9b.

Supplementary Dataset 6: Differentially Expressed Genes Source Data. Differentially expressed genes, average log2 fold change (avg_log2FC) and adjusted p values (p_val_adj) calculated using the Wilcox test.

Supplementary Dataset 7: Quality Control Values. Contains the number of nuclei per sample before and after quality control filtering as well as the average number genes per nucleus for each sample.

# Supplementary material for: Single cell atlas of spinal cord injury in mice reveals a pro-regenerative signature in spinocerebellar neurons
**Source:** Nat Commun. 2022 Sep 26;13:5628. doi: 10.1038/s41467-022-33184-1
**Supplement:** Supplementary file 10 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☐	☒	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Custom MATLAB-based code for quantification of cell counts is available at <https://github.com/ArielLevineLabNINDS/CellCounter> (doi: 10.5281/zenodo.6967482). Custom python-based code for quantification of pixels on thresholded images is available at https://github.com/ijhua/pixel_counts. Code for Augur is available at <https://github.com/neurorestore/Augur>.

Data analysis

Analysis was performed in R (version 3.6.1), using the following packages: Seurat (version 3.2.2), RColorBrewer (version 1.1-2), ggplot2 (version 3.3.2), ggrepel (version 0.8.2), dbplyr (version 1.4.4), hrthemes (version 0.8.0), plyr (version 1.8.6), viridis (version 0.5.1), tibble (version 3.0.3), tidyverse (version 1.1.0), ArchR (version 1.0.1), and MACS2 (version 2.2.7.1). Statistical tests were performed in Prism (version 9.0.0). Code for Augur is available at <https://github.com/neurorestore/Augur>.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

A searchable version of this data is available at <https://seqseek.ninds.nih.gov/spinalcordinjury>. Raw sequencing data and count matrices have been deposited to the Gene Expression Omnibus (GSE172167, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE172167>). Source data are provided with this paper.

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample sizes are estimated based on previous studies, with at least 4 animals per condition for anatomical and histological work, and 3 animals per condition for snRNAseq. For anatomical and histological work, 4 animals per condition enabled statistical analysis despite a small amount of variability expected after a spinal cord contusion injury. For snRNAseq, 3 animals were chosen as the minimum number to allow statistical analysis of each timepoint, while balancing sequencing costs.
Data exclusions	Spinal Cord Injury: Two days after injury, all mice were evaluated in an open field, and all animals exhibiting any hindlimb movements were not further studied. For single nucleus RNA sequencing experiments, a larger cohort of mice was taken through kinematic analysis, and 3 mice representative of each timepoint were selected. For histology experiments, at least 4 mice were used for each condition. Mice with bone-hit contusions or injuries that fell a standard deviation outside of the average behavior for each timepoint were excluded. Due to animal care requirements injury experiments were not performed blinded.<br>Viral Labeling: Mice were excluded when viral labeling showed less than 20 cells in the lumbar spinal cord.
Replication	AAV-injections were replicated in two completely independent experimental cohorts. Mice were randomly assigned to injury groups and AAV-injection groups in each cohort, with AAV injections occurring two weeks prior to the injury surgery. Both cohorts were included in the final analysis.
Randomization	Animals were randomly assigned to injury groups or to AAV-injection groups.
Blinding	Due to animal care requirements injury experiments were not performed blinded. Quantification of immunohistochemistry was performed blinded.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Primary antibodies:

IBA1 (dilution 1:100, Cedarlane Labs, 234006(SY)), TMEM 119 (dilution 1:100, Cedarlane Labs, 400004(SY)), CD11c (dilution 1:100, GeneTex, GTX74935), Myelin-MBP (dilution 1:100, BioLegend, 808402), NF-L (dilution 1:200, Cell Signaling, 28355), NF-M (dilution 1:200, Cell Signaling, 28385), NF-H (dilution 1:200, Cell Signaling, 28365), NeuN (dilution 1:500, Millipore Sigma, ABN90P), CD68 (dilution 1:100, Abcam, ab125212), CNPase (dilution 1:200, Millipore Sigma, MAB326), GFAP (dilution 1:500, Agilent/Dako, Z033429-2), Cleaved Caspase 3 (dilution 1:100, Cell Signalling Tech, 9661L), and Phospho-IGF1R (dilution 1:100, Invitrogen, PA5-104773).

Secondary antibodies:

DAPI (dilution 1:1000, Thermo Fisher Scientific, 62248), Goat anti-Hamster IgG Alexa Fluor 647 (dilution 1:200, Jackson ImmunoResearch, 127-605-160), Goat anti-Rabbit IgG Alexa Fluor 430 (dilution 1:200, Thermo Fisher Scientific, A11064), Goat anti-Rabbit IgG Alexa Fluor 430 (dilution 1:200, Thermo Fisher Scientific, A11064), Goat anti-Rabbit IgG Alexa Fluor 594 (dilution 1:200, Thermo Fisher Scientific, A11037), Goat anti-Mouse IgG1 Alexa Fluor 488 (dilution 1:200, Thermo Fisher Scientific, A21121), Goat anti-Mouse IgG1 Alexa Fluor 647 (dilution 1:200, Thermo Fisher Scientific, A21240), Goat anti-Mouse IgG2a Alexa Fluor 546 (dilution 1:200, Thermo Fisher Scientific, A21133), Goat anti-Mouse IgG2b Alexa Fluor 647 (dilution 1:200, Thermo Fisher Scientific, A21242), Goat anti-Guinea Pig IgG Alexa Fluor 546 (dilution 1:200, Thermo Fisher Scientific, A11074), Goat anti-Guinea Pig IgG Alexa Fluor 594 (dilution 1:200, Thermo Fisher Scientific, A11076), Donkey anti-Chicken IgG IRDye 680LT (dilution 1:200, Li-Cor Biosciences, 926-68028), Donkey anti-Rabbit IgG IRDye 800CW (dilution 1:200, Li-Cor Biosciences, 926-32213), Donkey anti-Chicken IgG Alexa Fluor 488 (dilution 1:500, Jackson ImmunoResearch, 703-545-155), and Donkey anti-Guinea Pig IgG Alexa Fluor 647 (dilution 1:500, Jackson ImmunoResearch, 706-605-148).

Validation

A combination of morphological criteria, spatial distribution, and co-staining with other markers was used to validate each antibody used. For IBA1, TMEM119, Myelin-MBP, NF-L, NF-M, NF-H, NeuN, CNPase, GFAP and DAPI, previous work from the lab and example images from the manufacturer's website were used to inform the validity of antibody staining. Furthermore, overlapping signal from NF-L, NF-M, NF-H and NeuN helped to validate the antibodies as neuronal-specific. Similarly, overlapping and non-overlapping signal from IBA1 and TMEM119 helped to validate the antibodies as microglia and monocyte or microglia-specific. CD11c, CD68, Cleaved Caspase 3 and Phospho-IGF1R were validated by comparison to manufacturer's descriptions and example images.

Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Mice for RNA sequencing were female C57BL/6 (12-30 weeks of age). For all other experiments, balanced samples of male and female C57BL/6 mice (12-30 weeks of age) were used. Mice used in this study were housed under a 12-h light–dark cycle (06:00–18:00 light), with ad libitum access to food and water. Room temperature was between 20–26°C and humidity was between 30–70%.

Wild animals

No wild animals were used in this study.

Reporting on sex

Mice for RNA sequencing were female. All other experiments used balanced samples of male and female mice.

Field-collected samples

This study did not involve samples collected from the field.

Ethics oversight

All procedures and experiments were approved by the Veterinary Office of the Canton of Geneva (Switzerland) and the National Institute of Neurological Disorders and Stroke Animal Care and Use Committee (NINDS protocol #1384).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

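The counts are UMI counts that the authors made and deposited: they aligned the reads with Cell Ranger 2.2.0 to the mouse genome, with introns counted, removed nuclei with few genes, low-quality clusters and doublet clusters, and clustered and annotated the rest with Seurat 3. The deposited table holds whole numbers for 20696 genes in 67903 nuclei of 15 libraries, and 3 lines of it that were broken in 2 were joined. The annotation deposited with it, with 39 cell types in 9 classes, was used as it stands. In 7 nuclei the subclass and the class disagree, and nuclei were grouped by their cell type. Doublets were not searched for again. No mitochondrially encoded gene is in the table. The lowest number of genes in a nucleus is 200.

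Nuclei were grouped into neurons (23651 nuclei), oligodendrocytes (NFOL, MFOL, MOL-1 and MOL-2, 29907), astrocytes (4525), microglia with hematopoietic cells (5080), OPCs with COPs (2380), vascular cells (endothelial cells and pericytes, 1127), leptomeninges (521), ependymal cells (397) and Schwann cells (315). UMIs were summed over the nuclei of a class in each library, and a library entered with at least 10 nuclei. Genes were tested with edgeR (filterByExpr, TMM, quasi-likelihood fit of all 15 libraries with 5 conditions), and the Benjamini-Hochberg adjusted p was taken within a class and time point, with a threshold of 0.05. Microglia 1, 2 and 3 together, endothelial cells and leptomeninges were fitted in the same way. Nuclei per library and cell type were tested with edgeR, with the library total as offset, over 39 types and over the classes. Gene lists were tested with fry of limma, adjusted over the lists of a class and time point, for lists with at least 3 measured members, and again with camera and a correlation estimated from the data.

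The area under the curve was the mean of 50 draws of 20 nuclei per condition, with a random forest of 100 trees and 2 genes tried per split in 3 folds, and of 20 draws for pairs of libraries and with 1 library left out. Regeneration-associated genes were counted in neurons thinned to 1000 UMIs, and neurons that held at least 3 of the 8 genes were compared with the other neurons of their library by edgeR with the library as a factor, in libraries with at least 5 such neurons and without the 8 genes. Levels of marker genes are CPM of sums over libraries with at least 10 nuclei of the type. Where a group holds no UMI of a gene, the fold is a lower bound from a floor of 3 counts over the group, and with 1 to 3 UMIs it is given with a 95% counting interval.

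The genes named were chosen by a rule written before the data were examined: for each class and time point, every gene the paper names for it, every member of the lists discussed that is singled out, and the 10 genes with the largest rise and the 10 with the largest fall among those with an adjusted p below 0.05, a mean of at least 10 CPM in the higher group, and every injured library on the same side of every uninjured library. The genes of the paper's own figures had been seen when the rule was written. A few other genes were chosen after their values were seen, and not all of them are marked as such where they appear.

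The 40 lists were also written before the data were examined. Those taken from the paper are the neurotransmitter signaling, synaptogenesis and synaptic structure genes of Fig. 3g, the genes of Fig. 3d higher in uninjured neurons and the regeneration-associated genes of Fig. 4, all of which the study chose on these samples. The others, from general knowledge, are other ionotropic and metabotropic receptors, voltage-gated ion channels, other synapse assembly genes, other regeneration-associated genes, oxidative phosphorylation, mitochondrially encoded genes, glycolysis, protein folding and heat shock, ribosomal proteins, cholesterol synthesis, metallothionein and iron storage, immediate early genes, interferon response, MHC class I and complement, chemokines and cytokines, cell cycle, pan-reactive, A1, A2 and homeostatic astrocyte genes, homeostatic and disease-associated microglia genes, lysosome and lipid handling, differentiation of oligodendrocyte precursors, myelin, injury-associated oligodendrocyte genes, blood-brain barrier, endothelial activation and angiogenesis, extracellular matrix, and markers of neurons, astrocytes, oligodendrocytes, microglia and macrophages, meninges and Schwann cells, and blood, used for RNA from other cells.

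The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, ranger 0.17.0, glmnet 4.1.10, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Augur and scCODA, which the paper used, were not run. Library totals were 3140175 to 9134283 UMIs, and the median nucleus held 2090.0 UMIs in uninjured neurons and 384.0 in uninjured microglia.

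The tests were tried on counts with planted changes. In the comparison of 1 wpi with uninjured mice, with 100 genes changed 2-fold and 100 changed 4-fold, 66% of genes changed 2-fold and 90.0% of genes changed 4-fold were found in neurons (14809 genes), 20.0% and 72% in astrocytes (6848 genes), 19% and 74% in microglia (4394 genes), 41% and 85% in OPCs with COPs (3753 genes), 50.0% and 96% in oligodendrocytes (11140 genes) and 25% and 80.0% in vascular cells (2278 genes). In the comparison of 1 dpi with uninjured mice, 15% and 70.0% were found in microglia 1, 2 and 3 (3111 genes), 24% and 69% in endothelial cells (2069 genes), and 20.0% and 83.3% of 30 changed genes in leptomeninges (240 genes). Between co-expressing and other neurons, 64% and 93% of 100 changed genes were found (10455 genes). False calls numbered 1 to 8 in each of these. Of cell types changed 4-fold in 20 runs, 6 of 39 in each at 1 wpi against uninjured, 89.2% were found, with 0.455% of the others called. A list of 20 genes changed 1.5-fold was found at 1 wpi in each of the 6 classes but microglia, and 0 of 40 random lists were called in any. These counts were drawn for each gene apart, with no correlation between genes and no change outside the planted list. The random lists thus give no rate of false lists in the real data.

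Each kind of result was computed again with the settings that apply to it, and without each library of the comparison in turn. Counts of changed genes were computed again with DESeq2, with DESeq2's size factors, without the filter on low counts, with only the compared conditions in the fit, with the replicate letter as a factor and at equal depth, and so were named genes where the setting tested them. Lists of genes were tested again with an estimated correlation and with the replicate letter as a factor. The shares of cell types were computed again with only the compared conditions, with the replicate letter as a factor, with TMM over the cell types and with limma on arcsine shares, and the shares of non-neuronal types also over non-neuronal nuclei. The comparison of co-expressing neurons with others was computed again with DESeq2 and matched by UMI total, and the neurons of 1 and 3 wpi also with neuron types weighted equally and at an adjusted p below 0.001. Areas under the curve were also taken with ridge regression and with nuclei thinned to 1 depth, and regeneration-associated genes with at least 2 genes, with Atf3 and Sprr1a together, and without thinning. Left out were the genes of single neuron types beyond the lists of Fig. 3g, ependymal and Schwann cells in the tests of genes, activated microglia alone and neurons that contact the cerebrospinal fluid, which had too few nuclei in the uninjured libraries for a comparison.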

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

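The tests in this part were chosen only after the results were seen, except those of a mislabelled sample and of a weaker response in replicate b at 1 dpi and the splits of the comparison of co-expressing neurons.

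Shares of nuclei drew attention where 2 time points differed from each other in a direct test (edgeR, adjusted over all pairs of time points and types or classes, n = 3 mice each). As log2 ratios, COPs were lower at 1 dpi than at 1 wpi (-3.67, adjusted p = 0.000318) and at 3 wpi (-2.17, adjusted p = 0.0209), and higher at 1 wpi than at 3 wpi (1.50, adjusted p = 0.0414) and at 6 wpi (1.91, adjusted p = 0.0209). Microglia 1 were lower at 1 dpi than at 1 wpi (-1.01, adjusted p = 0.0449) and higher at 1 wpi than at 3 wpi (1.17, adjusted p = 0.0251). Reactive astrocytes were higher at 1 dpi than at 3 wpi (4.19, adjusted p = 0.0414). By class, astrocytes were higher at 1 dpi than at 1 wpi (1.64, adjusted p = 0.0116) and at 3 wpi (1.19, adjusted p = 0.0494), and microglia with hematopoietic cells lower at 1 dpi than at 1 wpi (-1.51, adjusted p = 0.00369), 3 wpi (-1.11, adjusted p = 0.0116) and 6 wpi (-1.05, adjusted p = 0.0136). OPCs with COPs were lower at 1 dpi than at 1 wpi (-0.91, adjusted p = 0.0116) and higher at 1 wpi than at 6 wpi (0.78, adjusted p = 0.024). In each of these pairs the 3 mice of 1 time point lay on the same side of the 3 of the other, except for reactive astrocytes, where replicate b at 1 dpi (0.103%) lay within the range of 3 wpi.

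Genes drew attention where 1 dpi and 1 wpi differed from each other in a direct test. They numbered 35 in neurons, 244 in astrocytes, 462 in microglia, 522 in OPCs with COPs, 1107 in oligodendrocytes and 39 in vascular cells (edgeR). Between other splits of the same 6 mice, the highest count was 6, 52, 7, 1, 5 and 12, in that order, and 1 split, the real one, reached the real count in each class. These 10 splits are too few for a share under 0.05. With 1 library left out they ranged from 1 to 27, 75 to 336, 249 to 515, 317 to 476, 644 to 987 and 4 to 107, the lowest without 1 dpi replicate a in neurons, oligodendrocytes and vascular cells, without 1 wpi replicate a in astrocytes and without 1 wpi replicate b in microglia and OPCs with COPs.

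The 11 genes that Fig. 3d names as higher in uninjured neurons drew attention because they were also lower in classes other than neurons, in which the paper's text does not discuss them. Supplementary Dataset 6, with at most 20 genes per class and time point, lists 1 of them there, Anln in astrocytes at 1 dpi. At 1 wpi their median log2 fold change was -1.84 in oligodendrocytes, -1.78 in astrocytes, -1.98 in microglia, -2.05 in OPCs with COPs and -1.59 in vascular cells (3 genes measured), and -1.58 in neurons. A response of neurons alone would leave the other classes near 0 or show weaker falls there, if their RNA of these genes is their own. The median of neurons lay 0.469 above the lowest of the other classes. Where other classes hold these genes only as free RNA from neurons, a fall in neurons would lower them there too. That was not tested, so the medians cannot decide on a response of neurons alone. The tables argue against lower depth of the injured libraries, since 8 of 12 had more UMIs than the highest uninjured library. A difference of the uninjured libraries from the others in handling or sequencing may lower the same genes in every class, and the class medians lay within 0.469 of each other, but a response of all cells to injury would do the same. These 2 cannot be told apart, because the 3 uninjured libraries are the controls of every comparison, and a response of neurons alone stays open too.

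Genes that mark other cells drew attention because they rose in sums of other classes. Of such rises the paper's text names Mt1, in nearly all cell types, and Supplementary Dataset 6 lists Apod, Mt1 and Mt2 in OPCs with COPs at 1 dpi. Markers of microglia and macrophages had a median log2 fold change of 2.25 in astrocytes at 1 wpi (4 of 10 measured called higher), 1.49 in astrocytes at 3 wpi (2 of 10) and 2.14 in oligodendrocytes at 1 wpi (11 of 15). Markers of meninges and Schwann cells had 0.92 in astrocytes at 3 wpi (2 of 5 called higher) and 1.55 in OPCs with COPs at 1 dpi (2 of 3), and markers of astrocytes 0.72 in OPCs with COPs at 1 dpi (4 of 11). With an estimated correlation the adjusted p of these lists was 0.00842, 0.0479, 0.00454, 0.0335, 0.00092 and 0.00283, in that order, and only that of microglia markers in astrocytes at 3 wpi lost its call by fry with 1 library left out (adjusted p up to 0.344).

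Mt1 and Mt2 rose at 1 dpi in the sums of each of the 6 classes, and genes of microglia rose in those of neurons at 1 wpi. Transcription that rises by an equal fold in neurons and oligodendrocytes would give neurons 1.47 times the gain (SD 0.0427), the ratio of their uninjured Mt1 UMIs per nucleus, but the ratio of the Mt1 UMIs gained per nucleus plus its SD over 3 mice was 0.915, and for Mt2 it was 0.853 (SD 0.163) against 1.45 (SD 0.138), which argues against it. Free RNA in the droplets, which would add a similar number of UMIs to each nucleus, is a candidate explanation of the rise in neurons, where the ratio was 0.795 (SD 0.12), and of the rise of microglial genes there at 1 wpi: for 11 genes at least 20 times higher per nucleus in uninjured microglia than in neurons and in oligodendrocytes, a set chosen after seeing the data, the ratio was 1.14 (SD 0.154). For all 18 microglial genes together it was -1.55 (SD 7.24), and for single genes it ran from -1.61 to 1.32, so the value near 1 rests on that set. The 11 genes gave 1.525 (SD 0.243) in astrocytes, 2.155 (SD 1.73) in OPCs with COPs and 3.306 (SD 2.57) in vascular cells, over oligodendrocytes. Mt1 gave 0.906 (SD 0.0279) in OPCs with COPs, 0.819 (SD 0.218) in microglia and 2.40 (SD 0.427) in vascular cells. For Mt2 these were 1.265 (SD 0.339), 0.860 (SD 0.113) and 4.885 (SD 2.38). An equal gain in every class is thus not shown. A gain by transcription of equal amount per nucleus, or of a smaller fold in neurons than in oligodendrocytes, stays open. These ratios do not tell free RNA from either. In astrocytes the ratio was 3.78 for Mt1 and 6.54 for Mt2, so free RNA is not the whole cause of the rise there, and both lay within the SD of the ratios that an equal fold would give, 3.78 (SD 0.366) and 7.75 (SD 1.65).

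Replicate b at 1 dpi held 5 reactive astrocytes, against 199 and 107 in replicates a and c. A mislabelled uninjured sample is argued against, since 82.1% of the genes that were higher in microglia of the other 2 mice lay in replicate b above each uninjured library, and so is a capture of too few astrocytes, since its 443 astrocytes would hold 138 reactive ones at the share of the other 2 mice. A weaker response of this mouse may account for part of it. The median rise of those microglial genes was 67.8% of that in the other 2 mice, against 105.4% and 108.2% for replicates a and c, whose comparison mice include replicate b. In astrocytes, oligodendrocytes, neurons and OPCs with COPs it was 60.3%, 64.8%, 58.7% and 52.9% for replicate b. Reactive nuclei were 1.129% of its astrocytes, against 33.17% and 29.32% in replicates a and c, so a response weaker by that much is not shown to be the whole cause. Whether the injury, the dissection or the mouse made the response weaker was not tested.

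Other splits of the mice were tried for every count of genes or cell types. For the neurons of 1 and 3 wpi against uninjured mice, in a fit that took 1 and 3 wpi as 1 condition, the real split of these 9 mice gave 3291 genes. The highest of the others gave 414, and 1 of 84 splits, the real one, reached the real count, a share under 0.05. For co-expressing against other neurons the real split gave 717 genes and the highest of the other splits within mice 157, and 1 of 40 reached the real count. These neurons were picked by their own expression and held more UMIs than the others. The real split was thus bound to stand out, and this outcome is no test of chance. For 3 mice against 3, the 10 splits are too few for a share under 0.05, and the counts (highest other in parentheses) at 1 dpi, 1 wpi, 3 wpi and 6 wpi were 1595 (0), 2610 (0), 2026 (0) and 670 (0) in neurons, 751 (3), 199 (1), 250 (0) and 68 (0) in astrocytes, 341 (3), 74 (1), 56 (32) and 67 (0) in microglia, 114 (5), 397 (0), 43 (1) and 3 (7) in OPCs with COPs, 1660 (0), 1013 (0), 937 (0) and 286 (0) in oligodendrocytes and 38 (6), 0 (0), 29 (1) and 0 (0) in vascular cells. The number of cell types that changed in share was 2 (1), 7 (0), 6 (0) and 2 (1). At 1 dpi the counts were 310 (10) in microglia 1, 2 and 3, 46 (4) in endothelial cells and 10 (0) in leptomeninges. In OPCs with COPs at 6 wpi, 2 of 10 splits gave a count as large as the real one, in vascular cells at 1 and 6 wpi, with 0 genes by edgeR (310 and 203 at an unadjusted p below 0.05, DESeq2 15 and 0), 10 of 10 did, and elsewhere 1 of 10, the real one.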

How the results depend on the processing

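The alternatives for the counts against uninjured mice, shares, lists, areas under the curve and regeneration-associated genes were chosen before the data were examined, and those for the direct comparisons of 1 dpi with 1 wpi, for microglia 1, 2 and 3, endothelial cells and leptomeninges, for the named genes, and without genes of other classes were chosen after seeing the data. No named gene, share or list with a call reversed its direction under any of them. Counts and areas under the curve were not checked in this way. Their order over time points could change, as it did in vascular cells at 1 dpi and 1 wpi. With DESeq2's size factors, all 34 counts stayed within 1.5 times and all 555 named genes kept their side of the threshold. Of the 34 counts, 21 stayed within 1.5 times with DESeq2, 11 at equal depth, 20 without the filter on low counts and 23 with only the compared conditions in the fit. Of the named genes, 433 of 555 kept their side with DESeq2 (117 lost the call), 292 of 345 at equal depth (49 lost it), 528 of 555 without the filter (15 lost it) and 413 of 439 with the compared conditions alone (20 lost it). With 1 library left out, 715 of 3406 tests of named genes lost the call and 7 gained it, and of 2938 tests of lists 233 lost it and 33 gained it. Of 53 shares, 47 kept their side with TMM over the cell types, 47 with limma on arcsine shares and 38 with the compared conditions alone, and 34 of 37 over non-neuronal nuclei. The comparison of co-expressing with other neurons stayed within 1.5 times of its 717 genes with DESeq2, matched by UMI total and without any 1 library (566 to 728). In neurons at 1 and 3 wpi together the count was 3244 with neuron types weighted equally, all 36 named genes keeping their side of the threshold, and 519 (3232) at an adjusted p below 0.001, a stricter threshold by construction. Without 2009 genes at least 2 times higher per nucleus in another class, neurons kept 1374 of 1595 calls at 1 dpi, 2348 of 2610 at 1 wpi, 1798 of 2026 at 3 wpi, 601 of 670 at 6 wpi and 2881 of 3232 at 1 and 3 wpi together.

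Below, the value of the result stands in parentheses. With DESeq2, the counts that moved by over 1.5 times were in astrocytes 370 (751) at 1 dpi, 111 (199) at 1 wpi, 104 (250) at 3 wpi and 23 (68) at 6 wpi, in OPCs with COPs 61 (114) at 1 dpi, 202 (397) at 1 wpi, 12 (43) at 3 wpi and 1 (3) at 6 wpi, in oligodendrocytes 661 (1013) at 1 wpi and in vascular cells 15 (0) at 1 wpi, and between 1 dpi and 1 wpi in neurons 146 (35), in astrocytes 152 (244) and in OPCs with COPs 287 (522). The cause was not tested.

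With each library thinned to the smallest total of its class, fewer UMIs by construction, the counts were in neurons 1223 (2026) at 3 wpi, in astrocytes 89 (751) at 1 dpi, 41 (199) at 1 wpi, 22 (250) at 3 wpi and 5 (68) at 6 wpi, in microglia 185 (341) at 1 dpi and 44 (67) at 6 wpi, in OPCs with COPs 230 (397) at 1 wpi and 16 (43) at 3 wpi, in oligodendrocytes 1041 (1660.0) at 1 dpi, 602 (1013) at 1 wpi, 469 (937) at 3 wpi and 172 (286) at 6 wpi, in vascular cells 19 (38) at 1 dpi and 2 (29) at 3 wpi, in microglia 1, 2 and 3 147 (310) at 1 dpi, in endothelial cells 21 (46) at 1 dpi and in leptomeninges 5 (10) at 1 dpi, and between 1 dpi and 1 wpi in neurons 53 (35), in astrocytes 64 (244), in microglia 135 (462), in OPCs with COPs 306 (522) and in vascular cells 19 (39). Of 34 counts, 22 were lower by over 1.5 times, 1 higher and 11 within 1.5 times, among them those of neurons at 1 dpi, 1 wpi and 6 wpi, so depth limits how many genes are called.

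Without the filter on low counts, so with more genes tested, the counts were in microglia 225 (74) at 1 wpi, 161 (56) at 3 wpi and 106 (67) at 6 wpi, in OPCs with COPs 68 (43) at 3 wpi and 5 (3) at 6 wpi, in oligodendrocytes 1478 (937) at 3 wpi and 591 (286) at 6 wpi, in vascular cells 71 (38) at 1 dpi, 23 (0) at 1 wpi and 5 (0) at 6 wpi, in endothelial cells 77 (46) at 1 dpi and in leptomeninges 5 (10) at 1 dpi, and between 1 dpi and 1 wpi in neurons 97 (35) and in vascular cells 61 (39).

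With only the compared conditions in the fit, so with fewer mice to estimate the spread, the counts were in neurons 1236 (2026) at 3 wpi, in astrocytes 349 (199) at 1 wpi and 110 (68) at 6 wpi, in microglia 179 (74) at 1 wpi and 109 (67) at 6 wpi, in OPCs with COPs 21 (43) at 3 wpi and 8 (3) at 6 wpi, in oligodendrocytes 547 (286) at 6 wpi and in vascular cells 83 (0) at 1 wpi, and between 1 dpi and 1 wpi in neurons 89 (35) and in vascular cells 13 (39). The number of cell types that changed in share was 0 (2) at 1 dpi, 3 (6) at 3 wpi and 4 (2) at 6 wpi, the log2 ratios that lost their call were 0.725 for OPCs with COPs at 1 wpi (adjusted p = 0.0554), 0.349 for neurons at 3 wpi (adjusted p = 0.152), 0.877 for Megf11 neurons at 1 dpi (adjusted p = 0.0954), 5.83 for reactive astrocytes at 1 dpi (adjusted p = 0.0954), 2.76 for activated microglia B at 3 wpi (adjusted p = 0.0825), 0.659 for Megf11 neurons at 3 wpi (adjusted p = 0.0906) and 1.29 for VE neurons at 3 wpi (adjusted p = 0.0825), and those that gained it 0.595 for vascular cells at 1 dpi (adjusted p = 0.0419), -0.932 for leptomeninges at 3 wpi (adjusted p = 0.0412), -1.45 for leptomeninges at 6 wpi (adjusted p = 0.0201), 1.29 for microglia 2 at 1 wpi (adjusted p = 0.018), 1.91 for microglia 3 at 1 wpi (adjusted p = 0.0177), 2.11 for reactive astrocytes at 1 wpi (adjusted p = 0.0159), -1.45 for leptomeninges (as a type) at 6 wpi (adjusted p = 0.0368) and 1.33 for microglia 3 at 6 wpi (adjusted p = 0.0498).

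With TMM over the cell types, 1 type (2) changed in share at 6 wpi, the log2 ratios that lost their call were 0.309 for neurons at 3 wpi (adjusted p = 0.281), 0.608 for microglia 1 at 1 wpi (adjusted p = 0.143), 0.477 for Megf11 neurons at 3 wpi (adjusted p = 0.118) and 2.77 for activated microglia B at 6 wpi (adjusted p = 0.0558), and those that gained it -0.543 for MFOL at 1 wpi (adjusted p = 0.0472) and -0.564 for MOL-2 at 3 wpi (adjusted p = 0.0492). Over non-neuronal nuclei, the ratios without their call were -1.04 for astrocytes at 3 wpi (adjusted p = 0.053), -1.26 for astrocytes 1 at 3 wpi (adjusted p = 0.0674) and -1.28 for astrocytes 2 at 3 wpi (adjusted p = 0.0674). With limma on arcsine shares, none lost the call and 6 gained it: 0.259 for neurons at 1 wpi (adjusted p = 0.015), -0.211 for oligodendrocytes at 1 wpi (adjusted p = 0.015), -0.192 for oligodendrocytes at 3 wpi (adjusted p = 0.0324), -0.830 for astrocytes at 6 wpi (adjusted p = 0.00885), 0.263 for neurons at 6 wpi (adjusted p = 0.0162) and -0.311 for MFOL at 1 wpi (adjusted p = 0.0247). The cause was not tested.

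With a correlation estimated from the data, 89 of the 149 lists past the threshold lost it, and 60 kept it. In neurons the adjusted p (that of fry in parentheses) was, by list, for neurotransmitter signaling of Fig. 3g 0.13 (0.000337) at 1 and 3 wpi and 0.0956 (0.00085) at 1 wpi, for other ionotropic and metabotropic receptors 0.222 (0.00327) at 1 and 3 wpi and 0.182 (0.00386) at 1 wpi, for other synapse assembly genes 0.368 (0.0148) at 1 and 3 wpi and 0.327 (0.0188) at 1 wpi, for oxidative phosphorylation 0.394 (0.0243) at 1 and 3 wpi and 0.327 (0.0188) at 1 wpi, for protein folding and heat shock 0.368 (0.00878) at 1 and 3 wpi and 0.33 (0.0188) at 1 wpi, for synaptic structure of Fig. 3g 0.222 (0.00257) at 1 and 3 wpi and 0.133 (0.00274) at 1 wpi, for synaptogenesis of Fig. 3g 0.222 (0.00257) at 1 and 3 wpi and 0.133 (0.00274) at 1 wpi and for voltage-gated ion channels 0.222 (0.00316) at 1 and 3 wpi and 0.182 (0.00324) at 1 wpi. This test, camera, compares a list with the other genes of the class, which fry does not, so the 2 answer different questions.

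With ridge regression, the mean area under the curve over cell types was 0.789 (0.67) at 1 dpi, 0.764 (0.646) at 1 wpi, 0.762 (0.657) at 3 wpi and 0.652 (0.576) at 6 wpi. With nuclei thinned to 1 number of UMIs, it was 0.618 (0.646) over cell types at 1 wpi and 0.790 (0.919) in microglia 1, 2 and 3 at 1 dpi, with fewer UMIs by construction. For ridge regression the cause was not tested.

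The difference in the share of neurons that co-express regeneration-associated genes, injured less uninjured in percentage points, was 0.139 (0.238) with at least 2 of 8 genes (exact permutation test, p = 0.591), 0.0116 with Atf3 and Sprr1a together (exact p = 1) and 0.505 without thinning (exact p = 0.121). The cause was not tested.

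The replicate letter in the labels joins separate mice, and with it as a replicate block in the fit 33 of 34 counts stayed within 1.5 times, while the genes that differ between 1 dpi and 1 wpi in neurons were 53 (35). The number of cell types that changed in share at 3 wpi was 0 (6), where the log2 ratios were 0.349 for neurons at 3 wpi (adjusted p = 0.0577), 3.36 for activated microglia A at 3 wpi (adjusted p = 0.0636), 2.62 for activated microglia B at 3 wpi (adjusted p = 0.0636), -1.36 for astrocytes 1 at 3 wpi (adjusted p = 0.0636), -1.42 for astrocytes 2 at 3 wpi (adjusted p = 0.0636), 0.667 for Megf11 neurons at 3 wpi (adjusted p = 0.0636) and 1.27 for VE neurons at 3 wpi (adjusted p = 0.0636). Not every library correlated best with a library of its own letter: 9 of 15 did in neurons, 8 of 15 did in astrocytes, 7 of 15 did in microglia, 7 of 15 did in OPCs with COPs, 10 of 15 did in oligodendrocytes and 7 of 15 did in vascular cells.

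With 1 library left out (the library in parentheses), so with fewer mice, the lowest and highest counts were in neurons 695 (uninjured c) to 1745 (uninjured a) at 1 dpi, 1208 (uninjured c) to 2361 (uninjured a) at 1 wpi, 854 (uninjured c) to 2291 (3 wpi a) at 3 wpi, 95 (6 wpi c) to 654 (uninjured a) at 6 wpi and 1728 (uninjured c) to 3755 (3 wpi a) at 1 and 3 wpi, in astrocytes 352 (1 dpi a) to 835 (1 dpi b) at 1 dpi, 59 (1 wpi a) to 163 (uninjured a) at 1 wpi, 53 (3 wpi b) to 207 (3 wpi c) at 3 wpi and 16 (uninjured c) to 75 (uninjured a) at 6 wpi, in microglia 163 (1 dpi a) to 442 (1 dpi b) at 1 dpi, 32 (uninjured a) to 98 (1 wpi a) at 1 wpi, 9 (3 wpi b) to 143 (3 wpi a) at 3 wpi and 19 (uninjured b) to 51 (6 wpi c) at 6 wpi, in OPCs with COPs 46 (uninjured b) to 162 (1 dpi b) at 1 dpi, 207 (1 wpi b) to 383 (1 wpi a) at 1 wpi, 14 (uninjured c) to 55 (3 wpi c) at 3 wpi and 1 (uninjured b) to 6 (6 wpi a) at 6 wpi, in oligodendrocytes 419 (1 wpi b) to 989 (uninjured a) at 1 wpi, 491 (uninjured c) to 1252 (3 wpi a) at 3 wpi and 73 (uninjured c) to 334 (uninjured a) at 6 wpi, in vascular cells 14 (uninjured c) to 107 (1 dpi b) at 1 dpi, 0 (uninjured b) to 1 (uninjured a) at 1 wpi and 0 (uninjured b) to 60 (3 wpi a) at 3 wpi, in microglia 1, 2 and 3 167 (1 dpi a) to 410 (1 dpi b) at 1 dpi, in endothelial cells 10 (uninjured b) to 119 (1 dpi b) at 1 dpi and in leptomeninges 2 (1 dpi a) to 13 (1 dpi b) at 1 dpi. Between 1 dpi and 1 wpi they were in neurons 1 (1 dpi a) to 27 (1 dpi b), in astrocytes 75 (1 wpi a) to 336 (1 dpi b), in microglia 249 (1 wpi b) to 515 (1 dpi b), in OPCs with COPs 317 (1 wpi b) to 476 (1 wpi a), in oligodendrocytes 644 (1 dpi a) to 987 (1 dpi c) and in vascular cells 4 (1 dpi a) to 107 (1 dpi b). The number of cell types that changed in share was 0 (1 dpi a) to 4 (uninjured a) at 1 dpi, 3 (1 wpi c) to 7 (1 wpi b) at 1 wpi, 0 (3 wpi b) to 5 (3 wpi a) at 3 wpi and 0 (6 wpi a) to 4 (6 wpi c) at 6 wpi.

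The log2 ratios of shares that lost or gained a call without 1 library ranged for OPCs with COPs 0.554 (uninjured a) to 0.842 (uninjured b) at 1 wpi, for astrocytes -1.39 (uninjured b) to -1.07 (3 wpi a) at 3 wpi, for neurons 0.276 (uninjured c) to 0.415 (uninjured a) at 3 wpi, for Megf11 neurons 0.747 (uninjured c) to 1.03 (uninjured a) at 1 dpi and 0.529 (uninjured c) to 0.815 (uninjured a) at 3 wpi, for reactive astrocytes 5.29 (1 dpi a) to 6.41 (1 dpi b) at 1 dpi, for activated microglia B 2.30 (uninjured a) to 3.59 (uninjured c) at 1 wpi, 1.97 (3 wpi b) to 3.64 (uninjured c) at 3 wpi and 2.54 (uninjured a) to 3.84 (uninjured c) at 6 wpi, for VE neurons 1.09 (uninjured c) to 1.89 (uninjured a) at 1 wpi and 1.01 (uninjured c) to 1.81 (uninjured a) at 3 wpi and for activated microglia A 2.59 (3 wpi b) to 4.00 (uninjured c) at 3 wpi and 3.32 (uninjured b) to 4.36 (uninjured c) at 6 wpi. The adjusted p of lists ranged, in neurons, for other synapse assembly genes 0.00409 (3 wpi a) to 0.0904 (uninjured a) at 1 and 3 wpi and 0.0182 (uninjured b) to 0.0783 (uninjured a) at 1 wpi, for oxidative phosphorylation 0.0104 (1 wpi a) to 0.106 (uninjured b) at 1 and 3 wpi and 0.00803 (1 wpi a) to 0.0829 (1 wpi c) at 1 wpi and for protein folding and heat shock 0.009 (1 wpi a) to 0.0728 (1 wpi c) at 1 wpi. The mean area under the curve over cell types ranged from 0.579 (uninjured c) to 0.601 (6 wpi b) at 6 wpi, and the difference in the share of co-expressing neurons from 0.207 (3 wpi a) to 0.278 (uninjured c).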

Differences from the paper's values

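The alternatives for single genes and the grouping of 4 oligodendrocyte types were chosen only after the results were seen.

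The paper gives the share of reactive astrocytes in the uninjured cord as the paper's 0.3% ± 0.01 (SEM), and the annotated nuclei give 0.0381% ± 0.0180 (SD, n = 3 mice). The paper's Supplementary Dataset 3 holds 0.0381% for the same share. No alternative set before the data were examined changes this share, so none reaches the value in the paper's text. Over astrocytes, a denominator chosen after seeing the values, reactive nuclei were 0.4785%, 0.3279% and 0.2558% in uninjured replicates a, b and c. The paper gives its value as a share of the sample. The paper's share of oligodendrocytes in the uninjured cord, 34.6%, lies within 1.5 times of the 49.2% found here, and OPC, COP, NFOL and MFOL together, a grouping chosen after seeing the values that drops the mature types MOL-1 and MOL-2, make 34.6%.

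The paper reports no change in the share of any neuronal type, by a Bayesian model that was not run here. Of 17 types, 15 passed edgeR's test at no time point, while ventral excitatory neurons rose at 1 wpi (adjusted p = 0.0109) and 3 wpi (adjusted p = 0.0354) and Megf11 neurons at 1 dpi (adjusted p = 0.0152) and 3 wpi (adjusted p = 0.0423). The settings without a call were only the compared conditions in the fit for Megf11 neurons at 1 dpi (adjusted p = 0.0954) and 3 wpi (adjusted p = 0.0906) and ventral excitatory neurons at 3 wpi (adjusted p = 0.0825), the replicate block for both at 3 wpi (adjusted p = 0.0636), and TMM over the cell types for Megf11 neurons at 3 wpi (adjusted p = 0.118). With 1 library left out, edgeR lost the call of Megf11 neurons at 1 dpi (adjusted p = 0.0727 without uninjured replicate c, 0.0537 without 1 dpi replicate a and 0.0514 without 1 dpi replicate b) and at 3 wpi (adjusted p = 0.0534 without uninjured replicate a, 0.0882 without uninjured replicate b, 0.157 without uninjured replicate c, 0.0622 without 3 wpi replicate a, 0.117 without 3 wpi replicate b and 0.0919 without 3 wpi replicate c), and that of ventral excitatory neurons at 3 wpi (adjusted p = 0.0683 without uninjured replicate b, 0.105 without uninjured replicate c, 0.075 without 3 wpi replicate b and 0.0587 without 3 wpi replicate c). The call of ventral excitatory neurons at 1 wpi was lost without 1 wpi replicate c alone (adjusted p = 0.0547).

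The paper states that astrocytes alone still differed in share at 6 wpi. In edgeR's test astrocytes did not pass at 6 wpi (log2 ratio -0.83, adjusted p = 0.0879), and microglia with hematopoietic cells (log2 ratio 1.13, adjusted p = 0.0065), activated microglia A (3.80, adjusted p = 0.0346) and activated microglia B (2.96, adjusted p = 0.0376) did. With limma on arcsine shares astrocytes (adjusted p = 0.00885) and neurons (adjusted p = 0.0162) passed as well, and with TMM over the cell types activated microglia B did not (adjusted p = 0.0558). With 1 library left out, edgeR lost the call of activated microglia A (adjusted p = 0.0544 without uninjured replicate a, 0.109 without uninjured replicate b, 0.0763 without 6 wpi replicate a and 0.0505 without 6 wpi replicate b) and B (adjusted p = 0.101 without uninjured replicate a, 0.124 without uninjured replicate b, 0.0763 without 6 wpi replicate a and 0.0863 without 6 wpi replicate b), while the class kept its call.

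The paper describes an average area under the curve that fell with time. The means here were 0.67, 0.646, 0.657 and 0.576 at 1 dpi, 1 wpi, 3 wpi and 6 wpi, so that 3 wpi stood above 1 wpi, as it does in the paper's Supplementary Dataset 4 (the paper's 0.586 at 1 wpi and 0.612 at 3 wpi). With nuclei thinned to 1 number of UMIs (0.642, 0.618, 0.609 and 0.559) and with ridge regression (0.789, 0.764, 0.762 and 0.652) each mean lay below the one before.

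The paper reports a rise of Mt1 and Fth1 in nearly all cell types at 1 dpi, from a test that took cells as replicates. Mt1 was called higher in 6 of 6 classes and Fth1 in 1 of 6, oligodendrocytes (log2 fold change 0.44, adjusted p = 0.0364), with a log2 fold change above 0 in 5 of 6 (astrocytes 0.48, adjusted p = 0.0732, edgeR). Without 1 dpi replicate c Fth1 passed in astrocytes too (adjusted p = 0.0351). The call in oligodendrocytes was lost with only the compared conditions in the fit (adjusted p = 0.053) and with 1 library left out (adjusted p = 0.132 without uninjured replicate a, 0.0717 without uninjured replicate b, 0.0975 without uninjured replicate c, 0.119 without 1 dpi replicate a and 0.108 without 1 dpi replicate c).

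The paper's text names 7 genes of synaptic structure as higher in injured neurons at 1 and 3 wpi, again with cells as replicates. Of these, Bdnf (log2 fold change 0.08, adjusted p = 0.796), Stat3 (0.13, adjusted p = 0.659), Klf6 (-0.08, adjusted p = 0.883) and Gap43 (0.29, adjusted p = 0.0828) were not called by edgeR over 6 against 3 mice, and Socs3, Atf3 and Sprr1a were too low for the test. Counted by nucleus without thinning, Sprr1a was found in 0 of 3129 uninjured neurons, 15 of 4872 at 1 wpi and 45 of 6735 at 3 wpi. Atf3 was found in 2, 9 and 20 of the same neurons. Of the longer list in Fig. 3g, 4 of 8 measured were higher, and 11 of 11 of neurotransmission and 11 of 11 of synaptogenesis were. Gap43 passed without uninjured replicate b (adjusted p = 0.0486) or 3 wpi replicate a (adjusted p = 0.0452).

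The paper reports a burst of metabolic genes in microglia at 1 dpi and altered metabolism in oligodendrocytes at 1 and 3 wpi. In microglia, ribosomal proteins (median log2 fold change 0.58, fry, adjusted p = 0.00344) and protein folding (0.49, adjusted p = 0.00392) moved up, neither with an estimated correlation (adjusted p = 0.136 and 0.155), while oxidative phosphorylation (adjusted p = 0.567) and glycolysis (adjusted p = 0.864) did not pass. In this class fry missed a planted list of 20 genes changed 1.5-fold at 1 wpi. The lists also differ from the pathway terms of the paper, so those that did not pass do not speak against its burst. In oligodendrocytes, oxidative phosphorylation, glycolysis and cholesterol synthesis did not pass at 1 wpi (adjusted p = 0.3, 0.751 and 0.08) or 3 wpi (adjusted p = 0.583, 0.782 and 0.0646). Protein folding moved down there at 1 wpi (-0.16, adjusted p = 0.0391) and 3 wpi (-0.27, adjusted p = 0.014), which did not hold with an estimated correlation (adjusted p = 0.354 and 0.194).

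Of the 33 class markers, 30 were highest in the class that the paper assigns them to. The exceptions were Rbfox2 (222 CPM in leptomeninges, 191 CPM in neurons, within the SD of the first, 103), Vim (320.0 ± 486 CPM in ependymal cells, 82.4 ± 56.4 CPM in astrocytes) and Tnr (9034 CPM in COPs, 3686 CPM in OPCs).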

Other observations

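The genes called in at least 5 classes, the shared calls between classes and the direct comparisons of time points were chosen only after the results were seen.

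In oligodendrocytes of the lumbar cord, 1660 genes were changed at 1 dpi, 655 higher and 1005 lower (edgeR, n = 3 mice each). Of the genes called lower in neurons at 1 dpi and tested in oligodendrocytes, 63.8% were called lower there too, against 9% of all genes tested. Among those higher in neurons it was 21.4% against 5.72%. The classes share the uninjured mice, so the count is not shown to be a reaction of oligodendrocytes alone. Socs3, an inhibitor of cytokine signaling, rose from 0.323 ± 0.559 to 32.0 ± 17.7 CPM (99.4-fold, 95% counting interval 17.5 to 3960, adjusted p = 7.19e-06), and Serpina3n rose from 5.22 ± 1.39 to 687 ± 295 CPM (130.0-fold, log2 fold change 7.02, standard error 0.41, adjusted p = 2.15e-11). A list of genes of injury-associated oligodendrocytes rose in oligodendrocytes (10 of 15 members called higher and 0 lower, median log2 fold change 1.19, fry, adjusted p = 8.45e-05, with an estimated correlation 0.00467) and in OPCs with COPs (6 of 8 members called higher and 0 lower, median log2 fold change 1.77, fry, adjusted p = 0.000198, with an estimated correlation 0.000931). At later time points the list's values in oligodendrocytes (median, then adjusted p by fry and with an estimated correlation) were 0.39, adjusted p = 0.00535 and 0.0583 at 1 wpi, 0.92, adjusted p = 0.0076 and 0.0706 at 3 wpi and 0.42, adjusted p = 0.0157 and 0.0512, and up to 0.0567 with 1 library left out at 6 wpi. The list of MHC class I and complement genes moved up in oligodendrocytes (0.97, adjusted p = 0.00136 and 0.0477 at 1 dpi, 1.39, adjusted p = 0.00039 and 0.00477 at 3 wpi and 1.25, adjusted p = 0.000651 and 0.003 at 6 wpi), in astrocytes (1.19, adjusted p = 0.00114 and 0.0123 at 1 dpi, 1.99, adjusted p = 0.000997 and 0.00267 at 1 wpi, 1.46, adjusted p = 0.00309 and 0.0103 at 3 wpi and 0.71, adjusted p = 0.0296 and 0.0386, and up to 0.147 with 1 library left out at 6 wpi) and in OPCs with COPs (0.77, adjusted p = 0.0013 and 0.00766 at 1 dpi, 1.14, adjusted p = 0.00522 and 0.0914 at 1 wpi and 0.80, adjusted p = 0.0258 and 0.059, and up to 0.117 with 1 library left out at 3 wpi). In neurons the list stood at 0.34, adjusted p = 0.00693 and 0.133 at 1 wpi. Markers of microglia and macrophages in the same sums stood, in oligodendrocytes, at 0.30, adjusted p = 0.521 and 0.8 at 1 dpi, 1.43, adjusted p = 0.014 and 0.0811 at 3 wpi and 1.25, adjusted p = 0.0193 and 0.0518, and up to 0.0854 with 1 library left out at 6 wpi, and in astrocytes at 2.25, adjusted p = 0.00206 and 0.00842 at 1 wpi and 1.49, adjusted p = 0.0189 and 0.0479, and up to 0.344 with 1 library left out at 3 wpi, so the rise of complement genes is not shown to be that of these classes alone.

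Values in brackets are the median log2 fold change and the adjusted p by fry, then the one with an estimated correlation (camera), and the members that edgeR called. In vascular cells, the list of protein folding moved down at 1 wpi (-0.78, adjusted p = 0.00171 and 0.0258, none of 19 called) and 3 wpi (-0.77, adjusted p = 0.00244 and 0.0312, 3 of 19 called lower), as did the list of immediate early genes, which mark recent stimulation (-1.17, adjusted p = 0.00171 and 0.0258, none of 5 called at 1 wpi and -1.20, adjusted p = 0.00609 and 0.0312, and up to 0.0724 with 1 library left out, 1 of 5 called lower at 3 wpi). In oligodendrocytes the list of immediate early genes moved up at 1 dpi (0.62, adjusted p = 0.00387 and 0.121, 2 of 5 called higher and 1 of 5 called lower). The list of interferon response genes moved down in vascular cells at 1 dpi (-1.14, adjusted p = 0.0262 and 0.135, and up to 0.109 with 1 library left out, 1 of 8 called lower). The list of cholesterol synthesis moved up in neurons at 1 dpi (0.46, adjusted p = 0.0105 and 0.336, and up to 0.0642 with 1 library left out, 3 of 20 called higher) and down in astrocytes at 3 wpi (-0.80, adjusted p = 0.028 and 0.0881, and up to 0.149 with 1 library left out, 5 of 15 called lower). The pan-reactive list stood higher in astrocytes at 1 wpi (1.75, adjusted p = 0.00903 and 0.00842, 6 of 11 called higher) and 3 wpi (1.58, adjusted p = 0.0263 and 0.0333, and up to 0.149 with 1 library left out, 6 of 11 called higher), and the list of matrix genes moved up there at 1 dpi (0.38, adjusted p = 0.00653 and 0.0973, and up to 0.0589 with 1 library left out, 6 of 14 called higher and 1 of 14 called lower), 1 wpi (0.54, adjusted p = 0.0117 and 0.0416, and up to 0.058 with 1 library left out, 2 of 14 called higher) and 3 wpi (0.48, adjusted p = 0.0107 and 0.0479, and up to 0.0708 with 1 library left out, 2 of 14 called higher and 1 of 14 called lower). The cell cycle list, with 3 measured members in astrocytes and in OPCs with COPs, 1 of them (Ccnd3) also a gene of Fig. 3d, moved down in astrocytes at 1 wpi (-0.93, adjusted p = 0.00935 and 0.0244, and up to 0.051 with 1 library left out, 1 of 3 called lower) and, with 11 members, in oligodendrocytes (-0.26, adjusted p = 0.00823 and 0.0884, 3 of 11 called lower).

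Called in at least 5 of the 6 classes were, at 1 dpi, rises of Apod, Fkbp5, Mt1, Mt2, Ptgds and Stat3 and falls of Anln, Dnah11, Nell1os and Vmn2r30. The falls were of Anln, Ccnd3, Dnah11, Gm26917, Itga9, Nell1os, Rcan2, Rtn1 and Vmn2r30 at 1 wpi, of Anln, Htr1f, Nell1os, Rtn1 and Vmn2r30 at 3 wpi and of Vmn2r30 at 6 wpi. Of the 1184 genes higher in neurons at 1 wpi, 1090.0 were tested in oligodendrocytes, where 1005 (92.2%) stood higher too, against 53.1% of all genes tested there, and 196 (18.0%) were called in both, against 3.55%. Of the 908 genes lower in neurons and tested in oligodendrocytes, 374 (41.2%) were called lower in both, against 5.53%. Oligodendrocytes shared the most. In the other classes 67.5% (OPCs with COPs) to 86.2% (vascular cells) of the genes higher in neurons stood higher too. From 0% (vascular cells) to 12.6% (OPCs with COPs) of these were called in both. Of the genes lower in neurons, 0% (vascular cells) to 24.1% (OPCs with COPs) were called lower in both. The comparisons share the 3 uninjured mice, so the calls of 2 classes are not independent, and the percentages of all genes are no measure of chance. In direct comparisons of time points (edgeR), 1 dpi differed from 3 wpi and 6 wpi in 248 and 290.0 genes in astrocytes, 410.0 and 367 in microglia, 134 and 89 in OPCs with COPs, 623 and 639 in oligodendrocytes, 54 and 19 in vascular cells and 10 and 6 in neurons, and 1 wpi from 3 wpi and 6 wpi in 82 and 159 in OPCs with COPs.

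Lists of the largest changes not given above follow, by the rule stated in the methods. For falls the value is the log2 fold change, and bounds and intervals apply to genes with 0 to 3 UMIs in a group. In astrocytes at 1 wpi, 199 of 6848 genes changed (80 higher and 119 lower by edgeR, and 107 without uninjured replicate b, 75 without uninjured replicate c, 59 without 1 wpi replicate a, 100 without 1 wpi replicate b, 108 without 1 wpi replicate c, 111 with DESeq2, 349 with only the compared conditions in the fit and 41 at equal depth). Rising most in astrocytes at 1 wpi were Timp1 (110.0-fold, 18.7 to 4460), Fmod (46.9-fold, 7.35 to 1960), Vim (10.6-fold), Trem2 (10.1-fold), Ggt5 (11.9-fold, 3.28 to 65.4), Tnc (8.47-fold), C1qa (7.93-fold), Serpina3n (7.37-fold), Hnrnpa0 (6.95-fold) and Ly6e (6.44-fold), and falling most Cyp2b13 (at least 4.84-fold), Cyp2c69 (-4.53), Cldn34c2 (18.0-fold, 4.84 to 150.0), Gm5570 (18.5-fold, 3.17 to 745), 1700007B14Rik (11.2-fold, 2.98 to 94.9), Adamts19 (-3.37), 4930556N13Rik (8.52-fold, 2.23 to 72.4), Lix1l (7.43-fold, 1.93 to 63.4), Dnah11 (-2.71) and Lin9 (6.41-fold, 2.08 to 32.1). Fmod, Vim, C1qa, Serpina3n, Cyp2c69 and Dnah11 kept the call in each fit with 1 library left out that tested them. In astrocytes at 3 wpi, 250 of 6848 genes changed (86 higher and 164 lower by edgeR, and 140 without uninjured replicate b, 94 without uninjured replicate c, 53 without 3 wpi replicate b, 104 with DESeq2 and 22 at equal depth). Rising most in astrocytes at 3 wpi were Timp1 (41-fold, 6.72 to 1690), Fmod (36.1-fold, 5.84 to 1490), Ggt5 (12.6-fold, 3.80 to 65.5), Tnc (8.71-fold), Tyrobp (7.93-fold), Serpina3n (7.03-fold), C3 (6.81-fold), Serping1 (6.01-fold), Vim (5.45-fold) and S100a6 (5.41-fold), and falling most Adamts19 (-4.39), Cpa6 (-3.65), Cyp2b13 (12.2-fold, 3.16 to 104), Cd163l1 (-3.32), Cldn34c2 (-3.30), Eno1b (-3.12), Hormad2 (-3.11), Filip1l (-2.97), Spink2 (-2.92) and Cyp2c69 (-2.90). C3, Adamts19, Cpa6, Eno1b, Hormad2, Filip1l and Cyp2c69 kept the call in each fit with 1 library left out that tested them. In astrocytes at 6 wpi, 68 of 6848 genes changed (10 higher and 58 lower by edgeR, and 32 without uninjured replicate b, 16 without uninjured replicate c, 25 without 6 wpi replicate a, 23 without 6 wpi replicate c, 23 with DESeq2, 110 with only the compared conditions in the fit and 5 at equal depth). Rising most in astrocytes at 6 wpi were Fmod (29.9-fold, 4.75 to 1240), Serpina3n (4.97-fold), Vim (4.58-fold), S100a6 (3.56-fold), C3 (3.26-fold), C4b (2.81-fold), Abca1 (2.29-fold), Glis3 (2.25-fold), Errfi1 (2.12-fold) and Mt1 (1.69-fold), and falling most Adamts19 (-2.67), Gm5570 (-2.64), Gucy1b2 (-2.53), Trim30a (-2.36), Arhgap15 (-2.31), Gm43434 (-2.21), Gm5724 (-2.17), Eno1b (-2.15), 1700007B14Rik (-2.12) and Rnf25 (-2.08). Abca1, Trim30a, Arhgap15 and Gm5724 kept the call in each fit with 1 library left out that tested them.

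In microglia at 1 wpi, 74 of 4394 genes changed (37 higher and 37 lower by edgeR, and 32 without uninjured replicate a, 33 without uninjured replicate b, 42 without uninjured replicate c, 42 without 1 wpi replicate b, 46 without 1 wpi replicate c, 225 without the filter on low counts and 179 with only the compared conditions in the fit). Rising most in microglia at 1 wpi were Lilrb4a (at least 6.89-fold), Igf1 (at least 7.12-fold), Cst7 (at least 6.89-fold), Spp1 (39.7-fold), Rai14 (24.9-fold, 4.38 to 992), Ccl12 (14.3-fold, 4.82 to 70.0), Piezo1 (11.8-fold, 2.03 to 474), Fam20c (9.23-fold, 2.48 to 77.5), Myo1e (8.47-fold) and Lpl (8.44-fold), and falling most Dnah11 (-3.34), Gm10974 (-3.24), Nell1os (-2.48), Rcan2 (-2.21), BC035044 (-2.21), Anln (-2.20), Itga9 (-2.19), Il1rapl2 (-2.03), Rtn1 (-1.98) and Gm26917 (-1.97). Cst7, Spp1, Rai14, Myo1e, Dnah11, Rcan2, Anln, Itga9 and Rtn1 kept the call in each fit with 1 library left out that tested them. In microglia at 3 wpi, 56 of 4394 genes changed (32 higher and 24 lower by edgeR, and 15 without uninjured replicate a, 10 without uninjured replicate b, 14 without uninjured replicate c, 143 without 3 wpi replicate a, 9 without 3 wpi replicate b and 161 without the filter on low counts). Rising most in microglia at 3 wpi were Igf1 (at least 10.4-fold), Lilrb4a (at least 8.99-fold), Cst7 (at least 7.09-fold), AI607873 (at least 3.63-fold), Ch25h (at least 3.39-fold), Rai14 (19.4-fold, 3.38 to 775), Spp1 (15.1-fold), Fam20c (12.8-fold, 3.45 to 107), Lpl (8.93-fold) and Apoe (8.03-fold), and falling most Nell1os (-3.0), Kcnh8 (-2.84), Htr1f (-2.23), Vmn2r30 (-2.21), Itga9 (-2.20), 8030442B05Rik (-1.80), Rcan2 (-1.76), P2ry13 (-1.63), Rtn1 (-1.62) and Selplg (-1.61). Cst7, Apoe and Vmn2r30 kept the call in each fit with 1 library left out that tested them. In microglia at 6 wpi, 67 of 4394 genes changed (51 higher and 16 lower by edgeR, and 28 without uninjured replicate a, 19 without uninjured replicate b, 30 without uninjured replicate c, 44 without 6 wpi replicate a, 36 without 6 wpi replicate b, 106 without the filter on low counts, 109 with only the compared conditions in the fit and 44 at equal depth). Rising most in microglia at 6 wpi were Igf1 (at least 11.6-fold), Cst7 (at least 9.87-fold), Lilrb4a (at least 9.26-fold), Ccl3 (at least 8.53-fold), Mmp12 (at least 8.53-fold), Ch25h (at least 4.14-fold), AI607873 (at least 3.17-fold), Gpnmb (70.2-fold, 12.4 to 2790), Colec12 (51.9-fold, 9.17 to 2060) and Spp1 (34.2-fold), and falling most Kcnh8 (-2.66), BC017643 (-2.08), Safb (-1.77), Vmn2r30 (-1.73), Rcan2 (-1.70), Itga9 (-1.62), Rtn1 (-1.48), Selplg (-1.48), Prkca (-1.35) and Plxna4 (-1.35). Cst7 and Spp1 kept the call in each fit with 1 library left out that tested them. In microglia 1, 2 and 3 at 1 dpi, 310 of 3111 genes changed (137 higher and 173 lower by edgeR, and 195 without uninjured replicate c, 167 without 1 dpi replicate a, 204 without 1 dpi replicate c and 147 at equal depth). Rising most in microglia 1, 2 and 3 at 1 dpi were Ccl2 (at least 28.9-fold), Slc39a14 (at least 16.1-fold), Myo1e (at least 15.2-fold), Cd300lf (at least 11.3-fold), Ccl12 (222-fold, 61.3 to 1840), Lilrb4a (at least 9.70-fold), Ccl4 (at least 7.23-fold), Gm17268 (82.8-fold, 22.7 to 687), Spp1 (36.6-fold) and Ms4a6c (34.4-fold, 9.34 to 287), and falling most 8030442B05Rik (-4.47), Cd300a (17.0-fold, 4.07 to 151), Adgrg1 (9.45-fold, 2.67 to 50.9), I830077J02Rik (-3.17), Irgm2 (8.82-fold, 2.46 to 47.8), Gpr34 (-2.86), Lst1 (-2.78), Safb (-2.73), 2610035D17Rik (-2.64) and Ifi27 (-2.53).

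In OPCs with COPs at 1 dpi, 114 of 3753 genes changed (73 higher and 41 lower by edgeR, and 46 without uninjured replicate b, 49 without 1 dpi replicate a, 57 without 1 dpi replicate c and 61 with DESeq2). Rising most in OPCs with COPs at 1 dpi were Serpina3n (74.2-fold, 20.3 to 618), C4b (25.5-fold), Fkbp5 (8.11-fold), Apod (6.85-fold), Col16a1 (6.39-fold), Tmem176a (5.84-fold), Plce1 (5.70-fold), Rhoj (5.61-fold), Id2 (4.76-fold) and Mt2 (4.66-fold), and falling most Gm38039 (25.7-fold, 4.14 to 1060), Itm2a (-2.32), Cubn (-2.31), Fndc9 (-2.31), Arhgap6 (-2.08), Htr1f (-2.02), Pik3r3 (-1.99), Adgrg6 (-1.97), Wdr49 (-1.93) and Gm29536 (-1.91). Serpina3n, C4b, Fkbp5, Apod, Col16a1, Tmem176a, Plce1, Rhoj, Mt2 and Pik3r3 kept the call in each fit with 1 library left out that tested them. In OPCs with COPs at 1 wpi, 397 of 3753 genes changed (215 higher and 182 lower by edgeR, and 208 without uninjured replicate c, 207 without 1 wpi replicate b, 202 with DESeq2 and 230 at equal depth). Rising most in OPCs with COPs at 1 wpi were Serpina3n (13.4-fold, 3.54 to 114), C4b (11.9-fold), Syt4 (8.59-fold), Gas7 (8.25-fold), Myrf (6.86-fold), Ythdf3 (7.26-fold, 2.32 to 36.6), Mroh3 (5.43-fold), D430041D05Rik (5.38-fold), Ablim2 (5.18-fold) and C1qa (5.12-fold), and falling most Hnmt (-2.79), Cyp2c69 (-2.75), Cubn (-2.52), Hormad2 (-2.46), Pkhd1 (-2.37), Gm15584 (-2.36), Nell1os (-2.32), Agbl1 (-2.30), Patl1 (-2.30) and Dnah11 (-2.16). C4b, Syt4, Gas7, Myrf, Ythdf3, Mroh3, D430041D05Rik, Ablim2, C1qa, Hnmt, Cyp2c69, Hormad2, Pkhd1, Nell1os and Dnah11 kept the call in each fit with 1 library left out that tested them. In OPCs with COPs at 3 wpi, 43 of 3753 genes changed (11 higher and 32 lower by edgeR, and 24 without uninjured replicate b, 14 without uninjured replicate c, 20 without 3 wpi replicate b, 12 with DESeq2, 68 without the filter on low counts, 21 with only the compared conditions in the fit and 16 at equal depth). Rising most in OPCs with COPs at 3 wpi were C4b (11.3-fold), Ythdf3 (8.73-fold, 2.77 to 44.3), C1qa (4.01-fold), RP23-54G8.4 (3.66-fold), Fam19a5 (2.93-fold), Zbtb16 (2.85-fold), Rpl17 (2.65-fold), Itpr2 (1.99-fold), Ptprj (1.73-fold) and Tnr (1.54-fold), and falling most Adgrg6 (16.9-fold, 5.35 to 86.0), Xbp1 (-2.88), Hormad2 (-2.57), Pkhd1 (-2.56), Slc35f2 (-2.46), Cyp2c69 (-2.39), Vmn2r30 (-2.30), Dok5 (-2.15), Arf1 (-2.06) and Nell1os (-2.05). C4b, Adgrg6, Xbp1, Vmn2r30, Dok5 and Nell1os kept the call in each fit with 1 library left out that tested them.

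In oligodendrocytes at 1 dpi, 1660 of 11140 genes changed (655 higher and 1005 lower by edgeR, and 1041 at equal depth). Rising most in oligodendrocytes at 1 dpi were Tnfsf11 (at least 33.7-fold), Bcl3 (at least 26.6-fold), Serpina3n (130.0-fold), Socs3 (99.4-fold, 17.5 to 3960), Aire (92.6-fold, 16.3 to 3690), E230001N04Rik (84.1-fold, 14.7 to 3350), Klk8 (64.5-fold, 17.6 to 538), Sult1a1 (55.6-fold, 15.1 to 464), Tspan4 (41-fold) and Serpina3m (40.5-fold, 13.6 to 199), and falling most RP23-458C8.2 (-3.65), Nrg4 (-3.17), RP23-235M8.7 (-2.90), 4930455B14Rik (-2.89), Ttll6 (-2.70), Ttn (-2.66), 4930554G24Rik (-2.59), Selp (-2.59), Dnah3 (-2.55) and Nid1 (-2.53). Tnfsf11, Bcl3, Serpina3n, Socs3, Aire, E230001N04Rik, Klk8, Sult1a1, Tspan4, Serpina3m, RP23-458C8.2, Nrg4, RP23-235M8.7, 4930455B14Rik, Ttll6, 4930554G24Rik, Dnah3 and Nid1 kept the call in each fit with 1 library left out that tested them. In oligodendrocytes at 6 wpi, 286 of 11140 genes changed (53 higher and 233 lower by edgeR, and 148 without uninjured replicate b, 73 without uninjured replicate c, 134 without 6 wpi replicate a, 108 without 6 wpi replicate c, 591 without the filter on low counts, 547 with only the compared conditions in the fit and 172 at equal depth). Rising most in oligodendrocytes at 6 wpi were Lyz2 (18.3-fold), Serpina3n (11.3-fold), C4b (10.1-fold), Laptm5 (5.40-fold), Fcer1g (3.44-fold), Tyrobp (3.18-fold), C1qb (3.15-fold), C1qa (3.10-fold), Thbs3 (2.92-fold) and Gm12092 (2.72-fold), and falling most Ttn (-2.94), Gm15396 (-2.70), Skint11 (-2.62), Gm10020 (-2.56), Cmklr1 (-2.49), Obox3 (-2.40), RP23-458C8.2 (-2.38), AC132444.5 (-2.29), Gm11077 (-2.17) and Fgf2 (-2.15). Lyz2, Serpina3n, C4b, Fcer1g, C1qb, Thbs3, Gm15396, Obox3, AC132444.5, Gm11077 and Fgf2 kept the call in each fit with 1 library left out that tested them. In neurons at 6 wpi, 670 of 14809 genes changed (174 higher and 496 lower by edgeR, and 362 without uninjured replicate b, 104 without uninjured replicate c, 445 without 6 wpi replicate a and 95 without 6 wpi replicate c). Rising most in neurons at 6 wpi were C4b (4.08-fold), Dnah1 (3.63-fold), Tyrobp (2.98-fold), 2810029C07Rik (2.03-fold), Per2 (1.89-fold), 2810049E08Rik (1.80-fold), Fam196b (1.78-fold), Asah2 (1.75-fold), Fgfr1op (1.72-fold) and Cstf2 (1.71-fold), and falling most Uts2 (-3.19), Pax6os1 (-2.22), U2af1l4 (-2.13), Gm31108 (-1.95), Gm43821 (-1.84), Emx2os (-1.80), Mageb16 (-1.80), Gm26917 (-1.79), Gm12027 (-1.75) and Gm11376 (-1.75). Dnah1, Gm31108, Gm43821, Gm26917 and Gm11376 kept the call in each fit with 1 library left out that tested them.

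In vascular cells at 1 dpi, 38 of 2278 genes changed (21 higher and 17 lower by edgeR, and 17 without uninjured replicate b, 14 without uninjured replicate c, 20 without 1 dpi replicate a, 107 without 1 dpi replicate b, 21 without 1 dpi replicate c, 71 without the filter on low counts and 19 at equal depth). Rising most in vascular cells at 1 dpi were Lcn2 (at least 27.6-fold), Scgb3a1 (at least 30.1-fold), Nek7 (8.31-fold), Tmem252 (8.13-fold), Tgm2 (5.01-fold), Apod (4.71-fold), Cd200 (4.36-fold), Acer2 (4.29-fold), Cdkn1a (4.14-fold) and Kansl1l (4.10-fold), and falling most Cryab (-2.22), Pltp (-2.13), Grik3 (-1.81), Anln (-1.80), Ltbp4 (-1.77), Cxcl12 (-1.72), Itm2a (-1.66), Cnp (-1.56), Ctsh (-1.52) and Rtn1 (-1.50). Lcn2, Scgb3a1, Nek7, Apod, Acer2, Pltp, Ltbp4 and Itm2a kept the call in each fit with 1 library left out that tested them. In vascular cells at 3 wpi, 29 of 2278 genes changed (10 higher and 19 lower by edgeR, and 3 without uninjured replicate a, 0 without uninjured replicate b, 0 without uninjured replicate c, 60 without 3 wpi replicate a, 0 without 3 wpi replicate b, 10 without 3 wpi replicate c and 2 at equal depth). Rising most in vascular cells at 3 wpi were Chd6 (7.37-fold, 2.34 to 37.3), Tanc2 (5.37-fold), Sertad2 (4.99-fold), Psme4 (4.91-fold), Smyd3 (4.56-fold), Dlg2 (4.12-fold), Chka (3.41-fold), Csgalnact1 (3.29-fold), Tbc1d4 (2.33-fold) and Adgrl3 (2.13-fold), and falling most Ly6c2 (-2.87), Gm7676 (-2.48), Klf4 (-2.39), Grik3 (-2.09), Txn1 (-2.06), Dnaja1 (-2.0), Rtn1 (-1.74), Gclm (-1.56), Wfdc1 (-1.52) and Id1 (-1.49). Not 1 of these 20 genes kept its call in each fit with 1 library left out.

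Of 479 tests of lists, 149 passed by fry, and 60 of these also with an estimated correlation. Homeostatic astrocyte genes did not pass in astrocytes (lowest adjusted p = 0.242, at 6 wpi, median log2 fold change 0.16), nor other regeneration-associated genes in neurons (lowest adjusted p = 0.479, at 1 dpi, median 0.14). Of the regeneration-associated genes of Fig. 4, 6 were measured in the sums of all neurons, and 0 were called by edgeR at any time point (list median 0.02 at 3 wpi, fry, adjusted p = 0.924). Markers of neurons passed in no other class (lowest adjusted p = 0.0775, in astrocytes at 3 wpi), nor did markers of oligodendrocytes (lowest adjusted p = 0.0557, in astrocytes at 3 wpi) or of blood (lowest adjusted p = 0.163, in astrocytes at 1 wpi), all by fry. Mitochondrially encoded genes were not in the table.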
